# Long range inter-chromosomal interaction of *Oct4* distal enhancer loci regulates ESCs pluripotency

**DOI:** 10.1038/s41420-023-01363-8

**Published:** 2023-02-13

**Authors:** Byoung-San Moon, David Huang, Fan Gao, Mingyang Cai, Guochang Lyu, Lei Zhang, Jun Chen, Wange Lu

**Keywords:** Nuclear organization, Embryonic stem cells, Nuclear organization

## Abstract

Nuclear architecture underlies the transcriptional programs within the cell to establish cell identity. As previously demonstrated, long-range chromatin interactions of the *Oct4* distal enhancer (DE) are correlated with active transcription in naïve state embryonic stem cells. Here, we identify and characterize extreme long-range interactions of the *Oct4* DE through a novel CRISPR labeling technique we developed and chromosome conformation capture to identify lethal giant larvae 2 (*Llgl2*) and growth factor receptor-bound protein 7 (*Grb7*) as putative functional interacting target genes in different chromosomes. We show that the *Oct4* DE directly regulates expression of *Llgl2* and *Grb7* in addition to *Oct4*. Expression of *Llgl2* and *Grb7* closely correlates with the pluripotent state, where knock down of either result in loss of pluripotency, and overexpression enhances somatic cell reprogramming. We demonstrated that biologically important interactions of the *Oct4* DE can occur at extreme distances that are necessary for the maintenance of the pluripotent state.

## Introduction

Genome architecture has emerged as an important cell type-specific epigenetic signature with roles in regulating eukaryotic cell identity and function. As cells need to regulate gene expression temporally in a cell-type and lineage-specific manner, spatially restricting chromatin positioning may provide an additional layer of regulation that can be highly flexible and responsive to external cues. Interestingly, however, much of the overall nuclear architecture remains mostly stable and self-contained in recently described topological associating domains (TADs), while only a small fraction of dynamic chromatin has been observed to loop outside of their nuclear compartment [1, 2] Considered to be a non-emergent phenomenon, active long-range chromatin looping occurs to physically bring cis-acting regulatory elements like promoters and distally located enhancers together through binding of specific transcription factors and chromatin remodeling complexes [3, 4]. Distinct patterns of enhancer-promoter interactions help define the regulatory landscape within specific cell types.

Many studies examining enhancers dynamics have revealed several interesting properties: enhancers can regulate multiple genes simultaneously and create clusters of co-regulated genes in an active chromatin hub [5–8], do not always regulate their most linearly proximal promoters [9], and many have been observed interacting with promoters located hundreds of kilobases away or even on other chromosomes [4, 10]. Recent description of “super enhancer” regions are able to coordinate cell identity and function through lineage-specific chromatin looping activity regulated through recruitment of the Mediator complex and cell type-specific transcription factors [11, 12]. Characterizing the activity of important super enhancers can inform how cell type-specific gene expression networks are established and maintained.

Various techniques have been developed for investigating genome organization, with chromosome conformation capture (3C) derived techniques as the most widely used methods; but 3C assays are constrained by certain limitations. Based on the principle of biochemically fixing the spatial positioning of the chromatin, interacting loci can be detected through measuring the frequency of ligated bait-target junction fragments [13]. However, artificial fixation of the chromatin can lead to interaction artifacts that do not represent truly interacting loci [14–16]. In addition, intrinsic biases of the method tend to over represent the most proximally located fragments to the bait viewpoint, which can obscure rare and transient or long distance interactions [17]. Such issues in 3C data have resulted in discrepancies when validating interactions using other techniques such as DNA fluorescence in situ hybridization [18].

A parallel technique used to identify protein-binding at DNA loci in vivo called DamID potentially overcomes some of these challenges. By fusing prokaryote unique DNA adenine methyltransferase (Dam) to a DNA binding protein of interest, proximity labeling through adenine methylation of GATC sequences at interacting sites can occur within the vicinity of protein-binding sites in live cells independent of distance [19–22]. Labeled sites can then be assayed directly by sequential digestion with DpnI and DpnII restriction enzymes that are methylation sensitive to the common GATC recognition motif to provide an unmodified interaction profile stemming from a locus of interest. DamID has been applied in many cell types and organisms to reveal binding profiles for a multitude of transcription factors, insulators, and chromatin-modifying proteins within many biological contexts [23]. As Dam is able to methylate both cis and trans loci, site-specific targeting of Dam can produce 3C equivalent interaction profiles [19]. However, previous studies required insertion of the yeast transcription factor GAL4 sequence to the site of interest to guide the Dam-GAL4 fusion protein, making study of other loci a laborious and low throughput process [19, 24]. Fortunately, the advent of CRISPR-Cas9 technology has simplified the challenge of site-specific targeting which we demonstrate in our study.

As the focus of our study of embryonic stem cell (ESC) pluripotency, the *Oct4* super enhancer region is an important regulator of the pluripotent stem cell state. Three cis-regulatory regions upstream of the Pou5f1 gene transcription start site (TSS) have previously been characterized: the proximal promoter (PP), the proximal enhancer (PE), and distal enhancer (DE) [25, 26]. The DE and PE are utilized in a cell-type specific manner in pluripotent cells to regulate *Oct4* expression, where the DE controls active transcription of *Oct4* in naïve state pluripotency while the PE is active in primed state pluripotency [27, 28]. Two distinct regulatory elements within the DE have also been identified, conserved regions CR3 and CR4, that are shared across different species and contain binding sites for many transcription factors with positive and negative regulatory roles on *Oct4* expression [25, 26, 29, 30]. In studying the activity of the *Oct4* locus in naïve state ESCs, our previous work has shown that endogenous *Oct4* transcription occurs concurrently with long-range chromatin interactions at the *Oct4* locus and binding of looping factors at the DE [31, 32]. Concomitant to loop formation, chromatin remodeling complexes mediator and cohesin are recruited by Klf4 and subsequently leads to RNAPII recruitment. With these observations, we predicted that other putative looping targets of the DE should exist and remain to be characterized.

In our study, we developed a novel hybrid method combining CRISPR and DamID to investigate long-range looping interactions of the *Oct4* DE and identify new direct participants of the pluripotency gene network. Through the use of this new method and traditional DNA fluorescence in situ hybridization (FISH) and chromosome conformation capture (3C) techniques, we observe the *Oct4* DE interacting with two genes located on chromosome 11, lethal giant larvae 2, *Llgl2*, and growth factor receptor bound protein 7, *Grb7*. We show that these interactions are directly regulated by the distal enhancer via the critical CR4 region, where deletion of this region correlated with loss of target gene expression and pluripotency despite restoration of *Oct4* levels. We also characterize the functional role of *Llgl2* and *Grb7* through loss of function and gain of function assays and confirm that both participate in maintaining pluripotency in ESCs. These results demonstrate previously unexplored interchromosome interactions by the *Oct4* DE that directly regulate the expression of pluripotency-related genes.

## Results

### 4C-seq and CRISPR DamID seq reveals long-range interactions of the *Oct4* distal enhancer

Previously, we employed circular chromosome conformation capture and sequencing (4C-seq) to map the interactome in E14 mouse embryonic stem cells [32]. Designating the DE bait region ~2 kb upstream of the mouse Pou5F1 gene transcription start site, we observed about 15% of captured reads were interchromosomal interactions shared between two biological replicates. Regions positively identified in 4C-seq colocalized more frequently with the *Oct4* locus than non-4C regions.

To pin down the more specific interacting loci and identify putative gene targets located within these regions, we performed cross-validation of 4C-seq results through CRISPR-DamID hybrid assay (Fig. 1A). By fusing *Escherichia coli* DNA adenine methyltransferase (DAM) to a catalytically dead *Neisseria meningitides* Cas9, we constructed a targetable live cell labeling system combining the principles of CRISPR-Cas9 and DamID to track long-range chromatin interactions at the *Oct4* DE (Fig. 1B). The Cas9 protein targets specific loci of interest while the Dam domain labels interacting loci by methylating adenines at proximally located GATC sites. The type II CRISPR system in *N. meningitidis* was chosen over the more commonly used *Streptococcus pyogenes* CRISPR-Cas9 due to the longer protospacer adjacent motif (PAM) sequence utilized for guide RNA targeting, which could allow for comparatively more specific locus recognition [33, 34]. To control Dam activity, we selected a doxycycline-inducible promoter to drive Cas9-Dam expression in E14 mouse embryonic stem cells. We confirmed the expression of our FLAG-tagged NmCas9-Dam fusion protein, which appeared by 6 h after the addition of doxycycline by Western Blot and qPCR (Supplementary Fig. 1A, B and Original data file 2) as well as effect of two validated *Oct4* DE targeting Nm-gRNAs by qPCR (Supplementary Fig. 1C). For normalization of background signals, we also constructed E14 cell lines containing inducible NmCas9-Dam without Nm-gRNA expression (Cas9+/gRNA−) and included uninduced samples as negative controls (Cas9−/gRNA+). CRISPR-Dam integrated cells were induced with doxycycline for 6 h before total genomic DNA was harvested and prepared using the dual enzyme digestion process (see Methods) for library preparation and sequencing. Sequencing reads were aligned to the mm9 genome. We called out significant peaks using HOMER, which found nearly 17,000 unique peaks in our Cas9+/gRNA+ samples and ~8900 unique peaks in our Cas9+/gRNA− sample (Supplementary Table 4). Only about 5% of unique peaks were shared between our gRNA+ and gRNA- samples. Samples expressing Cas9-Dam and sgRNA had signals overlapping well with 4C-identified sites (Fig. 1C). The numbers of CRISPR-Dam peaks of intra-chromosome interactions on chromosome 17 identified by Cas9-Dam was about half of 4C-seq identified sites. Moreover, as much as 30 folds of inter-chromosome interactions were identified in the CRISPR-Dam samples compared with 4C-seq (Fig. 1D and Supplementary Table 4). Domainogram shows *Oct4* DE interaction sites are not distributed evenly throughout the genome, instead they are enriched in some “hot” regions of some chromosomes (Fig. 1E, F). In addition, *Oct4* DE interacts with many known pluripotency gene loci on chromosome 17 such as *Zscan10*, *Pou5f1* as well as on other chromosomes such as *Klf4, Sox2, Nanog*, *Sall4*, *Esrrb, and Zfp41* (also known as *Rex1)* (Fig. 1E, D and Supplementary Fig. 2). Furthermore, we observed close alignment of the CRISPR-Dam peaks with active histone marks such as histone marks for active enhancers H3K27ac, poised enhancers H3K4me1, and active promoters H3K4me3 (Supplementary Fig. 2). We also observed that our CRISPR-Dam peaks lie at architectural protein CTCF and cohesin binding sites, suggesting *Oct4* DE tends to interact with chromatin loci with active gene transcription or chromatin looping.

**Fig. 1:**
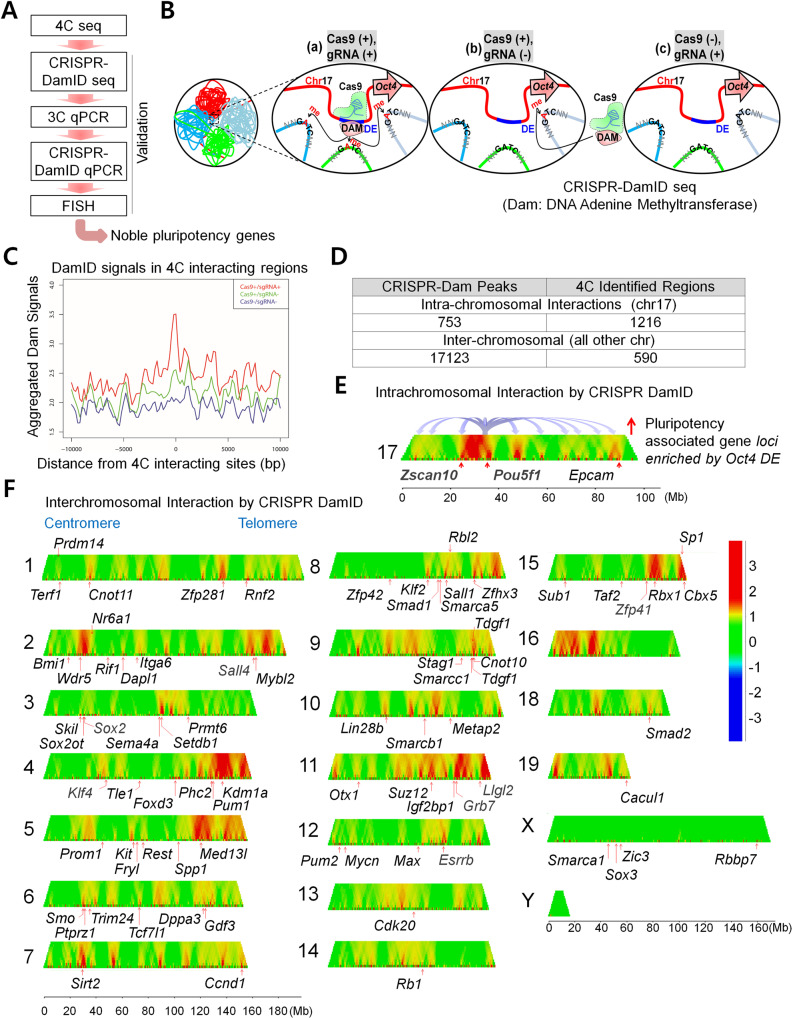
The *Oct4* distal enhancer locus binds to promoter regions of ESC pluripotency-associated gene loci intra- and inter-chromosomally. **A** Schematic diagram illustrating summary of our study. Previous 4C-seq results [32] is further validated by the CRISPR-DamID hybrid system. 3C qPCR, CRISPR-DamID qPCR and DNA FISH analysis are used for validation of 4C-seq and CRISPR-DamID seq results; **B** Schematic of the CRISPR-Dam labeling assay. The doxycycline inducible Nm-dCas9-Dam fusion protein is targeted by guide RNA to the *Oct4 DE* locus and proximity labeling occurs at GATC sites within the vicinity. Control samples not containing small guide RNA with Cas9-Dam expression (Cas9+/gRNA−) and samples with guide RNA but without induction of Cas9-Dam (Cas9−/gRNA+) are included to normalize potential nonspecific labeling; **C** Overlap of CRIPSR-Dam peaks with 4C-seq identified regions around 4C sites. Cas9+/gRNA+ 6-h peaks are enriched compared to Cas9+/gRNA− and Cas9-/gRNA+ samples; **D** Summary of CRISPR-Dam peaks located on chromosome 17 (intrachromosomal interactions) and all other chromosomes (interchromosomal interactions). Previously identified 4C-seq regions are also summarized by genome distribution; **E**, **F** Domainogram representation of CRISPR-Dam coverage on chromosome 17 and other chromosomes. Pluripotency-related genes are labeled in the regions indicated.

### *Oct4* distal enhancer interacts with *Llgl2* and *Grb7* loci on chromosome 11

Previous 4C-seq and DNA FISH results suggested that *Oct4* locus showed high colocalization frequencies between *Oct4* locus and 143F14 and 474J5 loci at chromosome 11 [32]. After further analysis of the signals within the two regions of interest on chromosome 11, we employed high resolution 3C assays to probe the region around our gene targets. 3C-PCR and 3C-qPCR primers were designed to tile ~10 kb around the gene clusters containing lethal giant larvae 2, *Llgl2*, and growth receptor bound protein 7, *Grb7* (Supplementary Fig. 3). The 6 bp cutting enzyme HindIII was initially chosen as there was only a single HindIII site within the *Oct4* DE we could designate as our bait. Duplicate 3C libraries were each prepared with 1 × 10^7^ E14 cells and 3C-PCR was performed to detect ligated bait-target fragments. Resultant band intensities were normalized to an internal reference site and corresponding band intensities from control BAC libraries also prepared with HindIII (Supplementary Table 5). We found 3C interaction signals at the gene cluster containing promoters of *Llgl2* (Supplementary Fig. 3A–C) and a clear interaction signal at the *Grb7* locus (Supplementary Fig. 3D–F). We also performed 3C-qPCR analysis to confirm our results (Fig. 2A). These interactions were further validated by our CRISPR-DamID seq analysis. We observed distinct peaks located at gene body regions of *Llgl2* and *Grb7*, respectively (Fig. 2B). When aligned with ENCODE tracks for histone marks H3K27ac, H3K4me1, and H3K4me3, our CRISPR-Dam peaks nearly overlap with these active epigenetic marks(Fig. 2B). We were also able to see both *Llgl2* and *Grb7* loci bounded by CTCF binding and cohesin components SMC3 and RAD21 binding, which suggested these regions were looped out for potential interaction with the *Oct4* DE (Supplementary Fig. 4A–C). To confirm the sequencing results, we performed quantitative PCR by designing primer pairs to probe peak adjacent GATC sites located ~6 kb around the transcription start sites (TSS) of *Llgl2* and *Grb7*. The same CRISPR-Dam E14 cell lines were induced to express Cas9-Dam for 6 h before collection and digestion with only DpnII. qPCR probes tiling the gene loci showed correlating profiles with each enriched sequencing peak we had previously observed (Fig. 2C and Supplementary Table 6). Agreement of the results from sequencing and qPCR demonstrated that our CRISPR-Dam system could reproducibly identify interacting loci of *Oct4* DE in embryonic stem cells. As further confirmation of our CRISPR-Dam identified interaction results, we also performed reciprocal CRISPR-Dam experiments by targeting the Cas9-Dam to those peak regions in *Llgl2* and *Grb7*, followed by qPCR to detect CRISPR-Dam labeling of GATC sites at the *Oct4* locus. We observed interaction signals at the DE as well as the proximal promoter and gene body of *Oct4*, indicating that interactions between the *Oct4* DE and *Llgl2* and *Grb7* could be confirmed by our CRISPR-Dam technique (Fig. 2D). To visually verify the interactions in cells, we utilized DNA-FISH using hapten probes generated from selected bacterial artificial chromosomes encompassing our loci of interest. Probes targeted to *Llgl2* and *Grb7* regions showed significantly higher colocalization frequency with the *Oct4* locus compared to other regions, such as one containing a non-expressed, fibroblast marker gene *Thy1* and a different probe targeted to ubiquitously expressed gene *Col1A1* located near *Llgl2* and *Grb7* loci also on chromosome 11 (Fig. 2E and Supplementary Table 7) [35]. These observations along with the results from our CRISPR-Dam assay indicated that *Llgl2* and *Grb7* are candidate interacting gene targets of the *Oct4* DE.

**Fig. 2:**
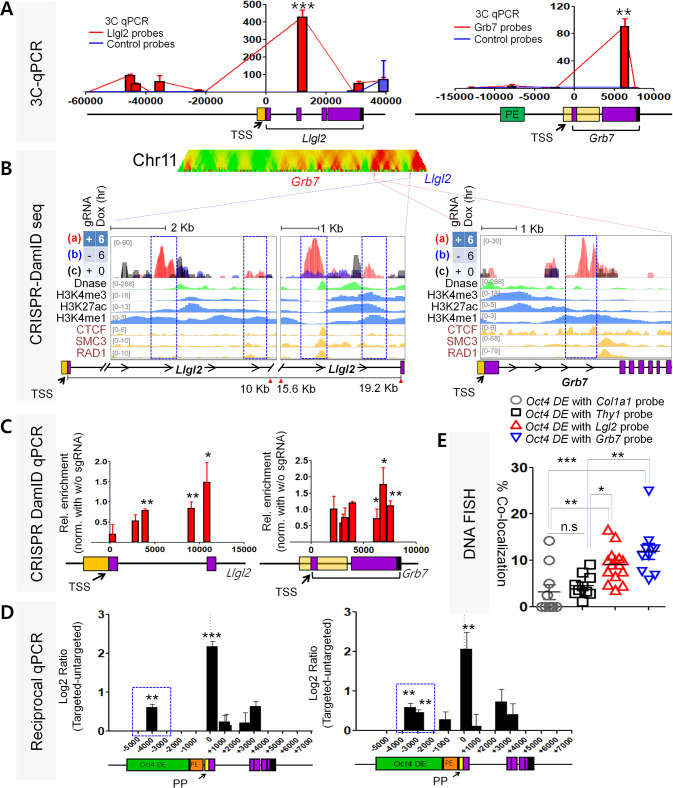
The *Oct4* distal enhancer locus interacts with promoter regions of *Llgl2* and *Grb7*. **A** Chromosome Conformation Capture (3C)-qPCR results for interchromosomal interaction frequency between the *Oct4 DE* locus on chromosome 17 and *Llgl2* and *Grb7* regions on chromosome 11. Same triplicate HindIII cut libraries used as templates and HindIII sites assayed as in PCR. Frequencies normalized to an internal control. Error bars indicate standard deviation for biological triplicates; **B** (Upper) Domainogram representation of CRISPR-Dam coverage on chromosome 17. (Lower) Profile of CRISPR-Dam peaks at Llgl2 and Grb7 loci. ENCODE tracks are included for histone modifications H3K27ac, H3K4me1, and H3K4me3, DNA accessibility represented by DNaseI hypersensitivity peaks, and architectural protein binding sites for CTCF, SMC3, and RAD21. Boxed regions (in blue) highlight CRISPR-Dam peaks aligned with active histone marks. Distinct regions flanked by architectural proteins binding sites suggest these regions may be looped out (red and green highlight); **C** CRISPR-Dam qPCR querying individual GATC sites around identified sequencing peaks at Llgl2 and Grb7 loci. Bars correspond to individual GATC sites. Values calculated from triplicate samples normalized with no guide RNA and no doxycycline-induced samples; **D** CRISPR-Dam qPCR detecting reciprocal interaction from Llgl2 and Grb7 identified CRISPR-Dam peaks. Bars correspond to individual GATC sites. Values calculated from triplicate samples normalized with no guide RNA and no doxycycline-induced samples. Blue box highlights interaction signals at the Oct4 DE; **E** Colocalization frequency between *Oct4 DE* region and *Llgl2*, *Grb7*, *Thy1*, and *Col1A1* regions per field of view; In panels **A**, **C**, **D**, **E**, error bars indicate mean ± SD. All data were compared by one-way ANOVA with Tukey’s post hoc test. (*p < 0.01, **p < 0.001, ***p < 0.0001).

### *Oct4* distal enhancer CR4 region directly regulates *Llgl2* and *Grb7*

While Oct4 protein has been extensively studied for its role in pluripotency, the role of the *Oct4* DE in naïve state pluripotent cells has not been fully explored. Dissection of the DE have revealed several critical conserved regions (CR) shared across species containing multiple transcription factor binding sites, with the CR4 region shown to be necessary for auto-regulation of *Oct4* expression by an Oct4-Sox2 complex [29, 30]. Insufficient *Oct4* expression directly leads to loss of pluripotency gene expression network and initiates differentiation gene expression [36]. From our CRISPR-Dam gRNA site and 3C bait regions designated at the HindIII site at the CR4 region, we hypothesized that looping interactions of the *Oct4* DE may be regulated by the CR4 region and be directly involved in activation of target gene expression.

To determine if the *Oct4* DE plays a direct role in regulating *Grb7* and *Llgl2* gene expression in addition to *Oct4* gene expression, we designed doxycycline-inducible transgenic *Oct4* E14 cell lines in which an independently inducible Cre-loxP system can conditionally knock out the DE while maintaining total *Oct4* levels (Fig. 3A and Supplementary Table S8). Mono-allelic and bi-allelic *Oct4* DE deletion cell lines, −/− and +/− respectively, were isolated and clonally expanded for comparison with wild-type+/+ cells. Tamoxifen treatment led to efficient deletion of *Oct4* DE (Supplementary Fig. 5A), while doxycycline treatment induced transgenic *Oct4* expression, which supplemented endogenous *Oct4* expression (Supplementary Fig. 5B). qPCR was performed to measure total *Oct4* expression as well as *Llgl2* and *Grb7* expression after treatment with tamoxifen or tamoxifen and doxycycline (Fig. 3B). In the tamoxifen only treatment condition, *Oct4* gene expression was almost completely abolished in the *Oct4* DE −/− lines, confirming that the *Oct4* DE is required for *Oct4* expression. In addition, both *Llgl2* and *Grb7* expression was reduced in the −/− cell line, suggesting that they may be regulated by the *Oct4* DE. To rule out the possibility that the reduction of *Llgl2* and *Grb7* expression is an indirect effect of reduced *Oct4* gene expression, we measured *Llgl2* and *Grb7* levels where *Oct4* gene expression was restored to wild-type levels by transgenic *Oct4* induction through the addition of doxycycline. Neither *Llgl2* nor *Grb7* expression was rescued after doxycycline treatment in the −/− cell line in which *Oct4* expression is restored to a similar level to wild-type cells (Fig. 3B), indicating a direct role of the *Oct4* DE on *Llgl2* and *Grb7* expression.

**Fig. 3:**
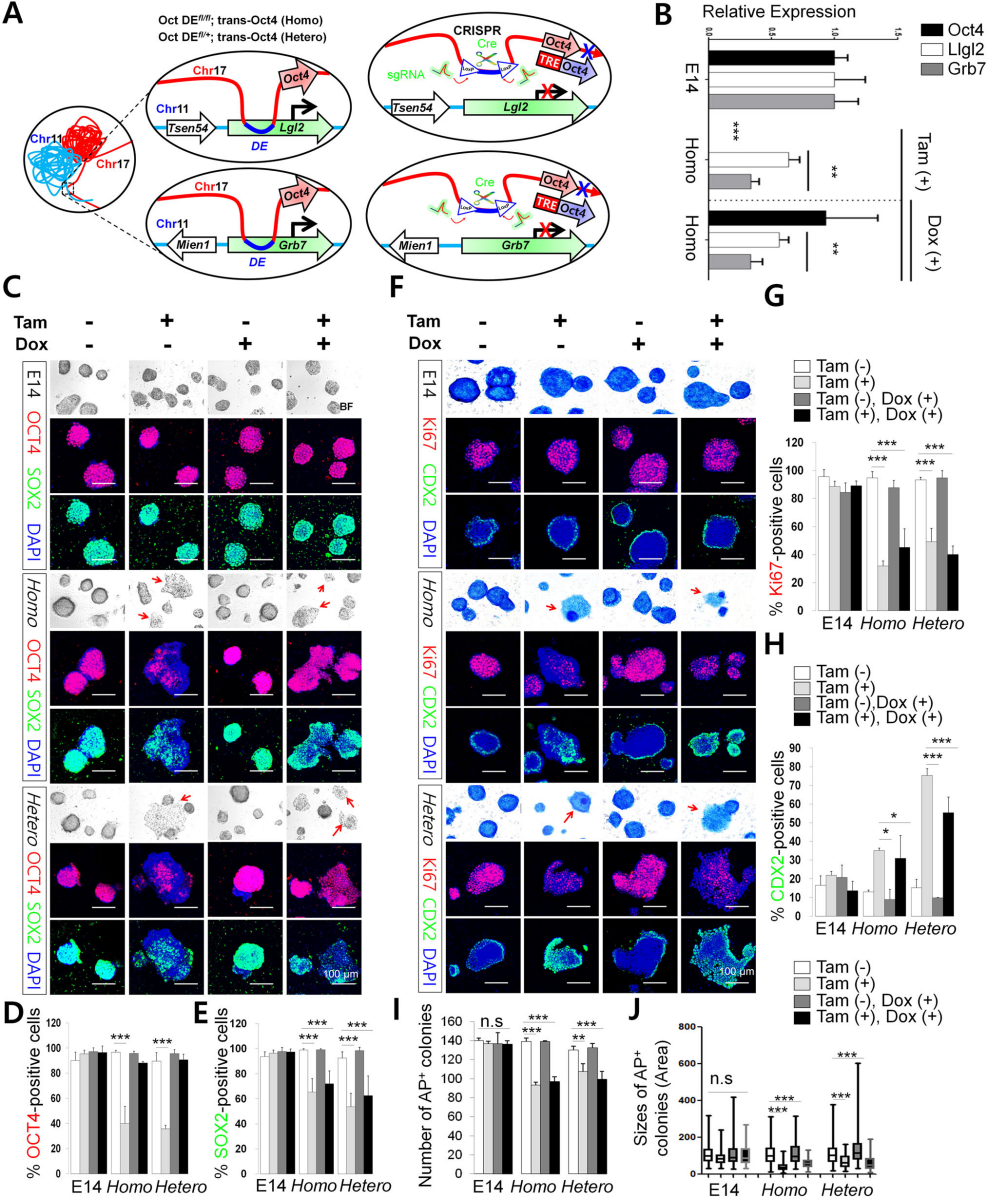
Oct4 distal enhancer CR4 region directly regulates *Llgl2* and *Grb7* expression as part of maintaining stem cell pluripotency and self-renewal. **A** Schematic of loxP sites insertion flanking CR4 region within the *Oct4* DE. Pairs of guide RNAs were designed with corresponding oligonucleotide repair templates containing loxP sites and modified PAM sequences. Doxycycline inducible transgenic *Oct4* mRNA and tamoxifen-inducible CreERT2 were also inserted in the cells; **B** qPCR comparison of wild type (+/+) and bi-allelic (−/−) loxP inserted ESC clones for *Oct4*, *Llgl2*, and *Grb7* expression after tamoxifen and/or doxycycline treatment; **C** Immunofluorescence staining of Oct4 and Sox2 in Oct4 DE+/+,+/−, and −/− cells. Red arrows specify differentiating cells with flattened morphology; **D**, **E** Quantification of positive immunofluorescent wild type E14, Oct4 DE homozygous (−/−) and heterozygous (+/-) deleted cells for Oct4 and Sox2 expression; **F** Immunofluorescence staining of Cdx2, Ki67, and alkaline phosphatase in Oct4 DE+/+,+/−, and −/− cells. Red arrows specify differentiating cells with flattened morphology; **G**, **H** Quantification of positive immunofluorescent wild type E14, *Oct4* DE homozygous (−/−) and heterozygous (+/−) deleted cells for Cdx2 and Ki67 expression. Double positive cells are also quantified; **I** Quantification of alkaline phosphatase positive Oct4 DE+/+,+/−, and −/− cells colonies; **J** Colony sizes of AP-stained colonies by pixel area; In panels **C**, **F** representative images shown at 100 μm scale; In panels **B**, **D**, **E**, **G**, **H**, **I**, **J** data plotted are mean ± SD for triplicate samples and were compared by one-way ANOVA with Tukey’s post hoc test. (*p < 0.01, **p < 0.001, ***p < 0.0001).

Stemness and differentiation of these treated cells were then examined using immunofluorescence staining and alkaline phosphatase (AP) staining. Upon tamoxifen treatment, OCT4 staining was reduced in heterozygous and homozygous deletion cells as expected, so were staining of pluripotency marker SOX2 and cell proliferation marker Ki67 (Fig. 3C–G), suggesting that *Oct4* DE deletion cell exhibited reduced self-renewal and proliferation. Instead, these cells exhibited differentiation phenotype as indicated by the trophectoderm marker CDX2 (Fig. 3F–H). OCT4 levels could be restored with doxycycline treatment in the tamoxifen-treated homo-, or heterozygous deletion cells (Fig. 3B–D). Interesting, restoration of Oct4 could not restore the stemness of these cells as demonstrated by immunostaining of SOX2 marker (Fig. 3C, D). These treated wild-type, heterozygous, and homozygous cell lines were also stained with AP. Cells treated with tamoxifen only or tamoxifen and doxycycline showed reduced numbers of AP positive cells (Fig. 3F, I and Supplementary Fig. 6) and reduced colony size (Fig. 3J), which supports our observation that pluripotency and self-renewal is perturbed with the deletion of one or both alleles *Oct4* DE despite even after restoring OCT4 expression. These experiments show that *Oct4* DE regulates stem cell self-renewal through regulating expression of genes in addition to Oct4.

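RNA-seq was performed on 3 libraries of E14 mouse ESCs, a male ESC line cultured with LIF, with 1 library per condition. The conditions were WT cells, *Oct4* DE (−/−) cells given tamoxifen for 48 h, and *Oct4* DE (−/−) cells given tamoxifen together with 0.5 μg/ml doxycycline for 48 h. In these cells tamoxifen activates CreERT2, a Cre recombinase that then removes the sequence between the loxP sites, and doxycycline switches on the transgenic *Oct4*. Whether the WT library came from the parental line or from untreated floxed cells is not given in the sources used here. With 1 library per condition no difference has a replicate check, and each fold describes a pair of libraries.
*Pou5f1*, the gene of *Oct4*, was read first because it checks the labels. Its level was 664 FPKM in WT, 529 FPKM in the library labelled Tam and 458 FPKM in the library labelled DoxTam. The library that should carry transgenic *Oct4* thus held the lowest value, which goes against the labels, and the libraries are named by their labels only. After rescaling each library to the same total the levels in the libraries labelled Tam and DoxTam stood at a ratio of 0.996, a near equality made by the small RNA genes in the total, since the ratio was 1.12 when these were not counted in it (a choice made after seeing the data). The transgene encodes mouse *Oct4*, so its reads can count toward *Pou5f1* and the value is a sum over the endogenous and transgenic copies. The RT-qPCR and the OCT4 staining in Fig. 3 run the other way, with a loss after tamoxifen and a return with doxycycline, which does not settle the labels of the libraries.
The authors deposited gene levels in FPKM (fragments of a gene scaled by its length and by the size of the library), in 2 tables, Tam against WT and DoxTam against WT. The submitters' processing notes name TopHat and Bowtie for alignment, Cufflinks 2.0.0 and the mouse genome build mm9. Fragment counts were not used here, so depth was read from the lowest levels above 0. The FPKM of a single fragment came to about 0.0897 in WT, 0.191 in the library labelled Tam and 0.161 in the library labelled DoxTam, so WT was the deepest library and the other libraries had about 0.469 and 0.556 of its depth. Genes listed at 0 numbered 5333 in WT, 3667 in the library labelled Tam and 6634 in the library labelled DoxTam. The small RNA gene *Mir6236* took 43.1%, 35.3% and 27.4% of the summed FPKM in the same order. Of 1095 olfactory receptor genes, which are silent in ESCs, 33.7% were above 0 in WT and 16.7% in the library labelled DoxTam, and the share in the library labelled Tam was higher than both.
Each fold was computed as the log2 ratio of FPKM + 1 against WT, which understates the change of genes with low levels. A gene was counted as higher or lower when its fold reached 1.5 (0.58 on the log2 scale) and its level reached 1 FPKM in at least 1 of the 2 libraries. Gene lists were described by the median fold of their measured members and by its percentile among 10000 random lists of the same size, matched on mean expression. Rescaling FPKM to the same total in each library moved the median fold of all genes up by 0.126 for Tam and by 0.317 for DoxTam, which turned many small negative folds positive. This shift rests on *Mir6236*, since the sums without it were 603492 FPKM in WT, 619783 FPKM in the library labelled Tam and 599099 FPKM in the library labelled DoxTam. When the total was taken without the 1202 small RNA genes, a choice made after seeing the data, the median fold moved by -0.04 for Tam and by -0.0019 for DoxTam. Folds also followed the GC content of the transcripts, with a Spearman correlation across genes of -0.385 for Tam (11910 genes) and -0.609 for DoxTam (11653 genes), where genes are not independent replicates. From the tenth of genes with the lowest GC content to the tenth with the highest, the median log2 fold went from 0.24 to -0.20 for Tam and from 0.35 to -0.34 for DoxTam.

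**Figure D1:**
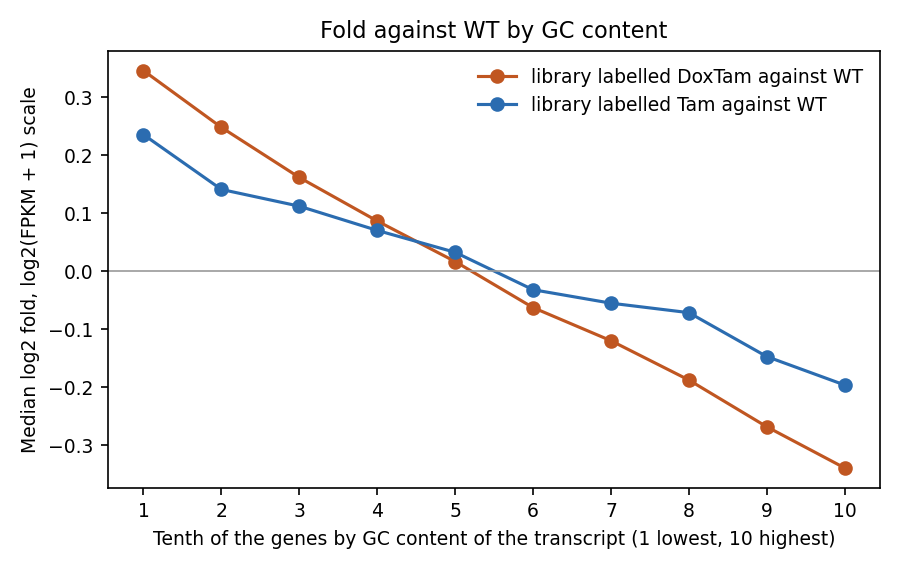
Median log2 fold against WT (y axis, log2 of FPKM + 1) of 10 groups of genes of equal size ordered by the GC content of the transcript (x axis), for the library labelled Tam (blue) and the library labelled DoxTam (orange). Each point is a median over genes of 1 library against the WT library, and in both comparisons it falls from the group with the lowest GC content to the group with the highest.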

To identify all other genes are directly regulated by the *Oct4* DE, we performed RNA-seq on our *Oct4* DE (−/−) deleted cells in tamoxifen only and tamoxifen and doxycycline conditions and overlapped the resulting global gene expression profiles with our previously identified CRISPR-Dam peaks (Supplemental Data 1, 2). 

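*Pou5f1* had a log2 fold of -0.33 against WT in the library labelled Tam. *Llgl2*, a cell polarity gene on chromosome 11 (mm9, 115685372 to 115717094), was at 61.6 FPKM against 84.8 FPKM in WT, a log2 fold of -0.45. *Grb7*, an adaptor of receptor tyrosine kinases on chromosome 11 (98308148 to 98316687), was at 15.0 FPKM against 20.1 FPKM, a log2 fold of -0.39. All 3 values were below WT and none reached 1.5-fold. After removal of the GC trend, a step chosen after seeing the data, the log2 folds were -0.17 for *Pou5f1*, -0.23 for *Llgl2* and -0.27 for *Grb7*.
Of 49 measured genes of the pluripotency network, 3 were lower, 3 were higher and 43 did not reach 1.5-fold. The lower genes were *Utf1*, a chromatin factor of undifferentiated ESCs, at -0.99 on the log2 scale (90.6 FPKM against 181 FPKM), *Gbx2*, a homeobox gene of ESC self-renewal, at -0.66, and *Sall1*, a zinc finger gene, at -0.64. The higher genes were *Gdf3*, a TGF-β family ligand, at 0.93, *Fbxo15* at 0.66 and *Tfcp2l1* at 0.61, the last chosen after its value was seen. *Gbx2* (-0.53), *Fbxo15* (0.56) and *Tfcp2l1* (0.55) were inside 1.5-fold after removal of the GC trend. The median log2 fold of this list was -0.11, at percentile 6.34 of the random lists, and it turned positive after rescaling to the same total, a shift that rests on the small RNA gene *Mir6236*.
Of 12705 genes measured, 887 were higher and 456 were lower in the library labelled Tam. These counts use 1.5-fold alone, over all measured genes, without a p-value and without CRISPR-Dam peaks. The paper's count of downregulated genes follows an overlap with CRISPR-Dam peaks at a p under 0.05. The paper's count and those given here are therefore different measures and cannot be compared. The split was 1337 higher and 264 lower after rescaling to the same total, and 762 and 568 when small RNA genes were not counted in that total, a choice made after seeing the data. Among the 11910 genes with a GC value it was 739 higher and 358 lower, and 674 and 237 after removal of the GC trend. Among genes at 5 FPKM or more, those with the lowest folds included *Khdc3* (-1.51), which guards genome stability in early embryos and ESCs, *Inhbb* (-1.45), a subunit of activin, *Map1a* (-1.29), a microtubule-associated protein gene, and *Egr1* (-1.22), an early response gene of ERK signaling. Which of the treated libraries had doxycycline rests on the labels alone.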

We observed in the tamoxifen only condition cells 442 downregulated genes that consisted of many known pluripotency-related genes, including our target genes *Llgl2* and *Grb7* (Supplementary Fig. 7A–C). 

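Against WT the library labelled DoxTam had log2 folds of -0.54 for *Pou5f1* and -0.60 for *Llgl2*, which was at 55.6 FPKM. *Grb7* was at 16.7 FPKM, a log2 fold of -0.25. *Llgl2* alone of the 3 genes was lower by 1.5-fold, and its log2 fold was inside that limit with a pseudocount of 5 FPKM (-0.57), after rescaling to the same total (-0.24, a shift that rests on the small RNA gene *Mir6236*) and after removal of the GC trend (-0.26). The value of *Grb7* turned positive after rescaling (0.10) and was -0.031 after removal of the GC trend.
Of the 49 measured pluripotency genes, 3 were lower and 2 were higher in this library. *Mycn*, a proto-oncogene of the MYC family, had a log2 fold of -1.39 (3.76 FPKM against 11.5 FPKM), *Utf1* of -1.11 and *Tcf7l1*, a repressor of the Wnt pathway, of -0.96. The Nodal antagonists *Lefty1* and *Lefty2* were higher, at 0.75 and 1.17. *Utf1* was lower in both comparisons, whereas *Gbx2* and *Sall1* in the library labelled DoxTam (-0.19 and -0.18) did not reach 1.5-fold and turned positive after rescaling. *Mycn* and *Tcf7l1* both stood at -0.23 in the library labelled Tam. The median log2 fold of the list was -0.06, at percentile 20.9, and it too turned positive after rescaling.
Of 12384 genes measured, 510 were higher and 716 were lower in the library labelled DoxTam, against 2699 higher and 216 lower after rescaling to the same total. The reversed split comes from the small RNA genes in that total, since it was 501 higher and 725 lower when they were not counted in it. Among the 11653 genes with a GC value the split was 401 higher and 602 lower, and 246 and 256 after removal of the GC trend. As for Tam, these 1.5-fold counts over all measured genes are not comparable with the paper's count at CRISPR-Dam peaks. Among genes at 5 FPKM or more, *H1fx* (-1.62), a linker histone gene, and *Phospho1* (-1.51), a phosphatase gene of bone mineralization, had some of the lowest folds, next to *Rpl34* (-1.64), a ribosomal protein gene whose reads are hard to tell from those of its pseudogenes.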

Many of the same pluripotency-related genes were also found in the 369 genes downregulated in the tamoxifen and doxycycline condition cells (Supplementary Fig. 7D–F). This further supported our observation that the *Oct4* DE may regulate genes throughout the genome that are involved in maintenance of pluripotency and self-renewal, including our newly identified candidates *Llgl2* and *Grb7*.

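Between the libraries labelled Tam and DoxTam, 230 genes were lower than WT in both and 186 were higher in both, of 12241 genes measured in both comparisons. Small RNA genes, whose levels are uncertain, made up 44 of the genes lower in both, 31 of them at 0 FPKM in both treated libraries, and 22 of the genes higher in both. *Utf1* and *Kit*, a receptor tyrosine kinase gene, were among the genes lower in both, and *Pou5f1*, *Llgl2* and *Grb7* were not, since each missed 1.5-fold in at least 1 comparison. *Kit* lay inside 1.5-fold in both comparisons after rescaling to the same total and with a pseudocount of 5 FPKM. The list of the study's CRISPR-Dam pluripotency genes, 8 genes that the study located and *Zfp42*, the gene commonly called Rex1 (a name the study gives to *Zfp41*), gave neither a higher nor a lower gene in either comparison, with median log2 folds of -0.11 (percentile 26.0) for Tam and -0.11 (percentile 21.6) for DoxTam, both positive after rescaling to the same total, a shift that rests on the small RNA gene *Mir6236*. Among them *Sox2* was at 289 FPKM in WT and 268 FPKM in each treated library, and *Nanog* was at 186 FPKM in WT, 228 FPKM in the library labelled Tam and 202 FPKM in the library labelled DoxTam. The folds of *Sox2*, *Klf4* (-0.13 and -0.22) and *Zfp42* (-0.09 and -0.15) turned positive in both comparisons after rescaling.
Of 31 polarity and Hippo pathway genes, the group that holds *Llgl2*, 3 were higher and 0 lower in the library labelled Tam. These were *Lats2* (1.39), a kinase of the Hippo pathway, and *Cyr61* (0.92) and *Ctgf* (0.65), targets of its effector YAP. In the library labelled DoxTam 1 was higher, *Lats2* (0.76), and 2 were lower, *Scrib* (-0.63), another polarity gene, and *Llgl2*. Both lower genes were inside 1.5-fold after removal of the GC trend (-0.28 and -0.26). The medians of the group were -0.05 (percentile 24.6) and -0.06 (percentile 18.5), both turned positive after rescaling, and the Tam median was 0.04 after removal of the GC trend.
Both comparisons use the same WT library, so part of their overlap may come from its chance values. Among the 12241 genes measured in both comparisons, independent lists of the same sizes would share 26.7 lower and 23.7 higher genes. The higher lists used there hold only these genes, so they are not the full lists of 887 and 510 genes. In 100 simulations of 3 unchanged libraries, with noise drawn from the observed folds, a mean of 207 genes (173 to 240) were lower in both and 192 (161 to 231) were higher in both. The simulated lists did not match the observed ones in size: 645 genes (572 to 695) were lower for Tam against 456 observed, and 643 (593 to 712) for DoxTam against 716. As a share of the genes lower for Tam, a value chosen after seeing the data, the overlap was 50.4%, against 32.2% (27.3% to 35.9%) in the simulations. Across genes the folds had a Pearson r of 0.696 (simulated 0.502, 0.429 to 0.587) and a Spearman rho of 0.659, with a covariance of 0.241 (simulated 0.210, 0.162 to 0.269), a difference of 0.0303. With small RNA genes left out, 186 genes were lower in both and r was 0.649. Among the 11550 genes with a GC value, r was 0.640 before removal of the GC trend (simulated 0.479 to 0.517) and 0.562 after it (simulated 0.481 to 0.526), and the share of the Tam lower genes that were lower in both went from 46.6% (simulated 23.6% to 34.7%) to 30.4% (26.1% to 39.9%), all chosen after seeing the data. The simulated libraries all get noise of equal size, which by itself sets the simulated r near 0.502. The real libraries differ in depth, so the gap to the observed r does not measure an excess over chance. With 1 WT library the controls could not be split.
The paper takes the genes lower in both conditions at CRISPR-Dam peaks as added support for a wider proposal. It proposes that the *Oct4* DE may regulate genes of pluripotency and self-renewal across the genome, *Llgl2* and *Grb7* among them. For *Llgl2* and *Grb7* it also draws on RT-qPCR after DE deletion, 3C, CRISPR-Dam qPCR and DNA FISH. The RNA-seq values given here do not test those assays. The CRISPR-Dam peaks were not analysed here.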

### *Llgl2* and *Grb7* knockdown correlates to disrupted pluripotency state

As newly identified direct targets of the *Oct4* DE, we examined the functional role of *Llgl2* and *Grb7* in pluripotent cells. Comparing the expression of both genes in ESCs and non-pluripotent mouse embryonic fibroblasts, we observed much higher expression of these genes in pluripotent cells, suggesting that these genes may play a role in pluripotency (Fig. 4A). We then employed a shRNA pooling strategy to deplete the mRNA of each gene in E14 ESCs (Supplementary Table 2). Cells were incubated for 2 days after lipofection with shRNA plasmids targeting either *Llgl2* or *Grb7* before staining. We confirmed knockdown of endogenous *Llgl2* and *Grb7* in ESCs by immunofluorescence and qPCR (Fig. 4B, C). Expression of *Llgl2* and *Grb7* decreased by 70% and 75%, respectively upon shRNA knockdown (Fig. 4C). We also observed reduced expression of key pluripotency genes including *Oct4, Nanog, Sox2, Klf4*, and *Rex1* and upregulation of trophectoderm marker *Cdx2* including three germ layer differentiation genes in colonies with *Llgl2* and *Grb7* knockdown (Fig. 4C and Supplementary Fig. 8). Staining the knockdown colonies with AP showed significantly decreased numbers of AP positive ESC colonies compared to controls (Fig. 4D, E). Immunofluorescence staining for OCT4 and SOX2 in knock down ESCs showed loss of expression for both genes when either *Llgl2* or *Grb7* is silenced (Fig. 4F–H). Cell proliferation marker Ki67 is also reduced upon knock down of either gene, while trophectoderm marker CDX2 is increased (Fig. 4I–K).

**Fig. 4:**
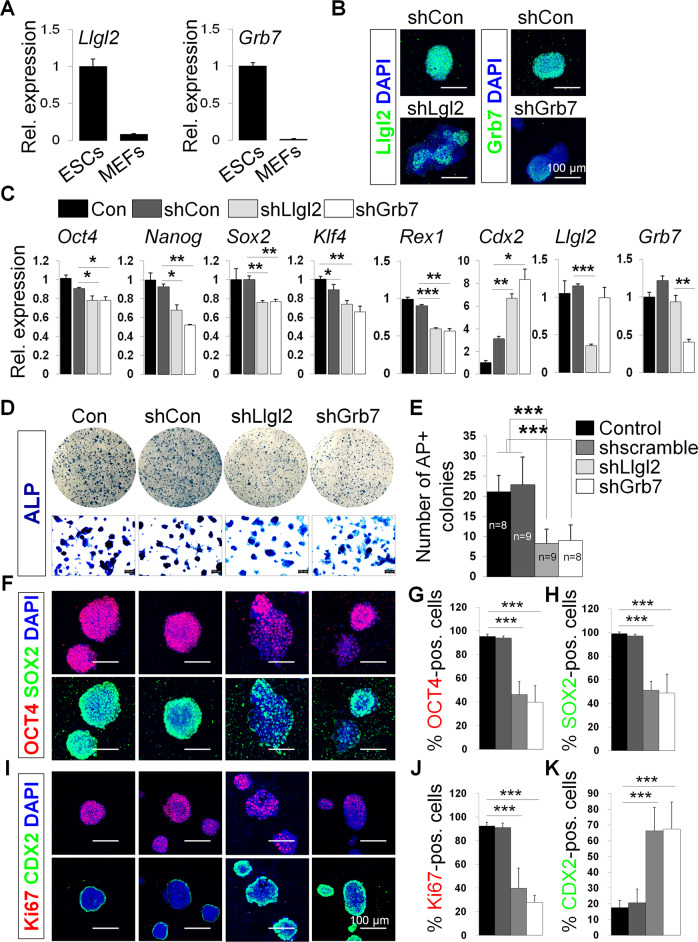
Knock down of Llgl2 and Grb7 abrogates mESC pluripotency. **A** qPCR on ESCs and MEFs for endogenous *Llgl2* and *Grb7* expression; **B** Representative images of Llgl2 and Grb7 immunofluorescence in ESCs after knocking down by shRNAs; **C** qPCR measuring pluripotency gene (*Oct4*, *Nanog*, *Sox2*, *Klf4*, *Rex1*) expression after knocking down Llgl2 and Grb7 compared to control knock down and wild-type E14 ESCs. Cdx2, a marker for trophectoderm, is also shown; **D** AP+ staining ESC colonies after knocking down by shRNAs for Llgl2 or Grb7 or control compared with wildtype E14 control colonies. **E** Quantification of AP+ staining ESC colonies per area (mm^2^); **F** Immunofluorescence staining of OCT4 and Sox2 in shRNA knock down cells; **G**, **H** Quantification of positive immunofluorescent knock down cells for Oct4 and Sox2 expression; **I** Immunofluorescence staining of Cdx2 and Ki67 in shRNA knock down cells; **J**, **K** Quantification of positive immunofluorescent knock down cells for Cdx2 and Ki67 expression. In panels **A**, data were compared by unpaired *t* tests (***p < 0.0001). In panels **B**, **F**, **I**, representative images shown at a 100μm scale. In panel **D**, representative images are shown at 40X scale. In panels **E**, **G**, **H**, **J**, **K**, data plotted are mean ± SD for triplicate samples and were compared by one-way ANOVA with Tukey’s post hoc test. (*p < 0.01, **p < 0.001, ***p < 0.0001).

### Overexpression of *Llgl2* and *Grb7* enhances reprogramming efficiency

To further elucidate the functional role of *Llgl2* and *Grb7* in pluripotency, we overexpressed these genes in an induced-pluripotent cell (iPS) reprogramming context to determine whether either gene could enhance the establishment of the pluripotent state. We employed a retroviral reprogramming strategy with pMX vectors expressing human *Oct4, Sox2, Klf4* and *c-Myc*. Primary MEFs were additionally transduced with either pMX control, m*Llgl2*-FLAG, or m*Grb7*-FLAG mRNA expressing vectors with mCherry expression to control for transduction efficiency. Wells transduced with either *Llgl2* or *Grb7* showed larger colony sizes compared to controls (Fig. 5A, B). AP staining demonstrated that significantly more AP positive colonies were observed in wells transduced with *Llgl2* and *Grb7* compared to control cells (Fig. 5C, D, left panel). The sizes of these colonies were also larger (Fig. 5D, right panel). Overall, *Llgl2* and *Grb7* could induce more somatic cells to induced-pluripotent stem cells (iPSCs).

**Fig. 5:**
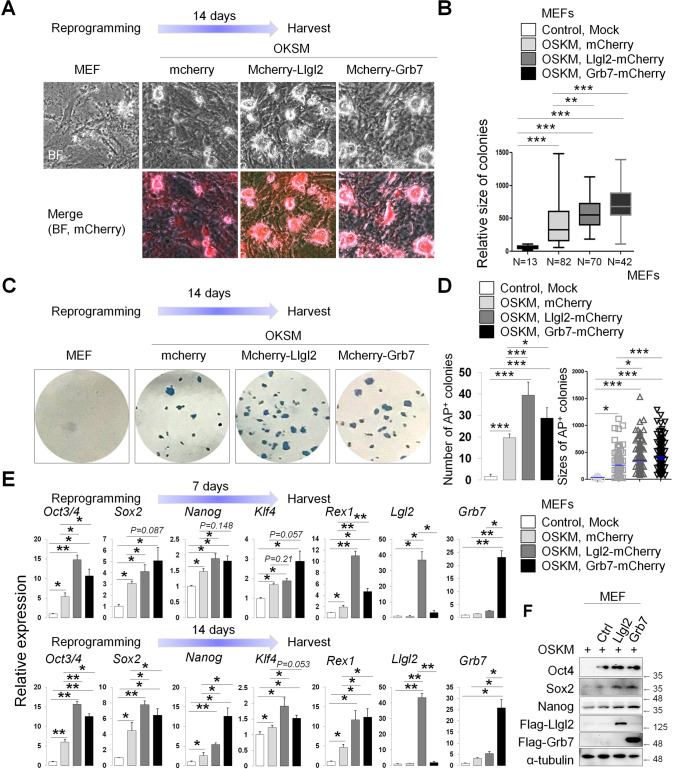
Overexpression of *Llgl2* and *Grb7* enhances reprogramming efficiency. **A** Time course for reprogramming of early passage MEFs with retroviral supernatants containing pMX-hOct4, hSox2, hKlf4, hc-Myc, and either pMX-T2A-mCherry, mLlgl2-T2A-mCherry, or mGrb7-T2A-mCherry. Representative colonies imaged at 14 days post transduction. Images taken at 40X scale; **B** Quantification of reprogramming colony sizes by day 14 post transduction; **C** Alkaline phosphatase staining of colonies on day 14 post transduction. Representative wells shown; **D** Quantification of AP+ colony numbers and size on day 14 post transduction; **E** Quantitative PCR analysis of pluripotency gene expression for reprogramming wells at day 7 and day 14 post transduction; **F** Immunoblotting for pluripotency factors OCT4, SOX2, and NANOG in reprogrammed colonies from MEFs. LLGL2 and GRB7 overexpression confirmed with anti-FLAG antibody. Normalized to α-Tubulin levels. In panels **B**, **D**, **E**, data plotted are mean ± SD for triplicate samples and were compared by one-way ANOVA with Tukey’s post hoc test. (*p < 0.01, **p < 0.001, ***p < 0.0001).

Wells were assayed for pluripotency gene expression at 7 and 14 days post transduction. As compared to control transduced colonies, wells overexpressing *Llgl2* and *Grb7* expressed higher levels of pluripotency marker genes *Oct4, Sox2, Nanog, Klf4*, and *Rex1* as soon as 7 days post transduction compared with mock and control wells (Fig. 5E). A similar pattern of expression was observed at 14 days, with expression for *Sox2* and *Nanog* significantly increased in *Llgl2* and *Grb7* overexpressing wells. Comparing protein expressions of OCT4, SOX2, and NANOG, we observe slightly higher expression levels of these pluripotency markers at day 14 (Fig. 5F and Original data file. 1). These experiments demonstrated that *Llgl2* or *Grb7* are required for pluripotency and self-renewal and can enhance reprogramming efficiency to induced pluripotency.

## Discussion

Our study explores how long-range inter-chromosome interactions between the *Oct4* DE and distally located gene loci are directly involved in maintaining the pluripotent state in mESCs. Other studies on enhancer activity and chromatin looping limit their focus on relatively proximal interactions within megabase regions or within the same chromosome, largely due to the lack of resolution and limitations of the assays performed [7, 37, 38]. This potentially overlooks biologically significant long-range interactions that also exert functional influence on transcription programs and cell identity. In the previous study, we observed long-range inter-chromosome interactions between Oct4 locus and candidate gene loci in ESCs. Through analyzing interaction data from our new CRISPR-Dam technique and validating with traditional 3C and DNA-FISH methods, we demonstrate novel interchromosome interaction targets for active super enhancers like the *Oct4* DE that have functional roles in regulating the naïve pluripotent state.

We described a new method to identify these extreme long-range chromosome interactions through utilizing the strengths of the DamID system and CRISPR gene editing. Highly specific targeting of the Nm-gRNA and in vivo labeling of proximal loci by the Dam domain not only allows for mapping of *Oct4* distal enhancer interactome, but also captures interactions at greater resolution than 3C-based methods, which allowed for positive identification of specifically interacting genomic elements in our study. This technique also allows labeling of the transient chromatin interactions. Despite recent reports of endogenous N6-adenine methylation and putative adenine demethylases in mammalian embryonic stem cells, the DamID technique remains viable as the Dam labeling consensus motif is unique and not utilized in endogenous adenine methylation mechanisms [39, 40]. Albeit, our method does have certain shortcomings. Temporal control of Dam activity is a critical parameter as noted in other studies utilizing Dam. Label oversaturation can occur if Dam is allowed to be active for extended periods of time and lead to labeling at unrelated loci. We incorporated the inducible tetracycline expression system to restrict Dam expression and included control cell lines to minimize signal leakage, but more precise control of Dam activity can be achieved such as utilizing ligand-dependent or dimer activated Dam constructs seen in other studies [41, 42]. Further refinement of the protocol to incorporate use of N6-adenine-specific antibodies and employing single cell analysis may also help improve sensitivity and resolution of the assay.

Within the context of the pluripotency gene regulatory network, the focus on the core pluripotency factors, OCT4, SOX2, and NANOG, emphasizes the role of the protein expression in directly mediating pluripotency. OCT4 is recognized as the “master regulator” of the pluripotent state and responsible for activation of other pluripotency-associated genes in somatic cell reprogramming and maintenance of the pluripotent state [43]. However, we demonstrate that the role of the *Oct4* DE is equally important for regulation of stem cell pluripotency. As part of the super enhancer region upstream of *Pou5f1*, the DE contains multiple binding sites for pluripotency factors and architectural chromatin proteins that are known to be required for stem cell pluripotency and self-renewal [12, 30]. In our *Oct4* DE CR4 deletion experiments, we observed that maintaining *Oct4* protein expression does not rescue expression of pluripotency-associated genes like *Llgl2* and *Grb7*, indicating that *Oct4* expression alone is not sufficient to maintain pluripotency. In addition, we show that biallelic or monoallelic deletion of the *Oct4* DE in pluripotent cells results in a disrupted pluripotent state, supporting the important role the *Oct4* DE plays in maintaining the stem cell state. In aligning our CRISPR-Dam peaks with epigenetic marks and whole genome RNA-seq, we are able to reveal active participants in the “proximity-mediated pluripotency network” maintained by the *Oct4* DE. This included many already known pluripotency-related genes as well as previously undiscovered genes. This gives credence to our strategy of simultaneous exploration of chromosome structure and gene expression as a highly useful method for characterizing functional genome contacts stemming from a genomic locus of interest.

As a result of our approach, we identified *Llgl2* and *Grb7* as essential pluripotency-associated genes in pluripotent stem cells, although their exact role will require further study. *Llgl2* is known to associate with Scribble and Discs-large to form the Scribble complex, which plays a role in asymmetric cell division through establishment of apico-basal polarity [44]. In the developing embryo, this axis determination marks the first division of cells where the outer layer forms a polarized epithelium that later develops into trophectoderm and an inner layer that remains apolar that contributes to the inner cell mass at later stages. Overexpression of *Llgl2* in the embryo leads to loss of polarity in epithelial cells and expands the basolateral domain [45]. On the other hand, loss of *Llgl2* has been observed to lead to disorganized cell polarity and excess trophectoderm development in early embryos [46]. This uncontrolled growth of *Llgl2* depleted cells also suggests it plays a role in the Hippo pathway, as dysregulated Scribble complex has been shown to downregulate hippo target genes [47]. *Grb7* has known function as an adaptor protein involved in signal transduction pathways mediating cell migration. The protein contains an SH2 domain that is able to bind to several membrane receptors and can be phosphorylated by focal adhesion kinase (FAK) [48, 49]. *Grb7* has also been shown to be involved in EGF-stimulated mRNA nuclear export in neurons and regulates translation of specific mRNA species through direct binding [50]. Further functional characterization of *Llgl2* and *Grb7* in mESCs can clarify their roles within the respective pathways involved in maintaining the pluripotent cell state.

In summary, our study demonstrates that extremely long-range inter-chromosome interactions occur between the *Oct4* DE and biologically important targets in mESCs to maintain pluripotency. As more studies investigating transcription regulation utilize chromosome conformation assays to map interacting targets of enhancers and other genomic loci, it can be expected that more long-range interactions occurring between loci located on different chromosomes will be identified with biological important functions. Given that long-range looping of the chromatin is an energy costly phenomenon to initiate and maintain, those distal gene targets of these interactions may also be determinative to maintain a certain cell identity, where changes causing reorganization of these long-range interactions only occurs during transitions between different cell states [51]. The CRISPR-Dam method described in our study is well suited for characterizing these often difficult to capture long-range interactions and is a useful tool for exploring the 3D chromatin structure in other cell types.

## Materials and methods

### CRISPR-Dam construction

The Dam domain was cloned from pMQ430 (Addgene # 42216) which contained the *E. coli* DNA adenine methyltransferase gene. The domain was fused to the C-terminus of the catalytically dead, N-terminal FLAG-tagged *Neisseria meningitides* Cas9 protein from M-NMn-VP64 (Addgene #48676) in a vector using the FUW backbone containing a Tetracycline Response Element (TRE) promoter. For reverse tetracycline-controlled transactivator expression and clone selection, pSUPER-hygro was used as a backbone with PGK promoter driving rtTA-IRES-hygro expression. Targeting sequences for the Nm-sgRNA were designed using the CRISPR MultiTargeter webtool (http://www.multicrispr.net/basic_input.html) by specifying parameters for 22-24nt sequence length and 3’PAM sequence “NNNNGMTT”. Highly scored sequences within the Oct4 DE were cloned into a modified pLKO.1-puromycin vector containing an optimized Nm-gRNA loop sequence [34].

### T7 endonuclease I assay

Wild-type E14 cells were transfected with Nm-gRNA and catalytically active NmCas9 plasmid pSimpleII-U6-tracr-U6-BsmBI-NLS-NmCas9-HA-NLS (Addgene # 47868) using Lipofectamine 3000 (Invitrogen, Carlsbad, CA) as suggested by the manufacturer. Cells were incubated for 48 h before genomic DNA was harvested and purified with phenol:chloroform:isoamyl alcohol (VWR, Brooklyn, NY). High fidelity PCR was performed using Q5 Master Mix (NEB, Ipswich, MA) and primers flanking the targeted site within a 600 bp window. Amplicons from wildtype and CRISPR targeted samples were mixed 1:1 and hybridized on a thermocycler before treatment with the T7 Endonuclease I (NEB). Products were run on a 1.5% agarose gel to visualize and quantify CRISPR efficiency using ImageJ.

### Lentiviral particle production and transduction

Nm-dCas9-dam and Nm-gRNA plasmids were made into lentiviral particles using 2nd generation packaging plasmids psPAX and pMD2.G. Plasmids were co-transfected into 293 T cells and incubated for 48 h prior to harvest. Viral media was filtered and ultracentrifuged at 28,000 rpm for 90 min. Viral pellets were resuspended in 200 μl 1× PBS overnight and stored at −80C until use. For transduction, 5 × 10^5^ E14 cells were prepared and 10 μl of lentivirus was added to wells for transduction with 5 μg/ml polybrene. Wells were then centrifuged at 1000 × *g* for 1 h and incubated for 24 h. Clones transduced with Nm-gRNA were selected with 1ug/ml puromycin and manually picked for expansion.

### Cell culture

E14 mouse ES cells were grown in ESC media containing GMEM with 15% FBS, 1% NEAA, 1% Sodium Pyruvate, 1% L-glutamine, 1% PenStrep, 1X B-mercaptoethanol, and 1000U LIF. Cells were passaged using 0.05% Trypsin in PBS solution. Primary mouse MEF cells were derived from E12.5 embryos and cultured in DMEM/10% FBS, 1% PenStrep, and 1% L-glutamine for two passages before use. NmCRISPR-Dam cell lines were generated first through selection of rtTA containing E14 ESC clones using 200 μg/ml Hygromycin B (VWR) and then gRNA selection with 1 μg/ml of puromycin (Santa Cruz Biotechnology, Santa Cruz, CA) for 48 h post transduction. Clones were manually selected and genotyped by PCR to confirm construct integration. NmCas9-Dam labeling performed using 5 × 10^6^ cells and induced with a single pulse of 2 μg/ml doxycycline (Sigma, St. Louis, MO). Cells were harvested at 6-hour increments to quantify FLAG-tagged Cas9-Dam construct expression by western blot with anti-FLAG M2 (Sigma, F1804 1:10 000) and anti-β-ACTIN (1:500, Santa Cruz) antibodies. Total RNA was extracted with Trizol reagent (Invitrogen, Carlsbad, CA) and reverse transcribed using iScript (Bio-Rad, Hercules, CA) for RT-PCR validation of Nm-gRNA expression.

### Library preparation and sequencing

Genomic DNA from samples were extracted and purified using Genomic DNA Mini Kit (Bioland Scientific LLC, Paramount, CA). For qPCR preparation, DNA was digested with DpnII for 24 h and purified by ethanol precipitation before assay. For high throughput sequencing library preparation, DNA was subjected to digestion for 24 h with DpnI and ethanol precipitated before ligating PCR adaptors. DNA was then digested for 24 h with DpnII to exclude amplification of fragments containing non-methylated sites. PCR was performed to enrich fragments flanked by methylated GATC sites. Adaptors were removed via sonication and AluI digestion and cleaned up with AMPure XP beads (Beckman Coulter, Indianapolis, IN). Library fragments were further processed using the NEBNext® Ultra™ DNA Library Prep Kit (NEB) and labeled with dual indexes prior to sequencing. Sequencing was performed on the Illumina HiSeq 4000 using a paired end 151 bp read strategy. Sequencing reads were checked for quality by FastQC before adaptor removal and Barrows Wheeler alignment. PCR duplicates were removed, and the results were summarized through visualization with Integrated Genome Browser.

### Chromosome conformation capture 3C

3C assay was performed following steps previously outlined [52]. Briefly, 1 × 10^8^ E14 cells were trypsinized and crosslinked with 37% formaldehyde for 10 min at room temperature. Crosslinking was quenched with ice cold 2.5 M glycine. Cells pelleted were lysed using Dounce homogenizer. Isolated nuclei were resuspended in 1 ml of 1.2X restriction buffer and distributed into 20 Eppendorf tubes. 1% SDS was added, and the samples were incubated at 65 °C, followed by snap cooling and the addition of 10% Triton X-100. Chromatin was then digested overnight with 400U of HindIII or MluCI. Comparison of purified undigested and digested chromatin aliquots by SYBR Green PCR was performed to check digestion efficiency. Only samples with more than 80% were used for further analysis. Inactivation of the restriction enzyme with 10% SDS and heating at 65 °C was performed before the addition of 7.5 ml of ligation cocktail containing 10% Triton X-100, 10 mg/ml BSA, 100 mM ATP, and 10X ligation buffer containing 500 mM Tris pH 7.5, 100 mM MgCl2, 100 mM DTT. 100U of T4 ligase was then added to each sample tube and incubated overnight at 4 °C and 1 h at room temperature the following day. Samples were de-crosslinked overnight at 65 °C with 30 μg/ml Proteinase K and for 1 h at 37 °C with 30 μg/ml RNAse A. Samples were then purified with 7 ml of phenol-chloroform and precipitated with 3 M sodium acetate and 100% ethanol. Library pellets were resuspended in 10 mM Tris pH 7.5 and stored at −20 °C. BAC control libraries were generated following the same procedure using BAC clones RP23-143F14 representative of the Llgl2 locus, RP23-474J5 for the Grb7 locus, and CH29-91H19 for the Oct4 locus. PCR reactions were performed using APEX 2X HotStart Master Mix on the Biorad Bioengine Peltier Thermocycler. Titration curves were generated using BAC control libraries to prevent signal saturation. Amplicons were run on a 2% agarose gel.

### 3C primer design

Genomic maps of the Oct4 distal enhancer locus, Llgl2 locus, and Grb7 locus were downloaded from the UCSC Genome Browser mm9 for identification of appropriate restriction sites. Primer flanking restriction sites were designed using Primer3 and optimized to have a melting temperature of 60 °C when paired with the bait primer located at the Oct4 DE. Primers were designed to the sense strand and located within 150 bp of the restriction site, for a total fragment length of at least 70 bp and <250 bp after ligation with the bait fragment (Supplementary Table 1).

### DNA fluorescence in situ hybridization

Probes were produced from BAC clones used from 3C assays to visualize the chromatin regions tested. BAC clones were gently extracted and purified using Qiagen Large Construct kit (Qiagen, Germantown, MD). For probe generation, BACs were nick translated with biotin-11-dUTP or dioxigenin-11-dUTP or 90 min at 15 °C and quenched with salmon sperm DNA and mouse Cot-1 DNA. Probes were then precipitated with ethanol and resuspended in deionized formamide and 2X hybridization buffer (2X SSC, dextran sulfate, sodium phosphate monobasic). E14 cells were grown on 1% gelatinized glass slides in preparation. Following a previously described protocol, cells were fixed with 4% formaldehyde and permeabilized with 0.5% Triton X-100 on ice briefly. Then, samples were dehydrated sequentially with ice cold ethanol and rehydrated in 2X SSC. Cells were denatured in 50% formamide/2X SSC (pH 7.2) for 30 min at 80 °C and then quenched in 70% ethanol. Probes were added and incubated for 48 h in a humid chamber. Slides were then washed in 50% formamide/2X SSC at 42 °C and incubated with anti-DIG-fluorescein (Sigma Aldrich cat. 11207741910) for 40 min at 37 °C. After washing with 0.1% Tween 20/4X SSC, slides were then incubated with avidin-rhodamine (Vector Labs, Burlingame, CA) for 40 min at 37 °C. Slides were then washed again in 0.1% Tween 20/2X SSC and counter stained with DAPI before mounting. Images were collected using confocal microscopy (AxioImager with AxioCam HRc color camera; Zeiss, Jena, Germany). Overlapping fluorescein and rhodamine signals were considered colocalized loci. At least 200 nuclei were analyzed for a power of 0.8 at an alpha of 0.05.

### CRISPR knock in distal enhancer LoxP mESC construction

Wild-type E14 cells were transduced with separate lentiviral vectors containing rtTA, TRE- mOct4, and pSin-CreER(T2). Clones were identified through genomic PCR and expanded clonally. Targeting sgRNA were designed using the sgRNA Designer tool (portals.broadinstitute.org/gpp/public/analysis-tools/sgrna-design) to target the CR3 and CR4 flanking sequences located within the Oct DE. 

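The sequences of the guides and of the loxP donor oligonucleotides place the floxed part of the *Oct4* DE upstream of *Pou5f1* on chromosome 17 of mm9. The CR4 guide CCCACACCCAGTTCCTCCCA matched the genome at 35640914 to 35640933 on the minus strand, followed by the PAM GGG. The DE3' guide CAGTCTGAGGATCCCATTAC matched at 35641748 to 35641767 on the minus strand, followed by the PAM TGG. Each guide had 1 exact match in the genome. *Pou5f1* starts at 35642982 on the plus strand, 2049 bp and 1215 bp beyond the ends of the CR4 and DE3' guide sites.
Each donor of 200 bases carries a loxP site of 34 bases. In the CR4 donor it lies between bases 35640937 and 35640938, with arms of 83 and 83 bases. In the DE3' donor it lies between bases 35641753 and 35641754, with arms of 67 and 99 bases. Outside loxP each donor has 1 substitution against the reference, C35640911T at CR4 and C35641745G at DE3' (positions on chromosome 17, plus strand), both inside the PAM. In the paper's Sanger reads of the edited alleles, the CR4 read keeps the reference C there and the DE3' read carries the G. Both reads also lack an A of the donor loxP site, so the donors alone do not give the exact edited alleles. The plus strand around the CR4 insertion reads TGGCCCTGGGAGGAACTGGGTGTGGGGAGG to the left of loxP and TTGTAGCCCGACCCTGCCCCTCCCCCCAGG to the right. Around the DE3' insertion it reads CAAAGATAACTAAGCACCAGGCCAGTAATG to the left and GGATCCTCAGACTGGGCCCAGAAAACCACT to the right.
The segment between the loxP sites, from 35640938 to 35641753, is 816 bp long with a GC content of 52.2% and ends 1229 bp before the start of *Pou5f1*. It is intergenic in the GENCODE annotation of this build, with 0 genes overlapping. The nearest gene to the left is *Gm20419*, a processed transcript that ends at 35617673, 23264 bp away. Its removal therefore takes away no exon of *Pou5f1*, and RNA levels of *Pou5f1* do not measure the removal itself. The primers CR4flankF1 (GTCTGCTGTCCCATCTCCAG, 35640575 to 35640594) and CR4flankR1 (GGACTCCGGTGTTCATCCTC, 35641882 to 35641901) span 1327 bp of the reference, or 511 bp without the segment, loxP sites not counted.

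**Figure D2:**
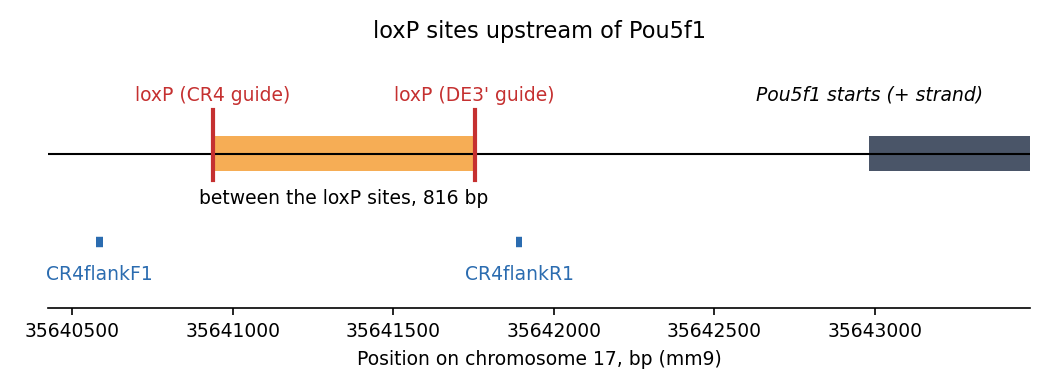
Map of chromosome 17 of mm9 upstream of *Pou5f1* (x axis, position in bp), with the loxP insertion points of the CR4 and DE3' donors (red), the 816 bp between them (orange), the genotyping primers (blue) and the start of *Pou5f1* (dark box, cut at the right edge). The segment between the loxP sites and both primers lie to the left of *Pou5f1*.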

Using the SpCas9 system, sgRNAs were cloned into LentiCRISPRv2 (Addgene #52961), and co-transfected with repair donor oligos containing the designated loxP sites and altered PAM sequence using Lipofectamine 3000 (Life Technologies). Clones were picked after 48 h and expanded before genotyping for loxP insertion. Screening PCR was performed after treatment with 0.1 M 4-hydroxytamoxifen for 48 hours. Identified mono- and bi-allelic colonies were stably expanded. For the knockout experiment, cells were treated with 0.1 M 4-hydroxytamoxifen for 48 h and 0.5 μg/ml doxycycline for the appropriate condition. Small molecules were added simultaneously according to condition. Total RNA was extracted using Trizol and reverse transcribed with iScript (Bio-Rad) in preparation for qPCR and next generation RNA sequencing. Immunofluorescence staining was performed using antibodies against OCT4 (Rabbit, SantaCruiz, 1:50), SOX2 (Mouse, Santa Cruz, 1:50), LLGL2 (Mouse, Santa Cruz, 1:50), GRB7 (Mouse, Santa Cruz, 1:50), KI67 (Rabbit, Santa Cruz, Abcam), and CDX2 (Mouse, Santa Cruz, 1:50).

### shRNA knock down and RT-qPCR

Knock down of Llgl2 was performed using GIPZ-based sequences procured from GE Dharmacon. Grb7 KD sequences were cloned into pLKO.1 backbones. Sequences are listed in (Supplementary Table 2). Vectors were transfected using Lipofectamine 3000 with a vector: reagent ratio following manufacturer’s protocol. Transfected E14 cells were incubated for 16 h at 37 °C before selection with 1 μg/ml puromycin for 36 h. Cells were harvested for RNA 72 hours post transfection using Trizol reagent (Life Technologies) and purified by ethanol precipitation. RNA was measured using NanoDrop and normalized to 1 μg for reverse transcription using iScript (Bio-Rad).

### Reprogramming

Llgl2 and Grb7 mRNA were cloned via Gateway Cloning into pMX retroviral plasmid backbone containing a T2A-mCherry in frame. Retroviral particles of the Llgl2 and Grb7 overexpression constructs along with pMX-human Oct4, Sox2, Klf4, and c-Myc (OSKM) were transfected into Plat-E retrovirus packaging cells. Viral supernatants were harvested 3 days post transfection and used freshly. 1 × 10^5^ early passage MEFs were plated in 6-well plates 1 day before transducing twice by spinfection on subsequent days with viral supernatants and 8ug/ml of polybrene. MEFs transduced with OSKM vectors with or without Llgl2 or Grb7 vector were cultured onto gelatin-coated dish with ESC media for 7 or 14 days. iPS colonies emerged by day 14 and entire wells were stained with Alkaline Phosphatase (Vector labs) for quantification. Picked iPS colonies were expanded for 2 days before harvesting mRNA for qPCR quantification and western blot analysis using anti-OCT4 (1:1000, Abcam Ltd, Cambridge, MA), anti-SOX2 (1:1000, Abcam), and anti-NANOG (1:1000, Santa Cruz).

### Real-time quantitative reverse transcription PCR (qRT-PCR)

Cells were harvested and total RNA was isolated using TRIzol reagent (Invitrogen). A SuperScript III qRT-PCR kit (Invitrogen) was used to synthesize cDNA from total RNA. Quantitative PCR was performed using a ViiA7 system (Applied Biosystems, Rockford, IL) or LightCycler 480 system (Roche, Indianapolis, IN) with iTaq Universal SYBR Green Master Mix (BioRad); conditions were 95 °C for 10 min followed by 50 cycles at 95 °C for 15 s and 60 °C for 3 s. Samples were run in triplicate and transcripts were quantitated by comparing Cycle Threshold (Ct) values for each reaction with a *GAPDH* reference. Primer sets for quantitative PCR are listed in Supplementary Table 3.

### Statistical analysis

Statistical analyses were performed using Excel statistical tools or Prism 6 (GraphPad Software). Where differences between treatment groups were experimentally hypothesized, Statistical differences among two groups were analyzed using Student’s *t*-test (*P < 0.05, **P < 0.005, and ***P < 0.0005.). ANOVA tests (Tukey’s multiple comparison test) were used to test hypotheses about effects in multiple groups. Differences are indicated in figures as follows: *P < 0.01, **P < 0.001, and ***P < 0.0001. *P < 0.01 was considered statistically significant.

## Supplementary information

Original Data File

Supplementary Manuscript

## Data Availability

All data are available in the main text or the supplementary materials. RNA sequencing data have been deposited with the NCBI Gene Expression Omnibus (GEO) with the following accession number: GSE122753.

# Supplementary material for: Long range inter-chromosomal interaction of Oct4 distal enhancer loci regulates ESCs pluripotency
**Source:** Cell Death Discov. 2023 Feb 13;9:61. doi: 10.1038/s41420-023-01363-8
**Supplement:** Supplementary file 1 — Original Data File

**Original data files**

S1

**
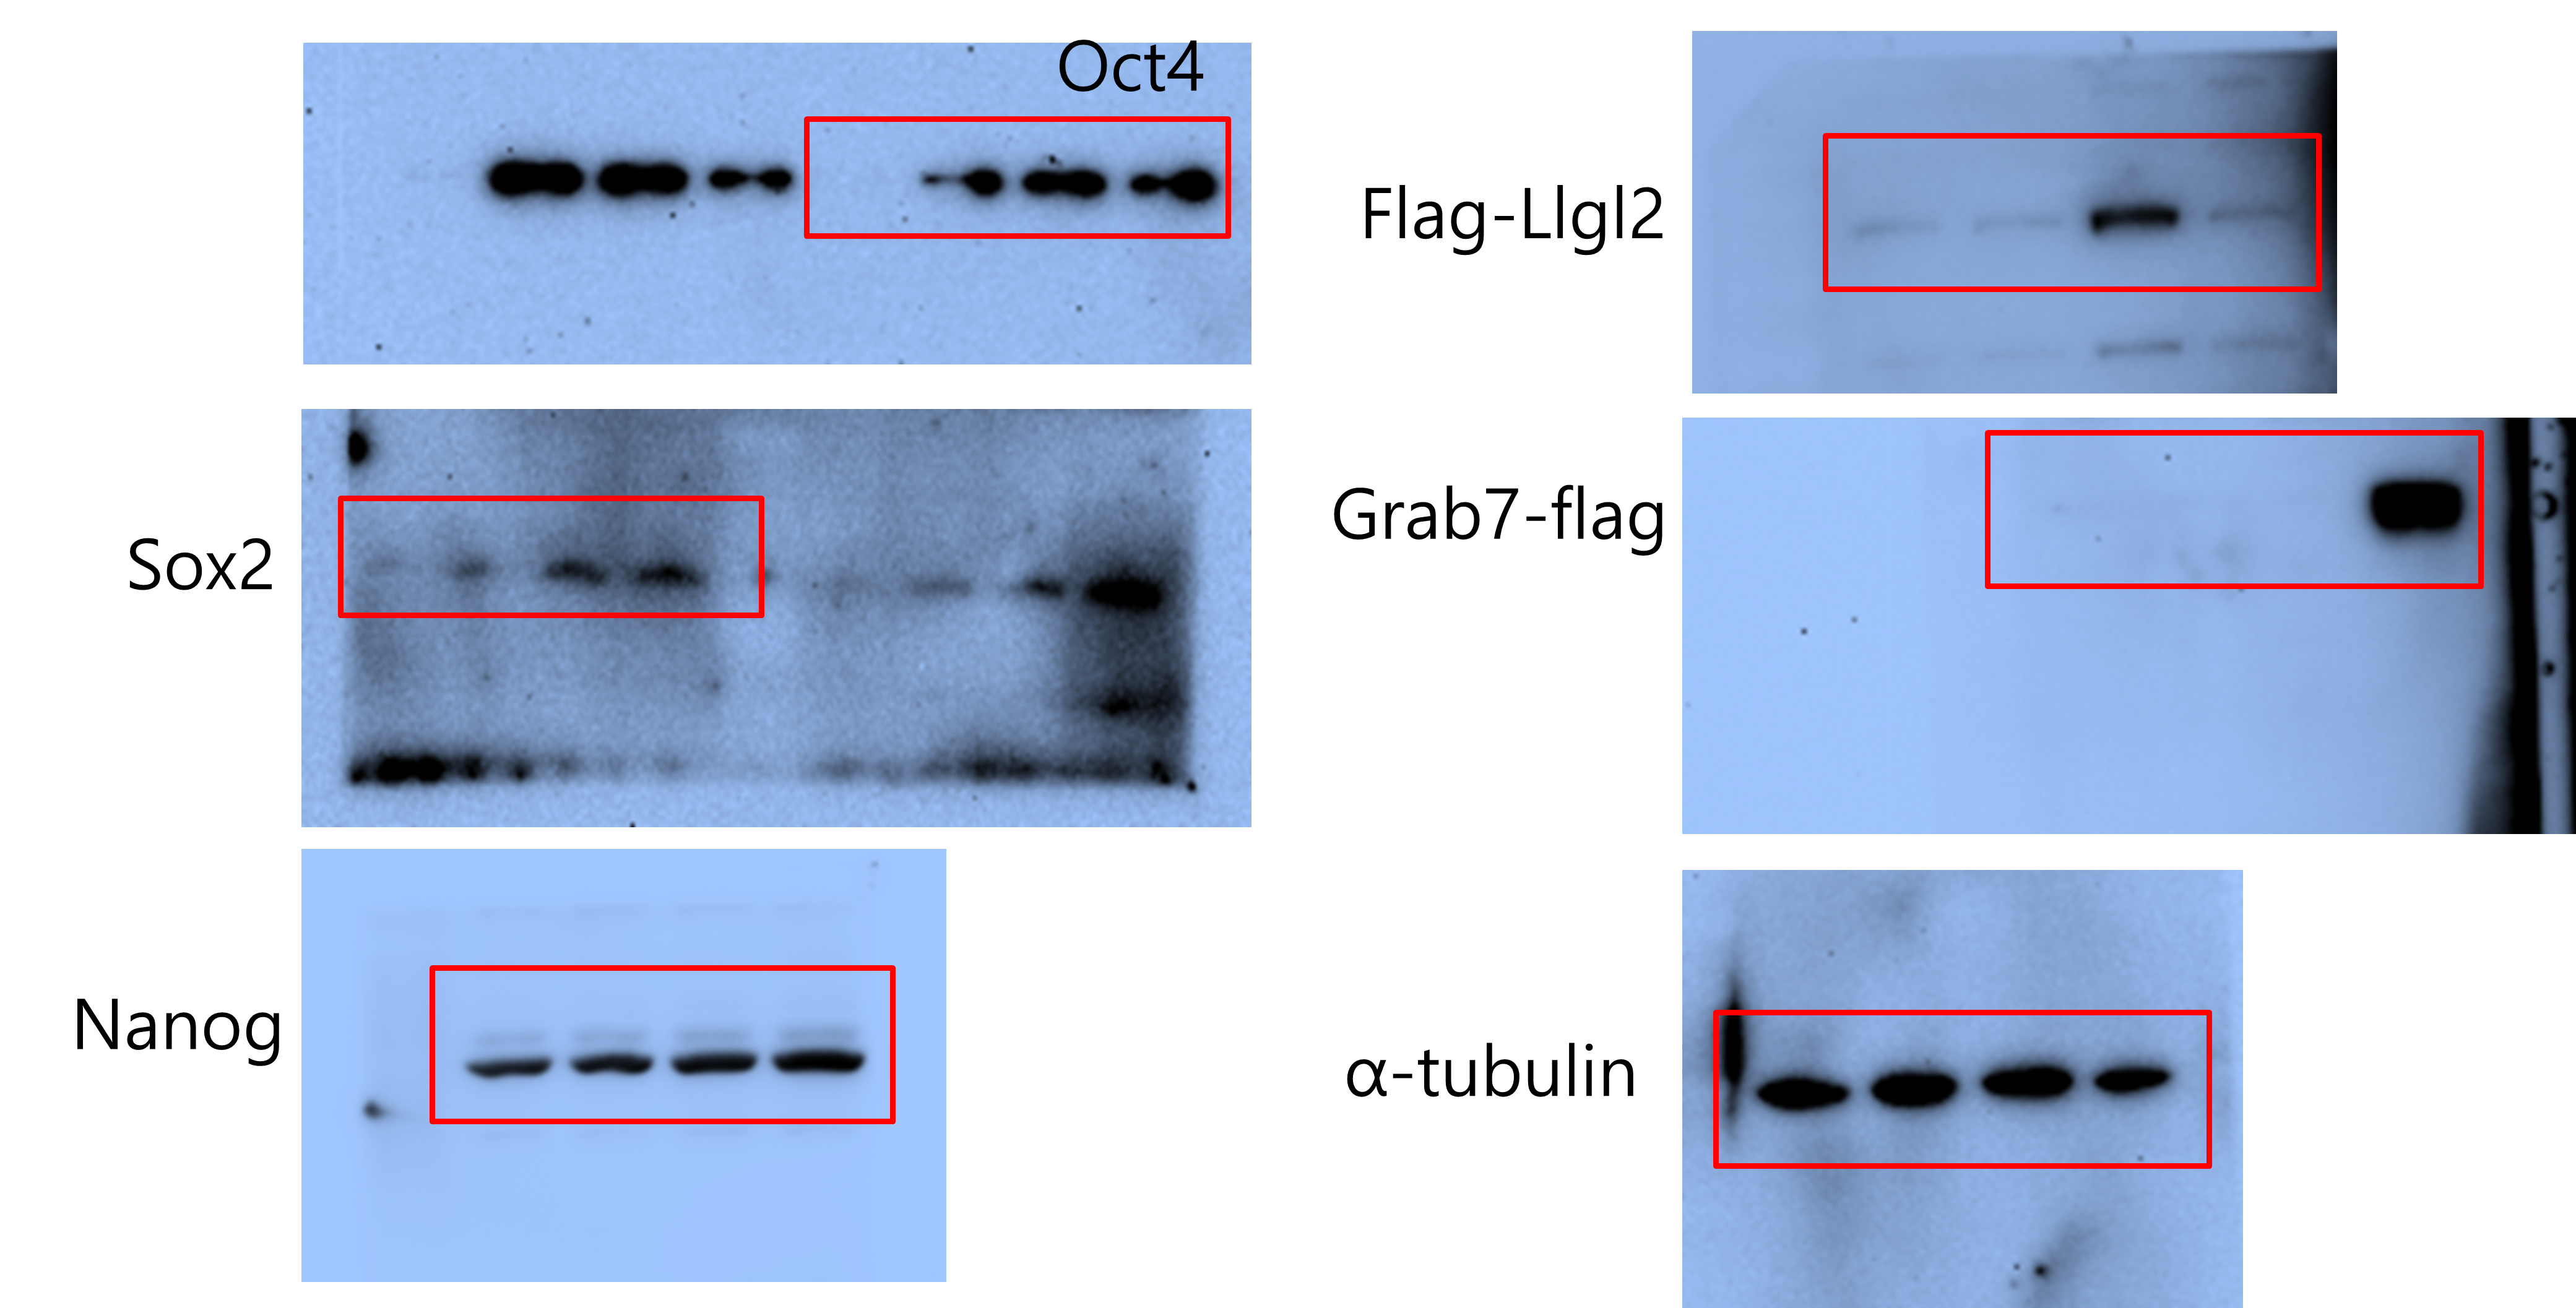
**

**Original data file. 1 Full blots used in main figures.** The full blots used for **Fig. 5F**. The specific bands shown in the main figure are indicated by red boxes. We ran the gel with same samples and each blots were obtained contemporary same period time.

**
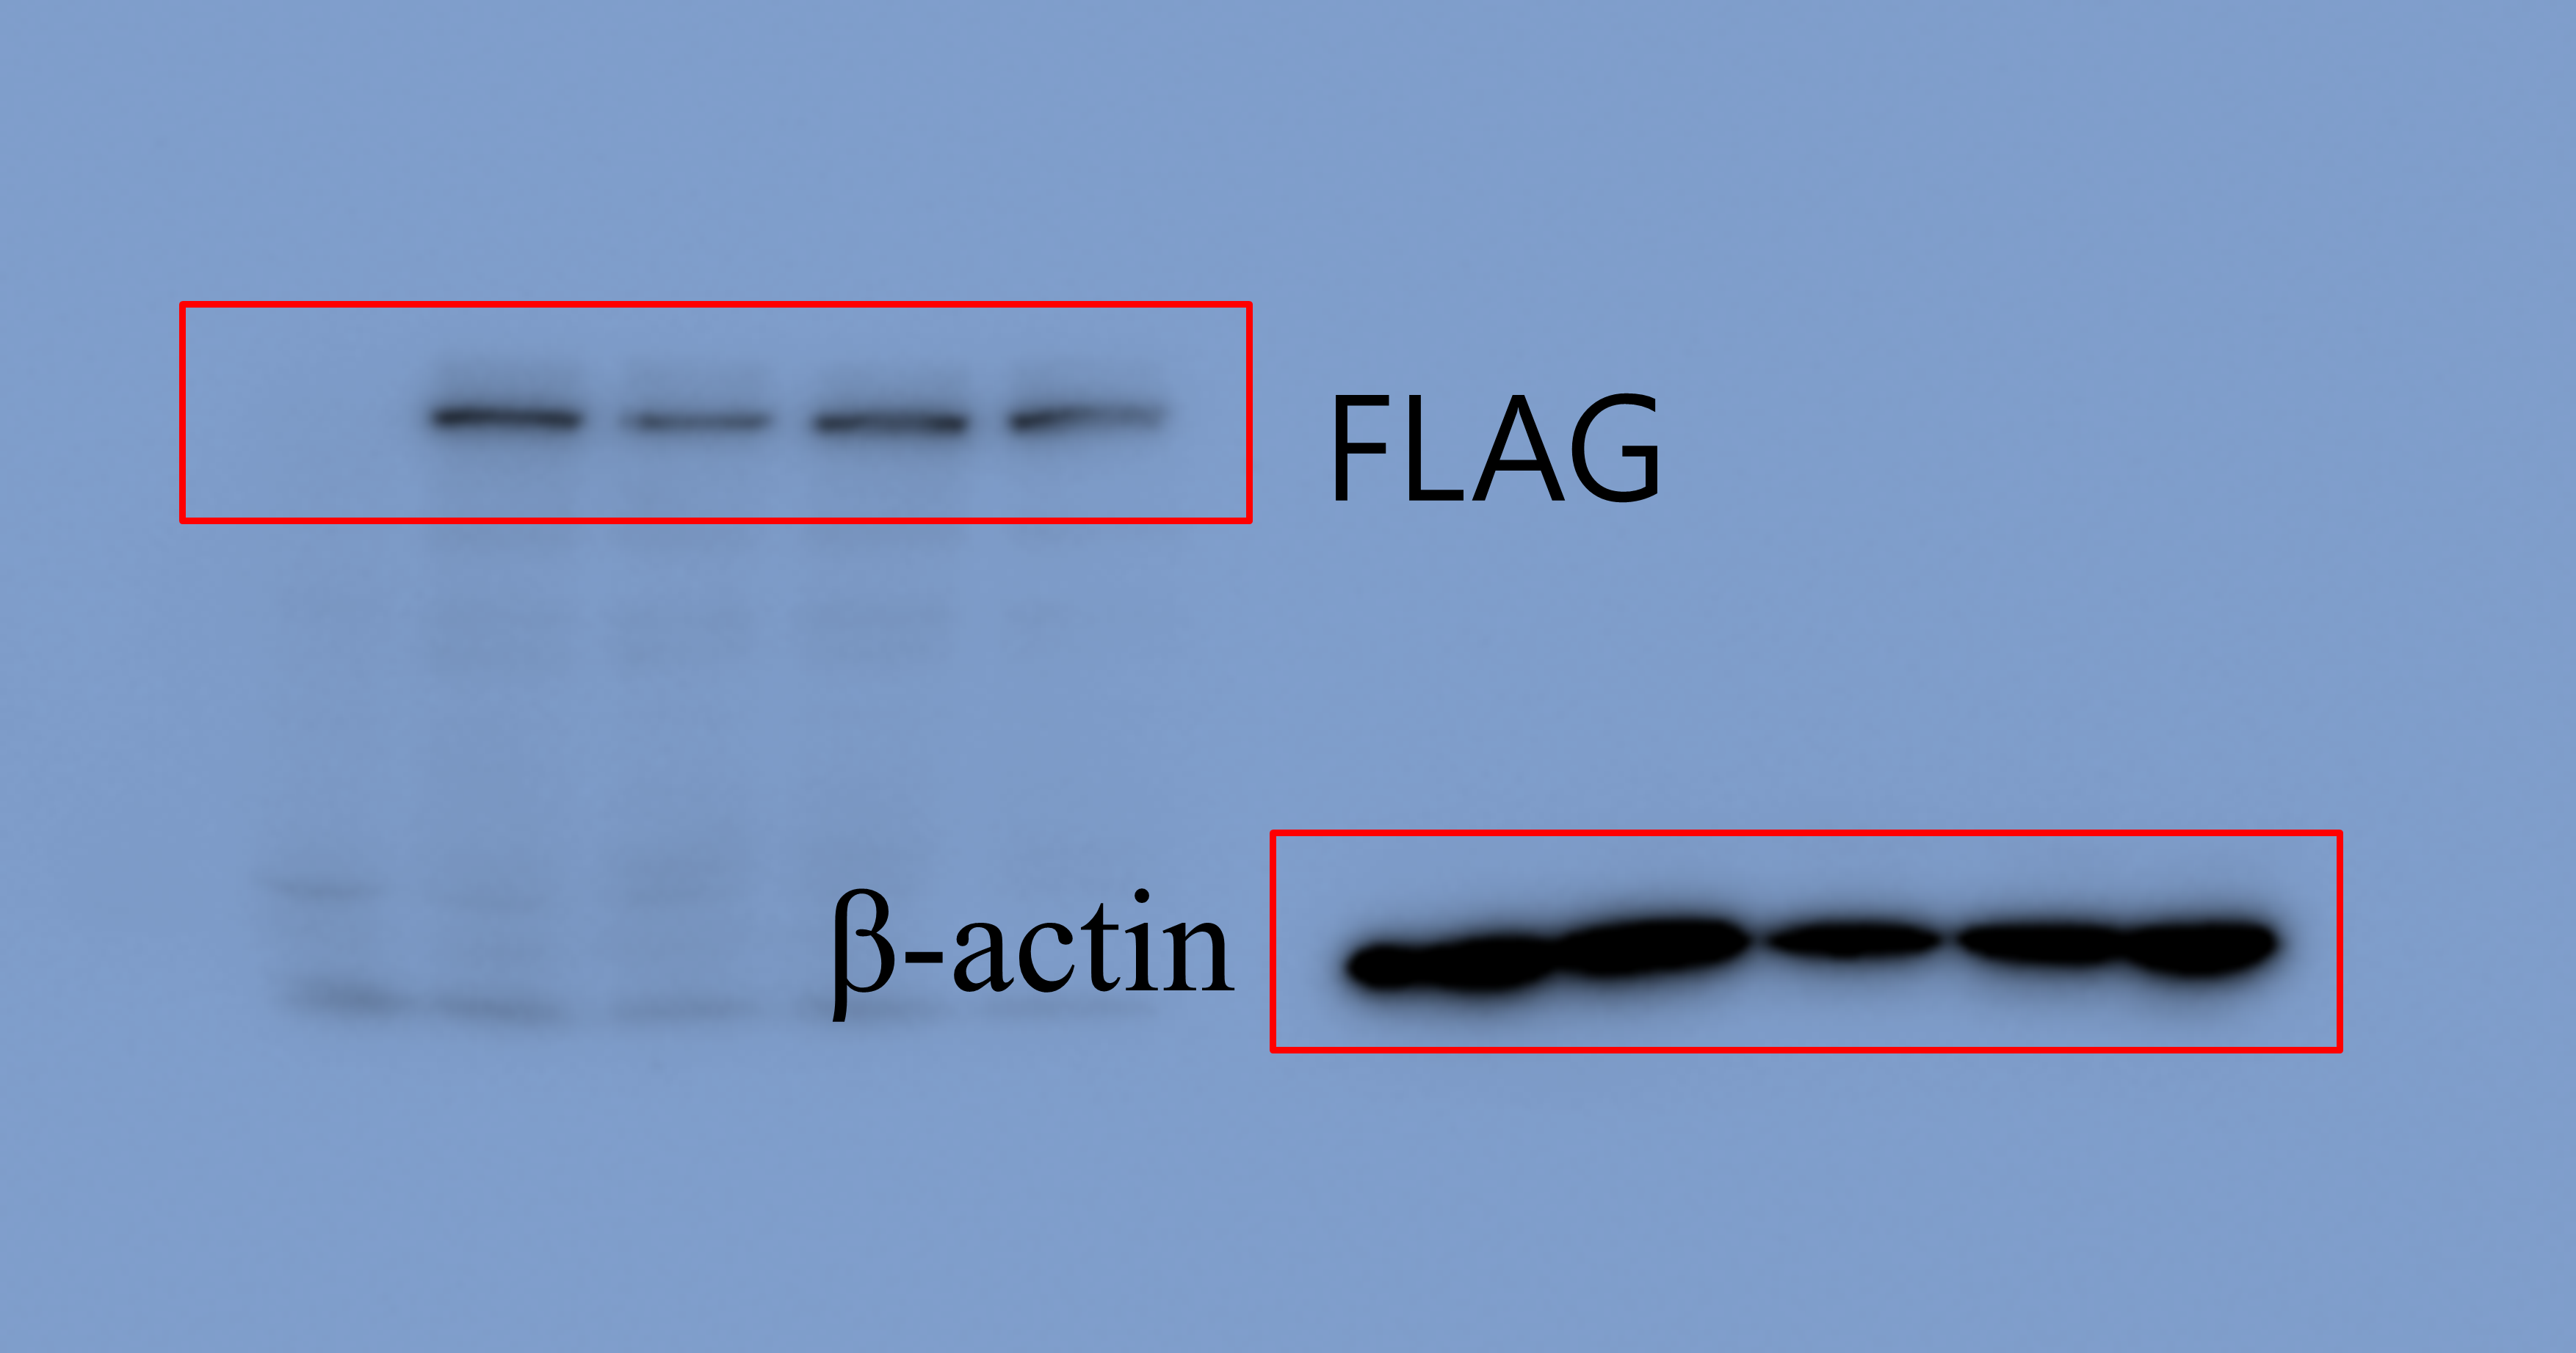
**

**Original data file. 2 Full blots used in main figures.** The full blots used for **Supplementary Fig. S1B**. The specific bands shown in the main figure are indicated by red boxes. We ran the gel with same samples and each blots were obtained contemporary same period time.

# Supplementary material for: Long range inter-chromosomal interaction of Oct4 distal enhancer loci regulates ESCs pluripotency
**Source:** Cell Death Discov. 2023 Feb 13;9:61. doi: 10.1038/s41420-023-01363-8
**Supplement:** Supplementary file 2 — Supplementary Manuscript

**Supplementary Figure**

S1

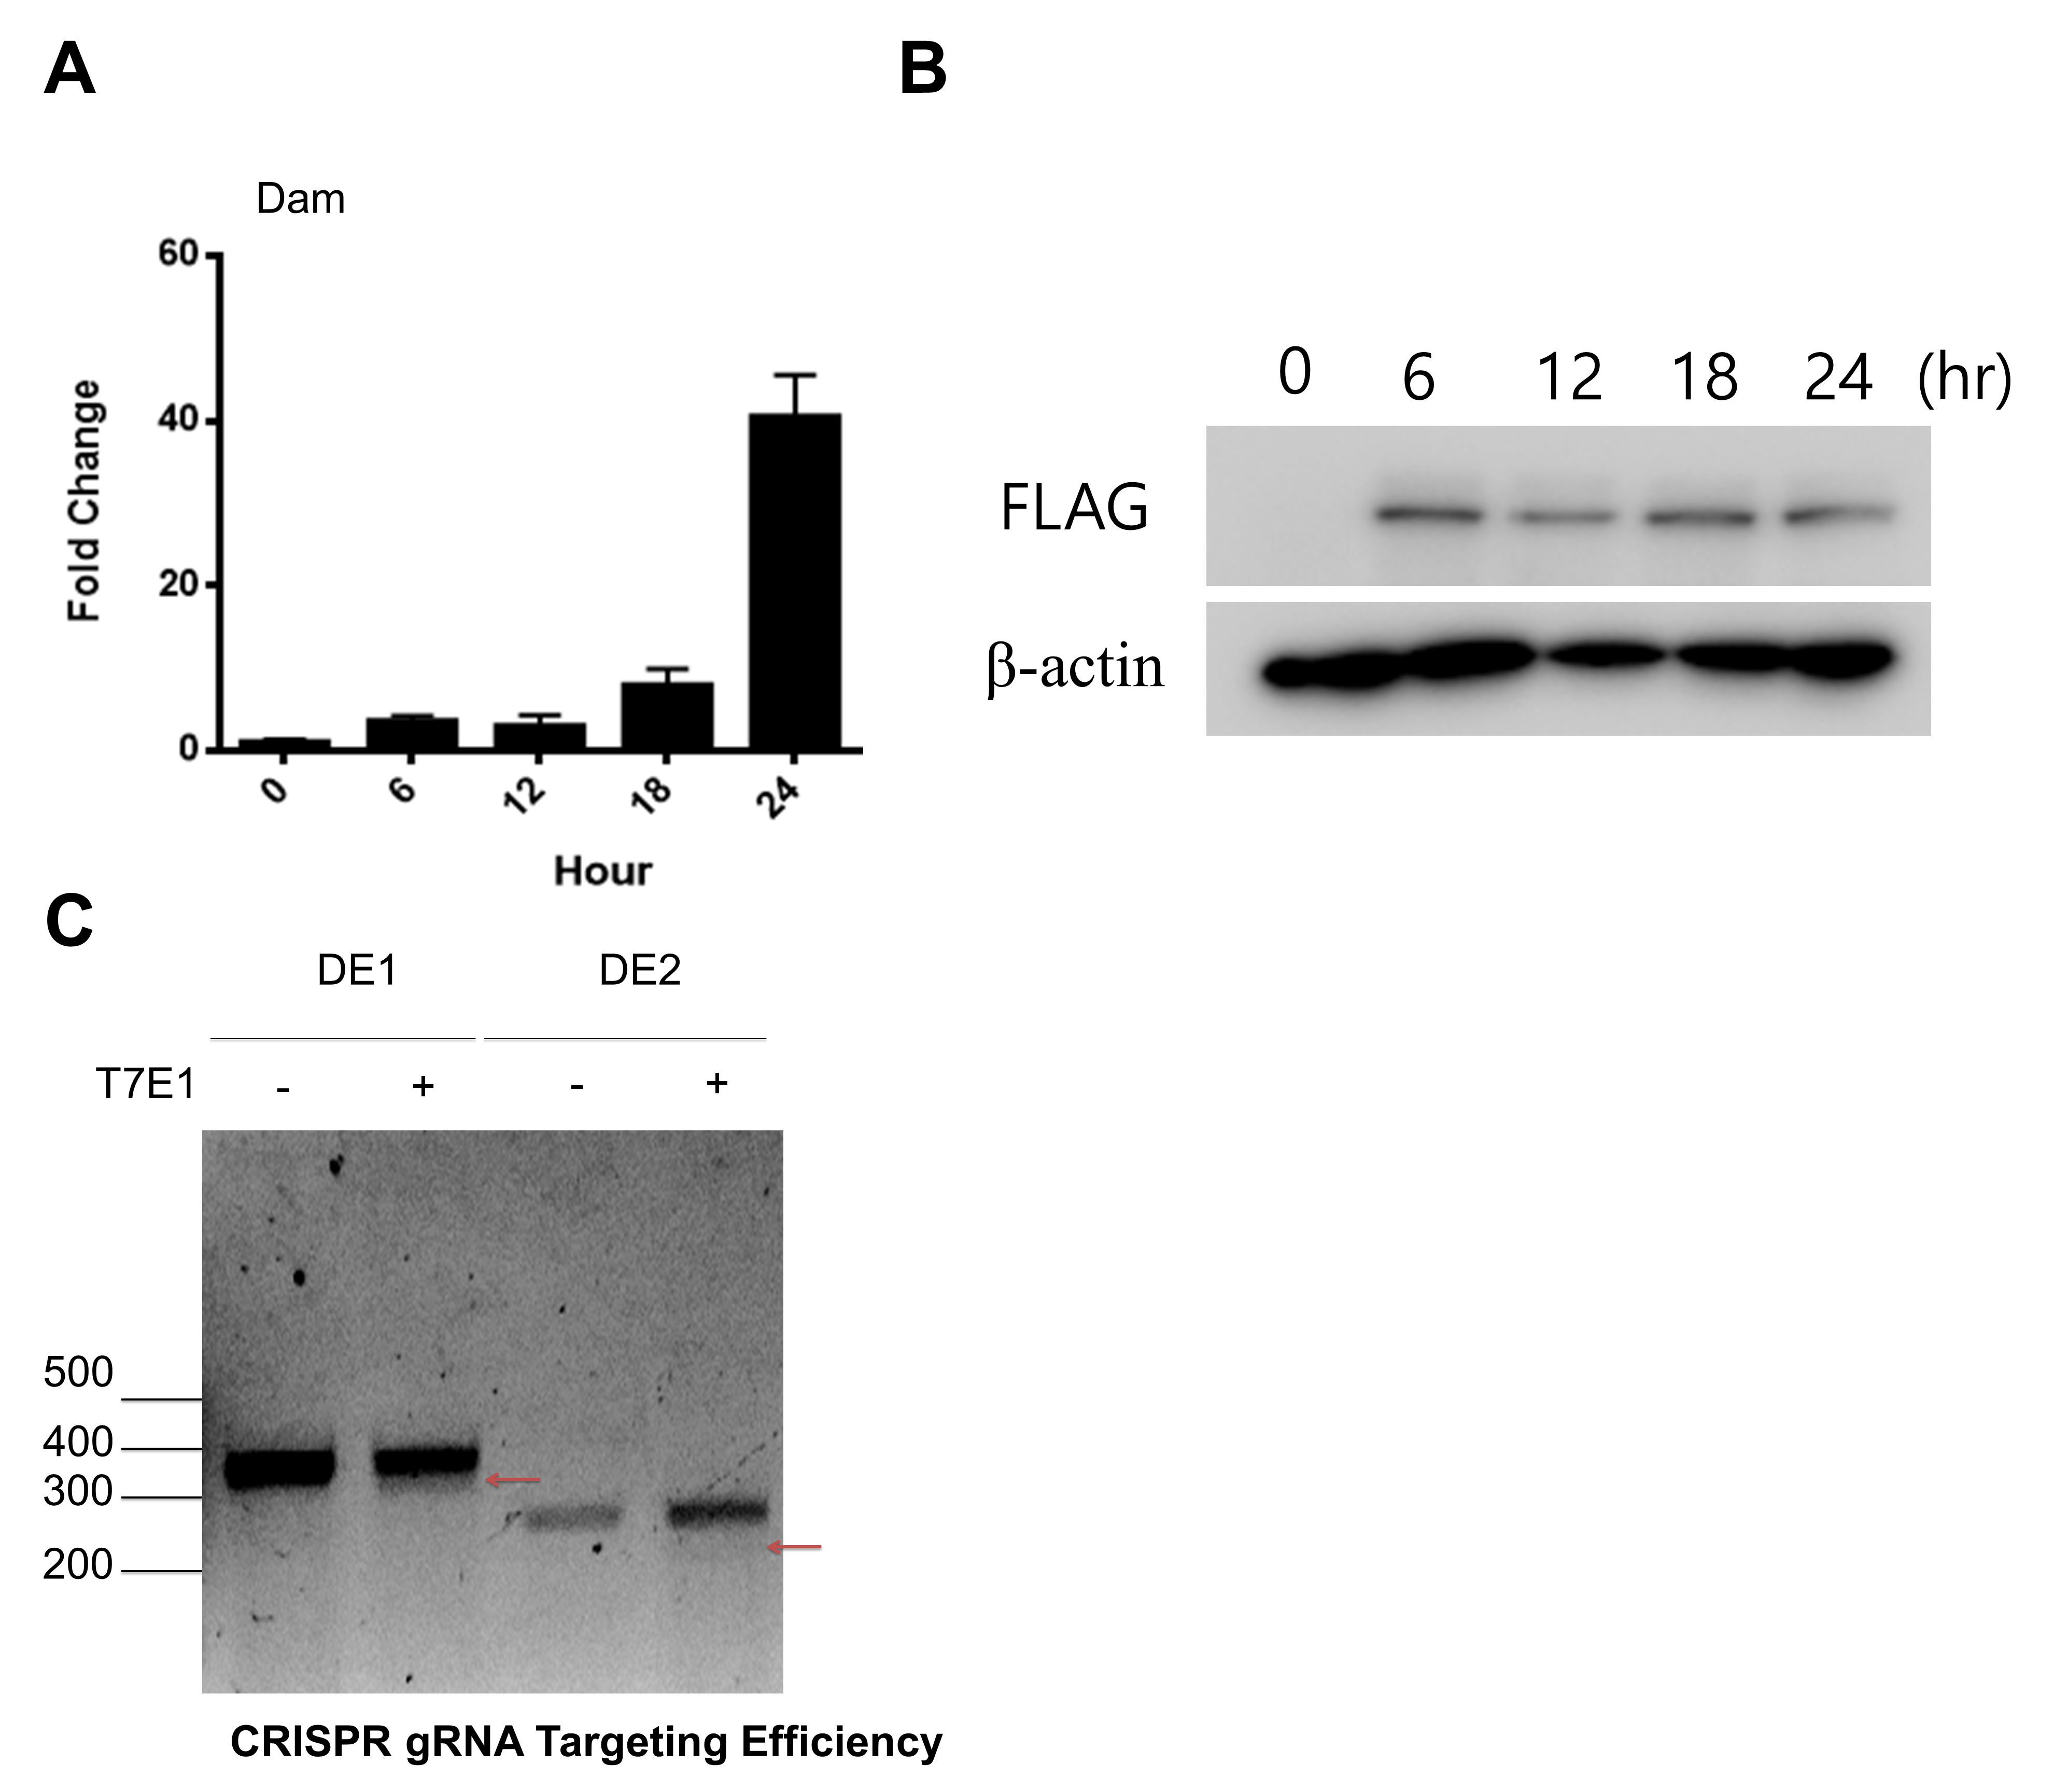

**Fig. 1 Confirmation of CRISPR-Dam assay components.** **A** Dam expression measured by qPCR over 24 hours in 6-hour increments. Signals normalized to β-actin and 0-hour sample. Error bars represent standard deviation in three replicates; **B** Western blot for FLAG-tagged CRISPR-Dam protein expression over 24 hours in 6 hour increments. Signals normalized to β-actin; **C** T7 Endonuclease I assay confirms targeting of two gRNAs targeting the *Oct4* DE locus. (-) T7E1 untreated lanes (+) T7E1 treated lanes. Arrows indicate digested fragments from mismatched CRISPR modified templates.

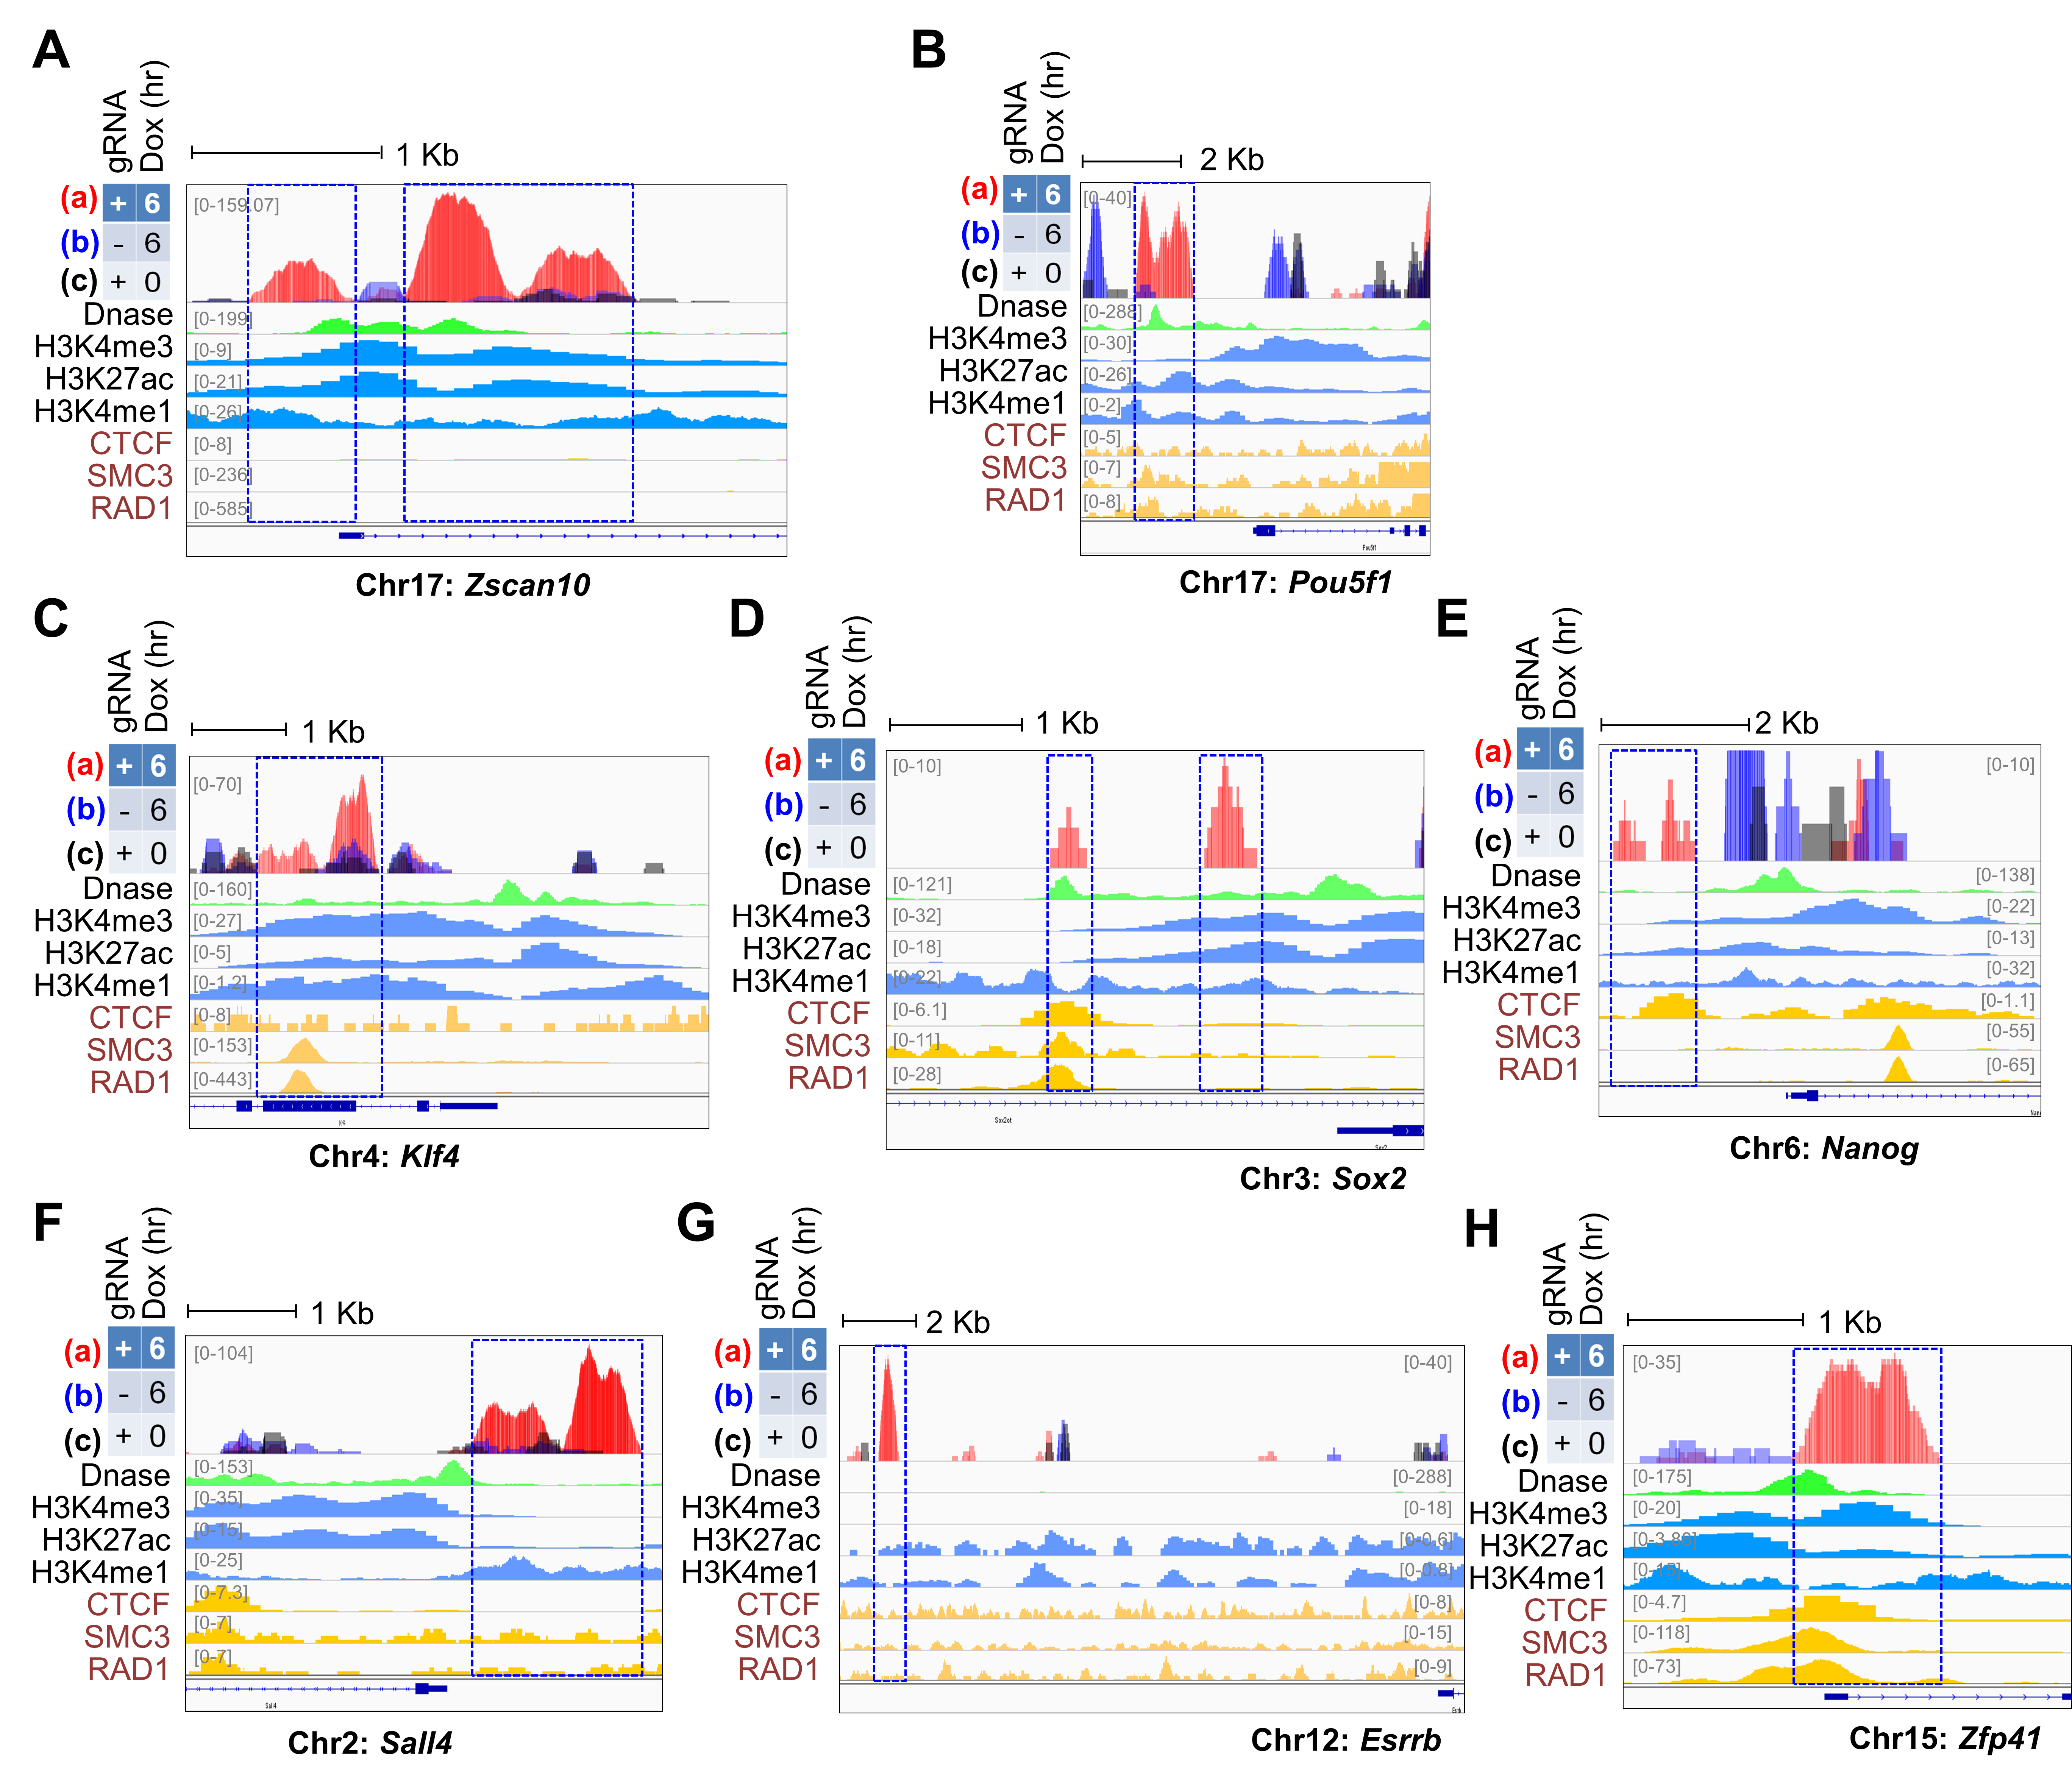

**Fig. 2 CRISPR-Dam sequencing peaks at pluripotency related genes.** **A-H** CRISPR-Dam interaction peaks at pluripotency related genes *Zscan10, Pou5f1, Klf4, Sox2, Nanog, Sall4, Esrrb*, and *Zfp41* with alignment to ENCODE histone modification tracks H3K27ac, H3K4me1, and H3K4me3, DNA accessibility represented by DNaseI hypersensitivity sites, and known architectural proteins CTCF and cohesin subunits SMC3 and RAD21 binding sites. Blue boxed regions indicate CRISPR-Dam peaks regions of interest. Blue, red, and green highlighted regions that are peaks in respective ENCODE tracks. Putative looped out regions are indicated corresponding to architectural protein binding sites.

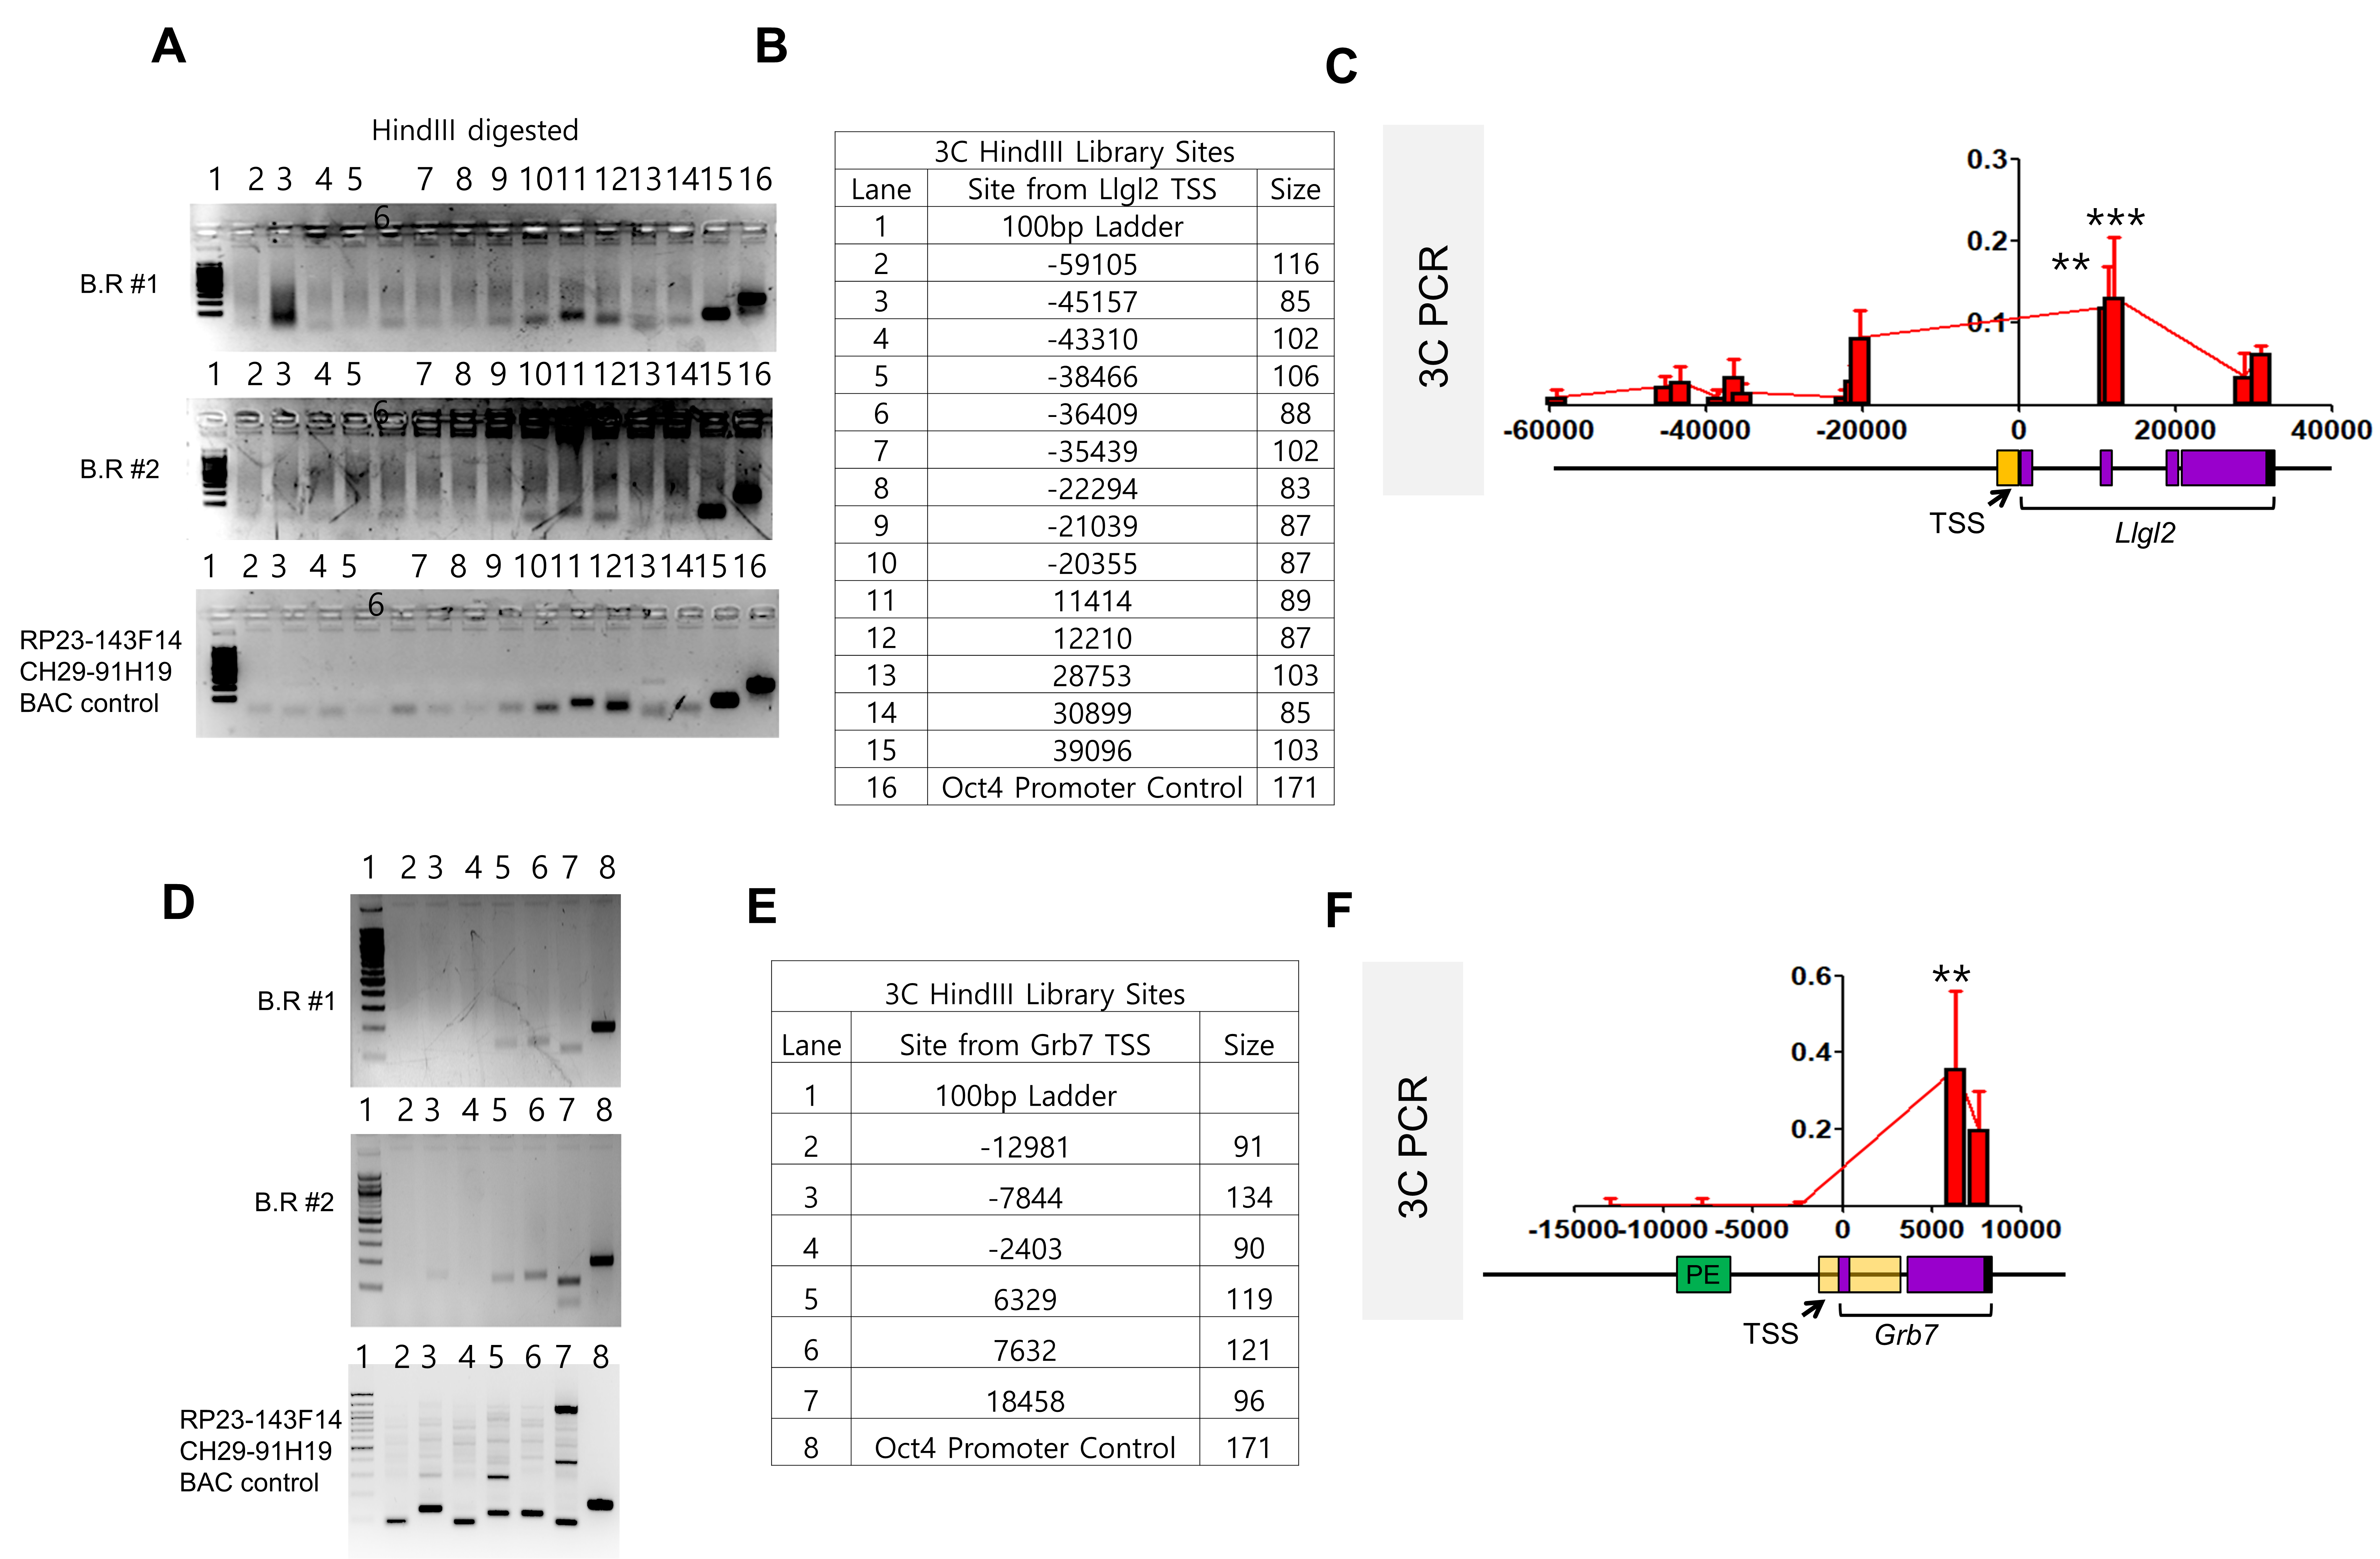

**Fig. 3 Chromosome Conformation Capture assay of *Oct4* DE and *Llgl2* or *Grb7* loci interaction. A** and **B** Chromosome Conformation Capture (3C)-PCR gels from triplicate 3C libraries 1-3. Lanes indicated correspond to HindIII sites at set distances from the TSS of *Llgl2*. Band intensities were measured using ImageJ and normalized to intensities from internal *Oct4* promoter control site and BAC control library; **C** 3C-PCR plots for interchromosomal interaction between the *Oct4* DE locus on chromosome 17 and *Llgl2* regions on chromosome 11. HindIII sites indicated by green arrows. Frequencies calculated from 3C-PCR band intensities averaged over triplicate samples and normalized to an internal control. Error bars indicate standard deviation for biological triplicates; **D** and **E** 3C-PCR gels from triplicate 3C libraries 1-3. Lanes indicated correspond to HindIII sites at set distances from the TSS of *Grb7*. Band intensities were measured using ImageJ and normalized to intensities from internal Oct4 promoter control site BAC control library. **F** 3C PCR plots for interchromosomal interaction frequency between the *Oct4* DE locus on chromosome 17 and *Grb7* regions on chromosome 11. HindIII sites indicated by green arrows. Frequencies calculated from 3C-PCR band intensities averaged over triplicate samples and normalized to an internal control. Error bars indicate standard deviation for biological triplicates.

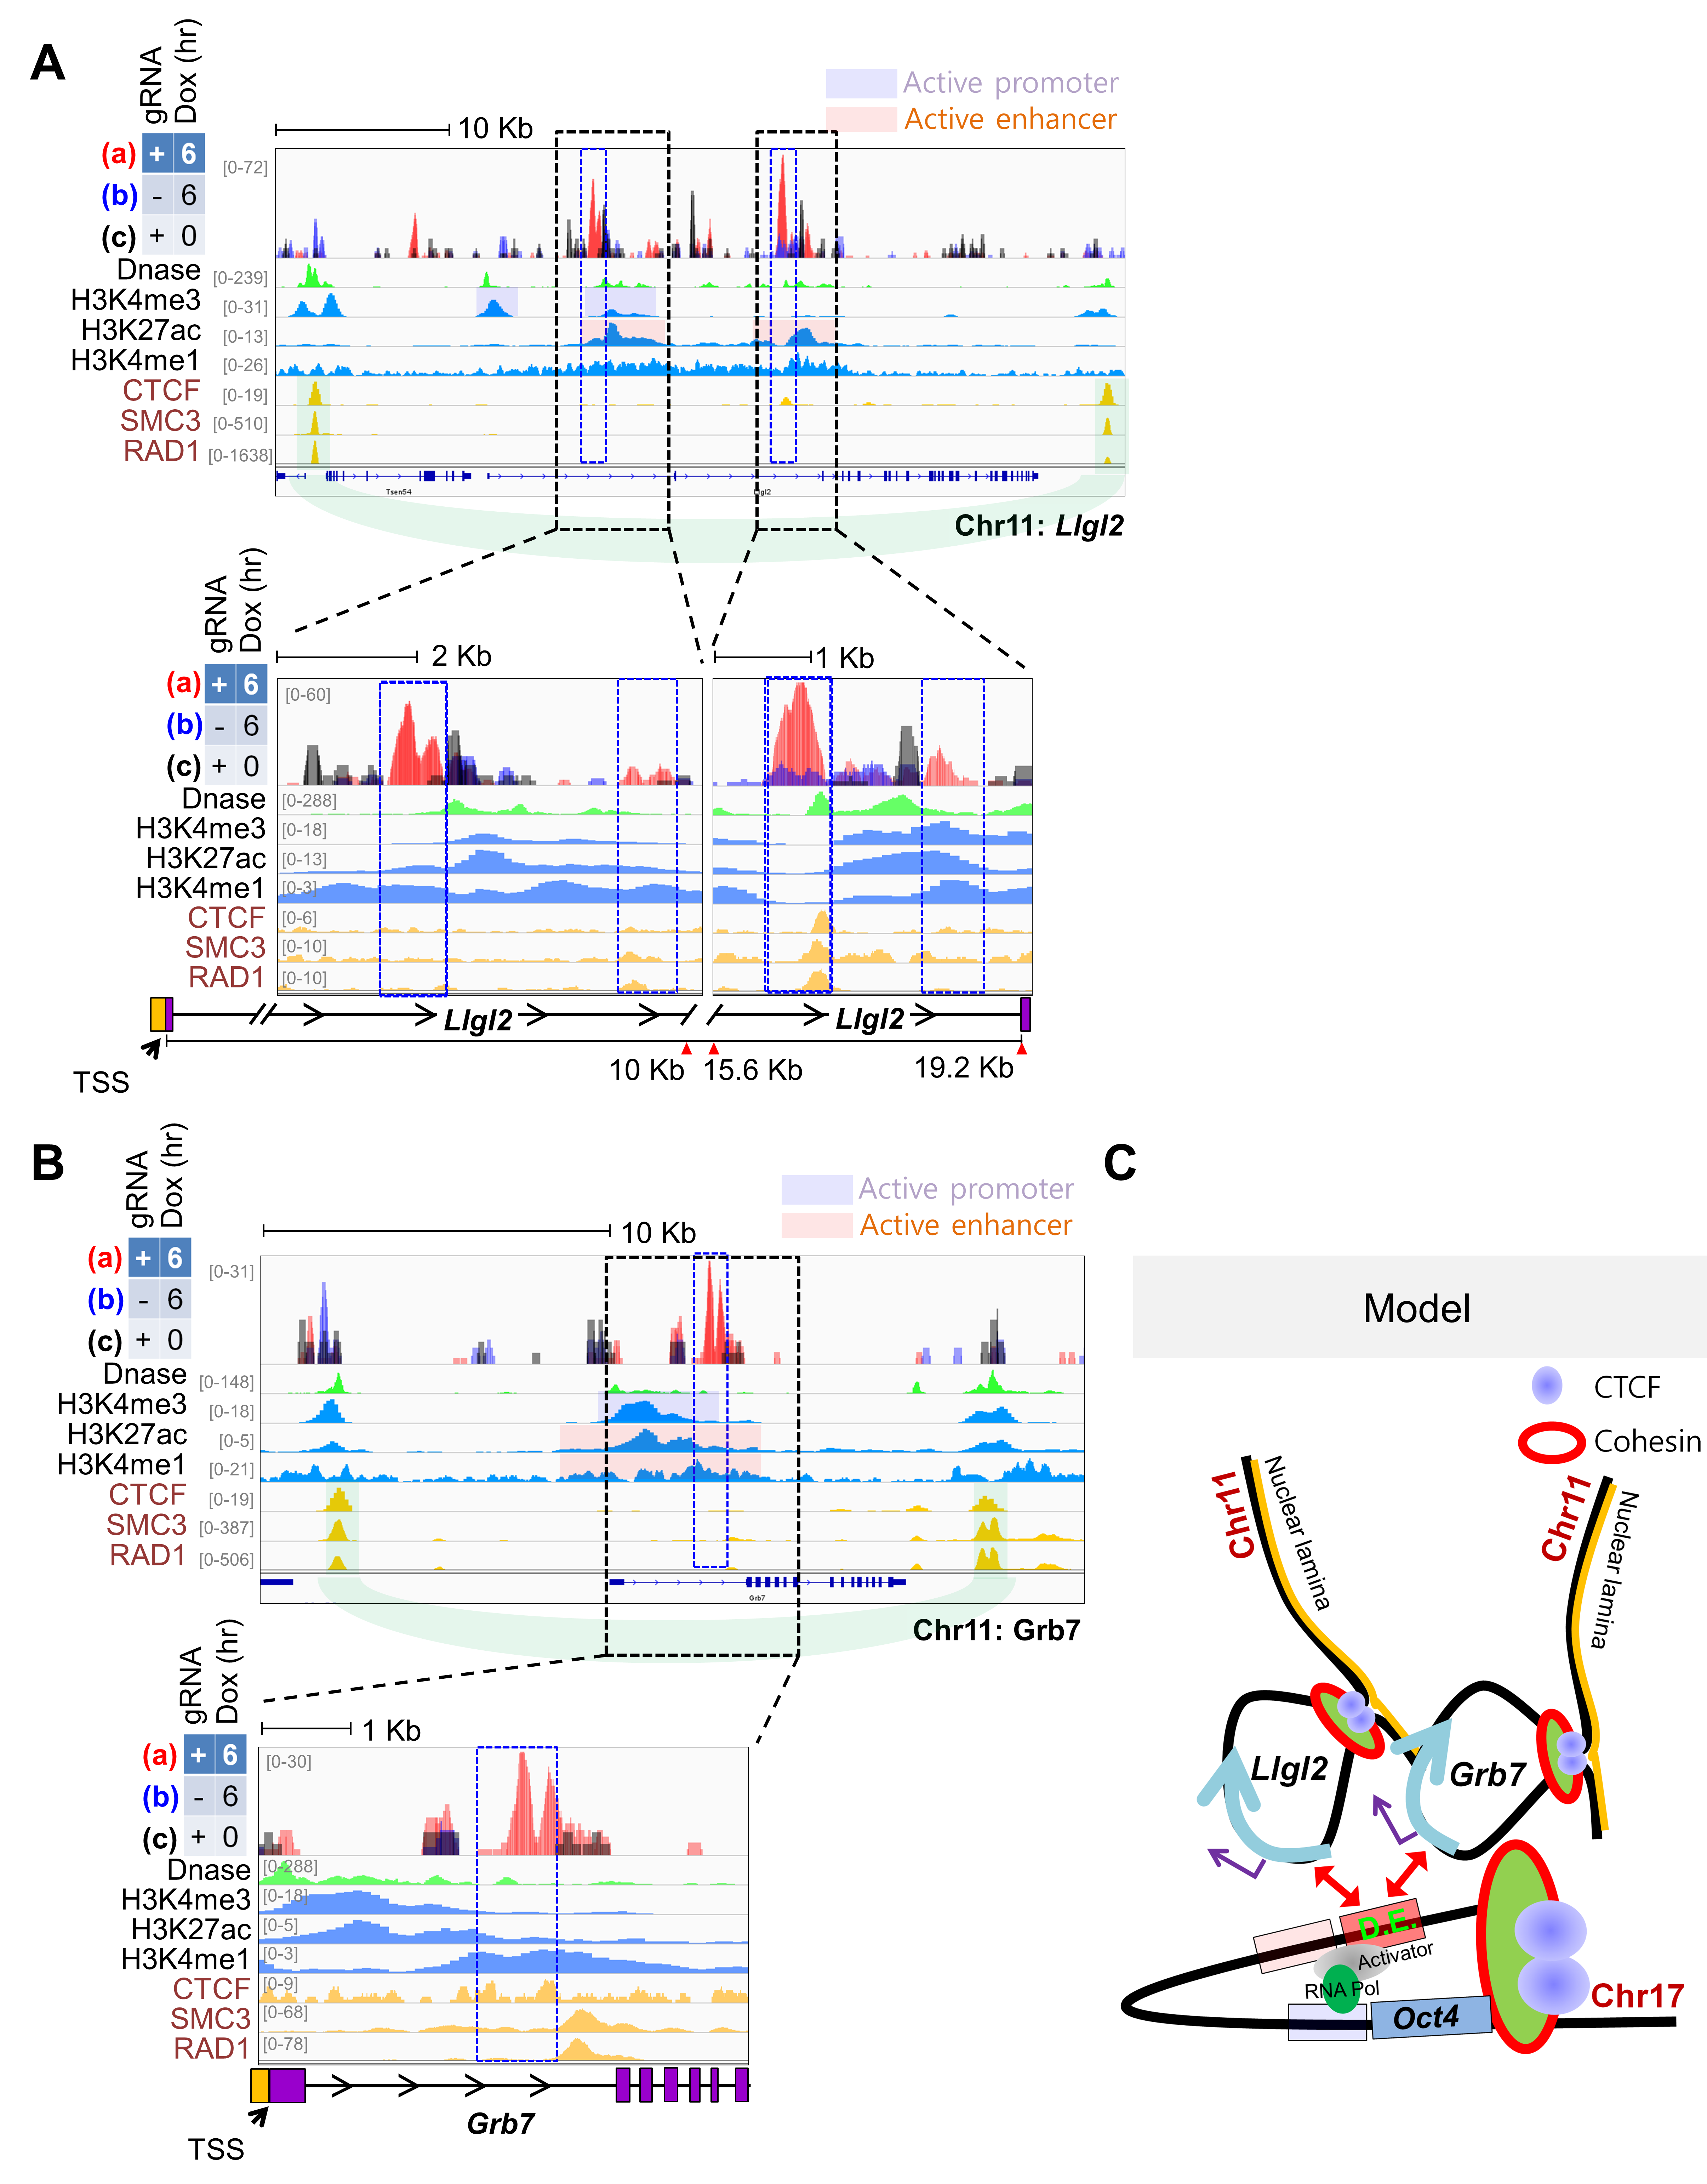

**Fig. 4 The *Oct4* Distal Enhancer Locus Interacts with Promoter Regions of *Llgl2* and *Grb7*. A** and **B** Profile of CRISPR-Dam peaks at *Llgl2* and *Grb7* loci in chromosome 11. ENCODE tracks are included for histone modifications H3K27ac, H3K4me1, and H3K4me3, DNA accessibility represented by DNaseI hypersensitivity peaks, and architectural protein binding sites for CTCF, SMC3, and RAD21. Boxed regions (in blue) highlight CRISPR-Dam peaks aligned with active histone marks. Distinct regions flanked by architectural proteins binding sites suggest these regions may be looped out (red and green highlight); **C** A model indicates *Lgl2* and *Grb7* interact with *Oct DE* through a form of chromatin looping by CTCF and cohesion components such SMC3 and RAD21.

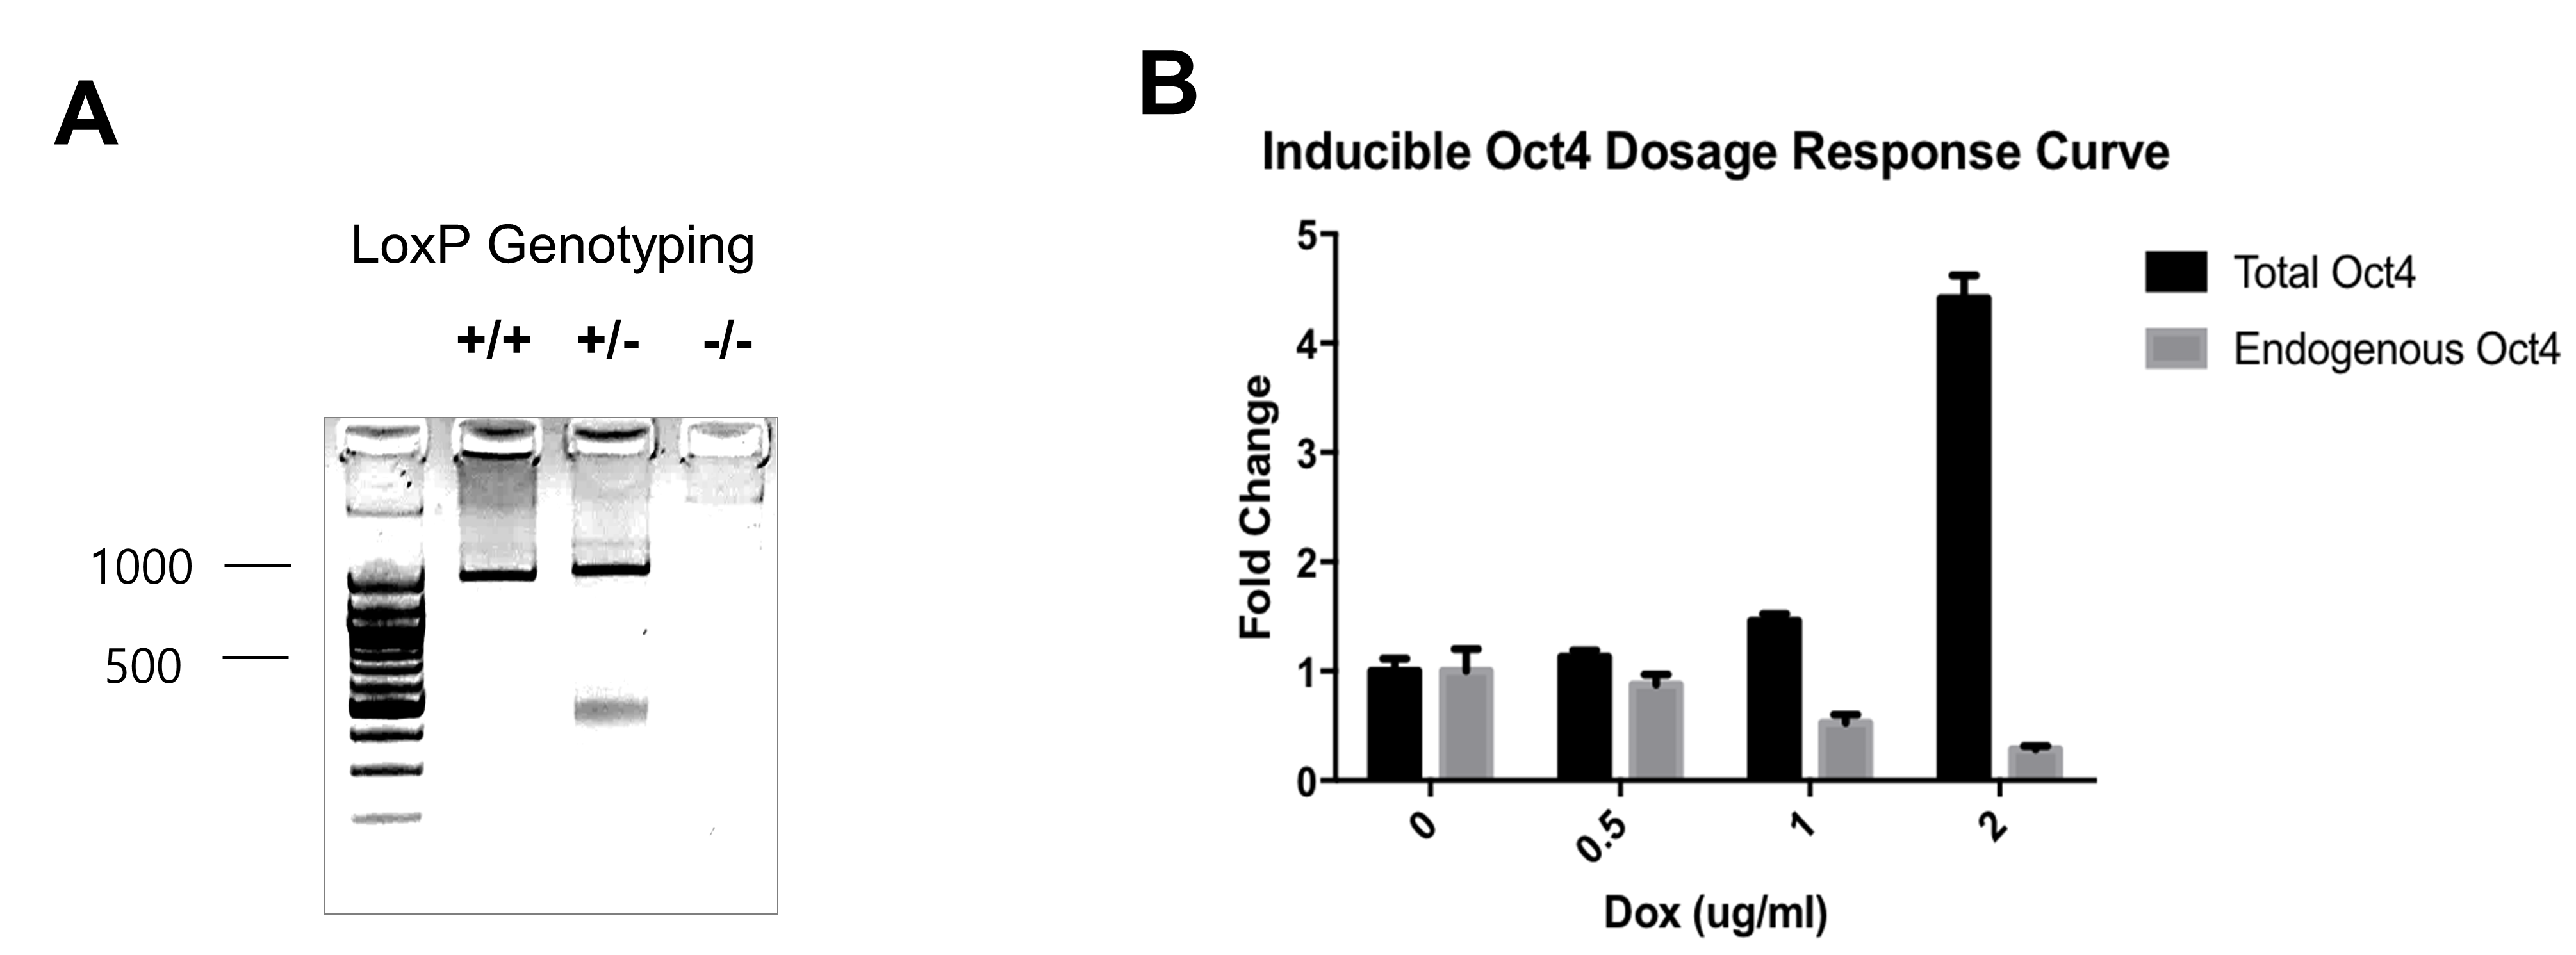

**Fig. 5** ***Oct4* DE deletion construct validation. A** PCR genotyping of CR4 locus in wildtype (+/+), heterozygous (+/-), and homozygous (-/-) loxP inserted E14 cell lines after treatment with 0.1M tamoxifen for 48 hours; **B** Induction of transgenic *Oct4* by increasing doxycycline doses in CR4 loxP inserted E14 cell lines. Cells were treated with doxycycline for 48 hours before harvest and qPCR. Total Oct4 and endogenous Oct4 levels were measured to confirm transgenic Oct4 activation. Signals were normalized to β-actin.

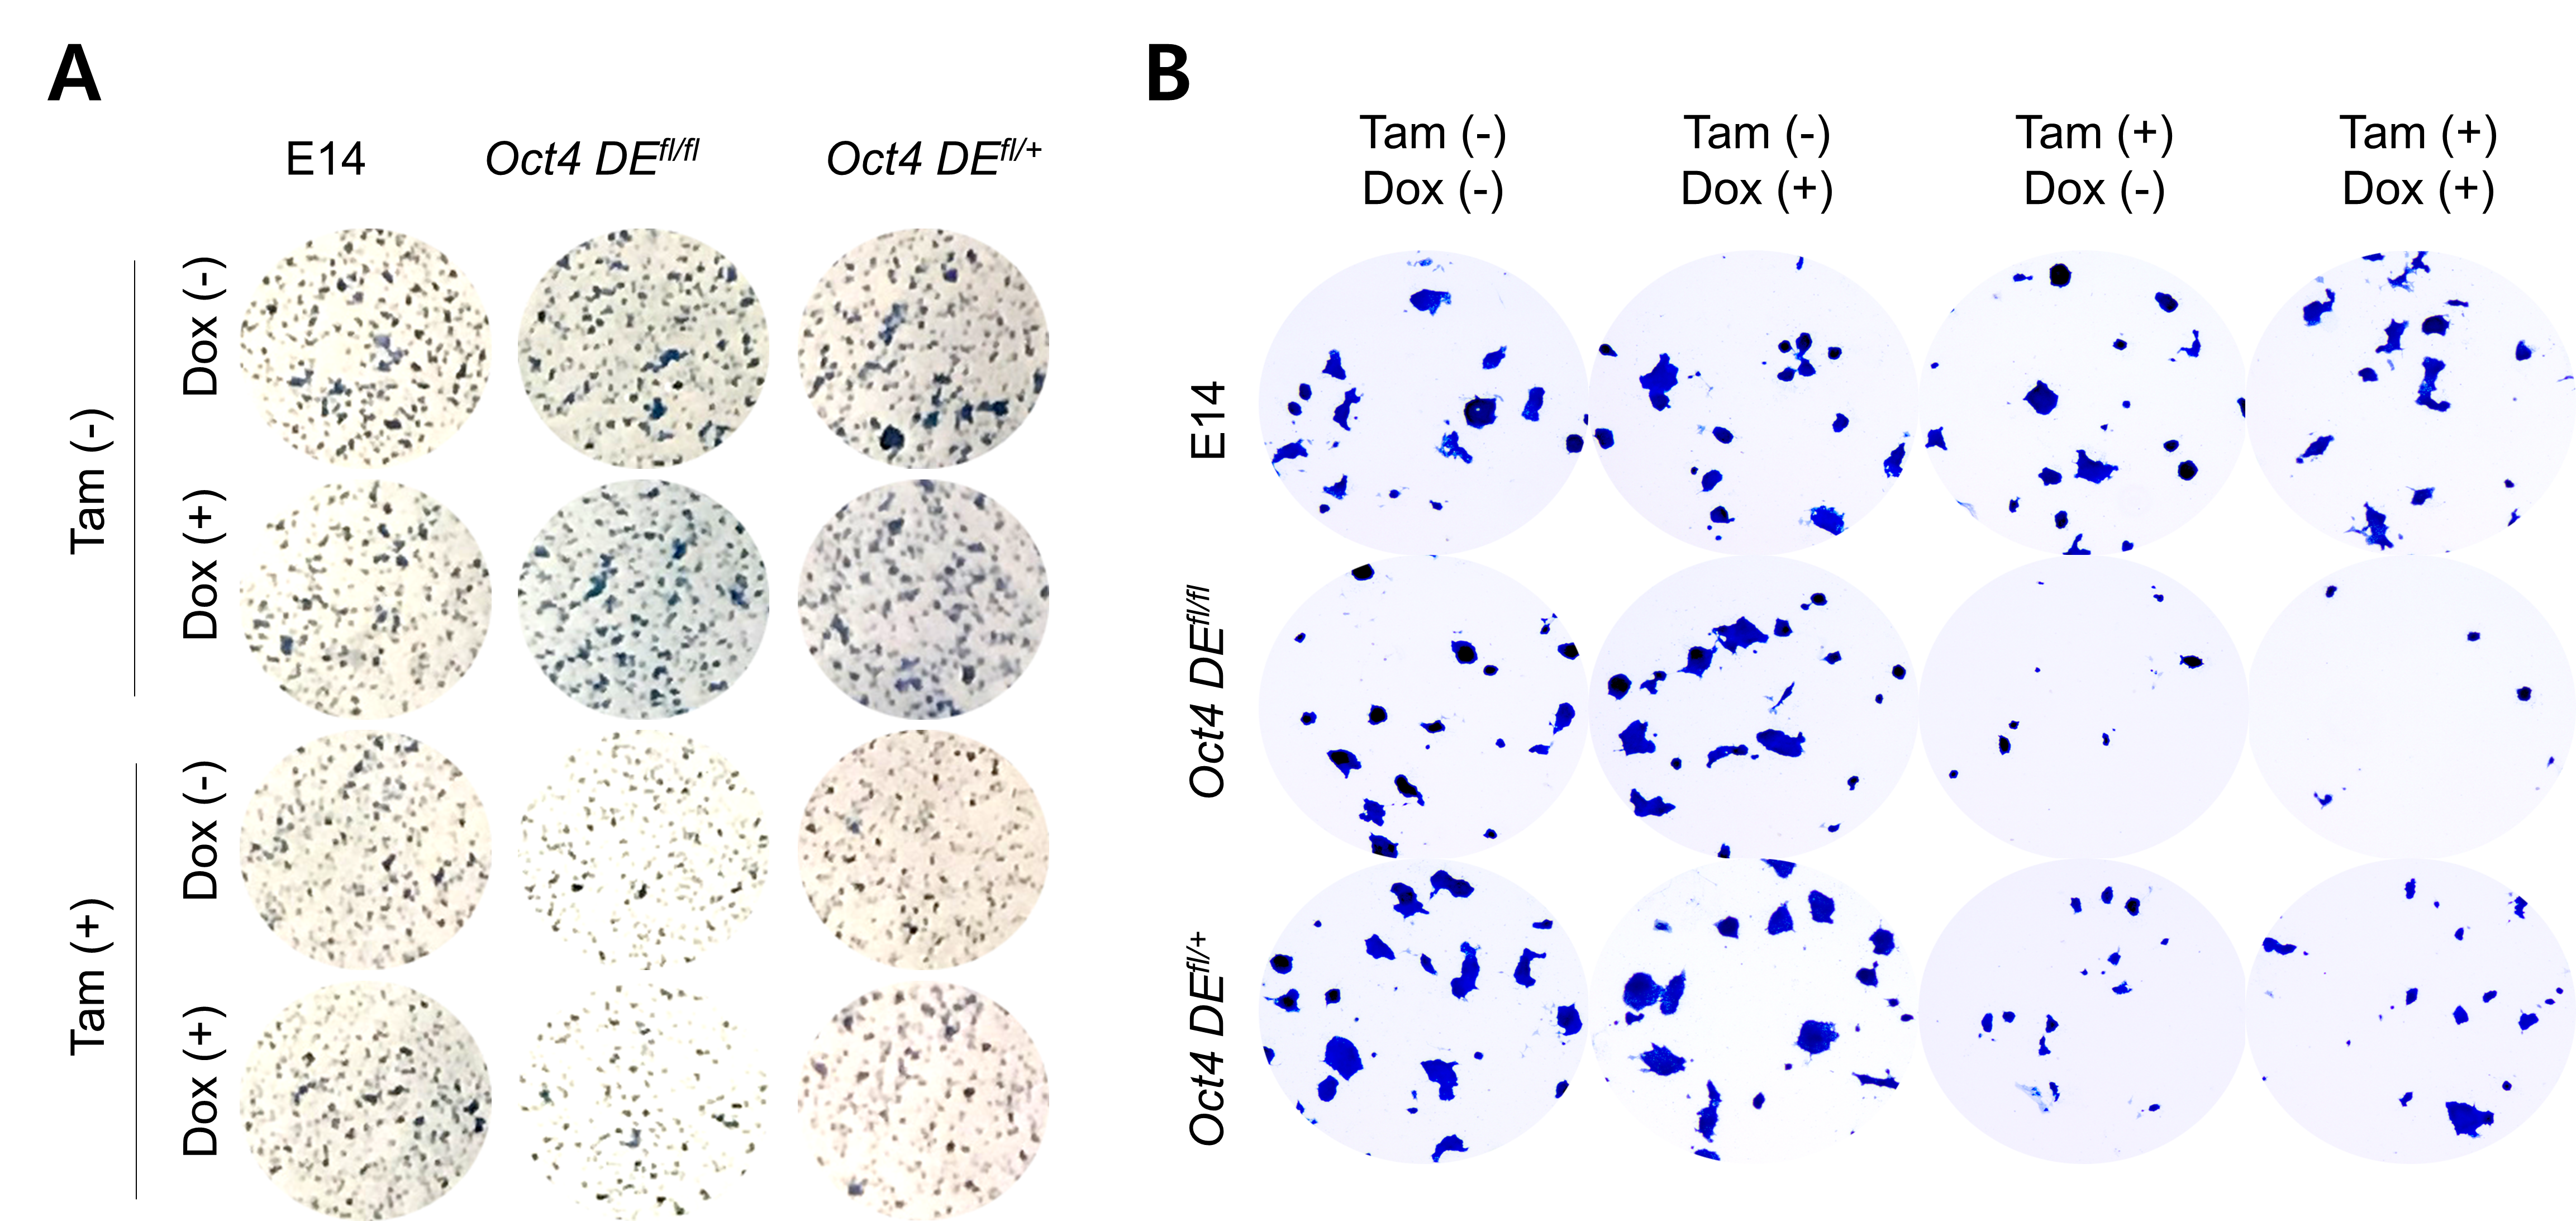

**Fig. 6 AP staining of *Oct4* DE deletion ESCs.** **A** Comparison of wildtype E14 and Oct4 DE homozygous (-/-) and heterozygous (+/-) deletion cell lines with addition of tamoxifen (Tam) or doxycycline (Dox) conditions. 10X magnification; **B** Higher magnification of AP-stained ESC colonies in Tam or Dox conditions. 40X magnification.

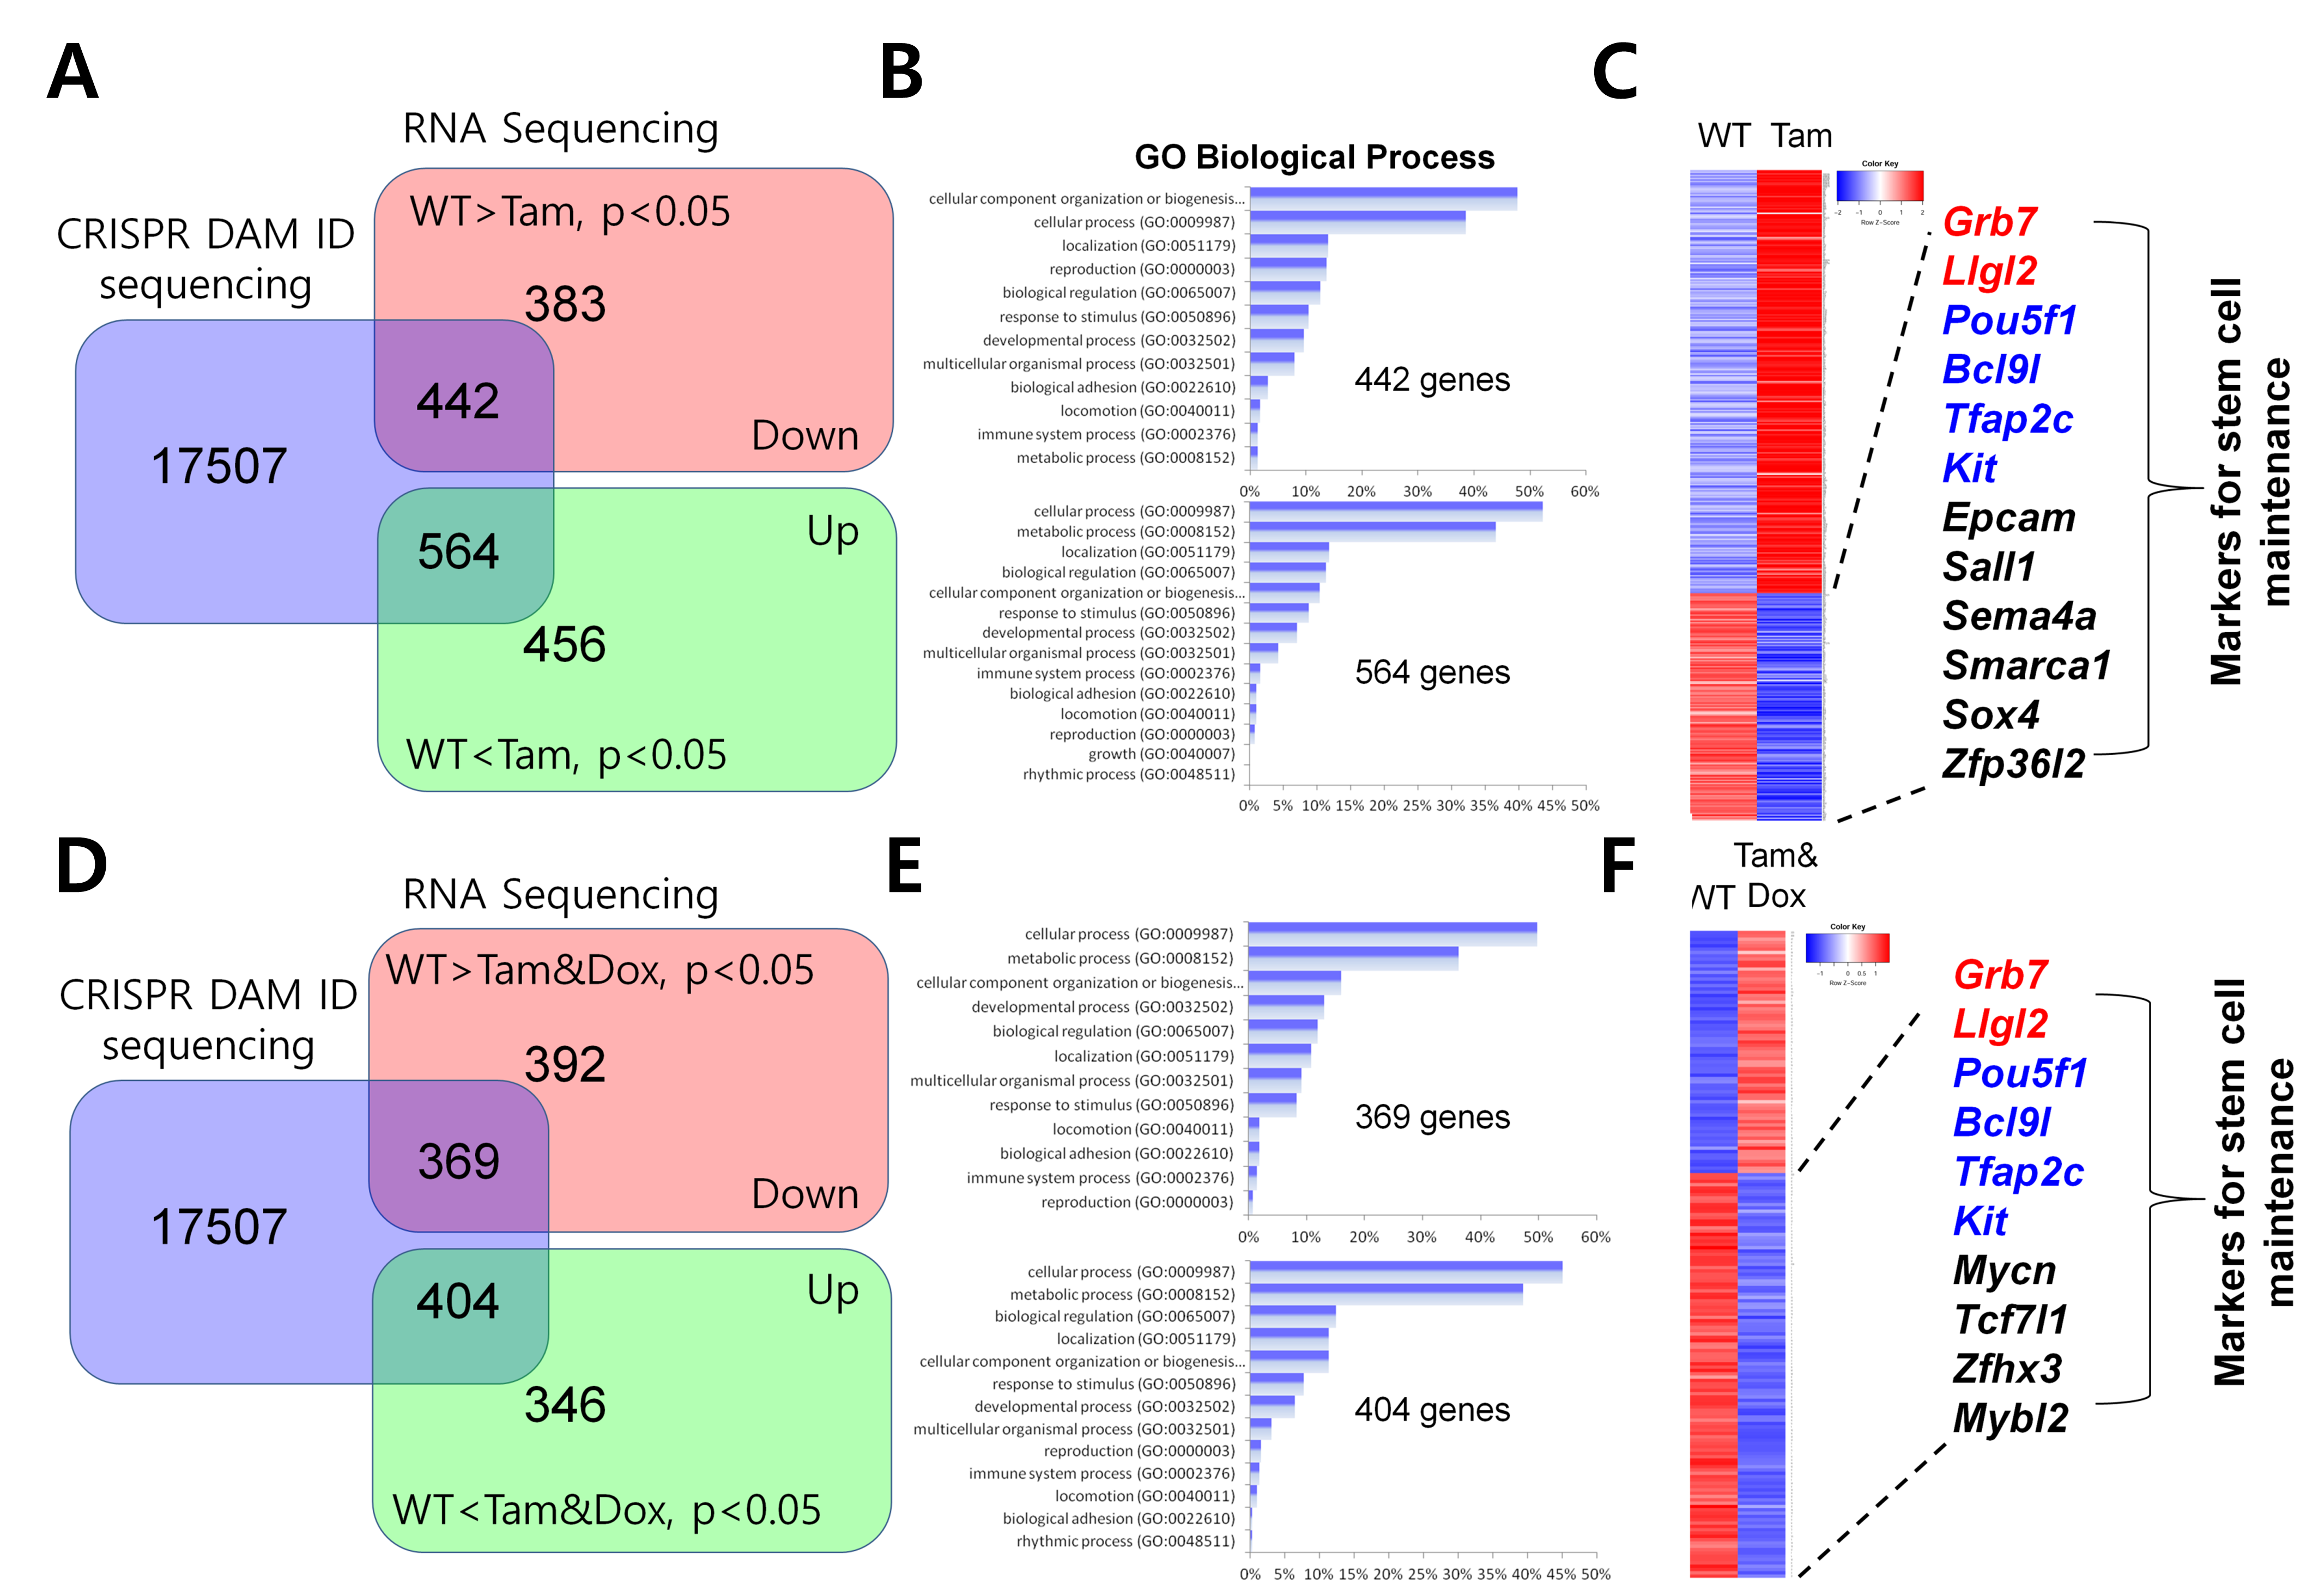

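*Llgl2* had a p of 0.00545 for Tam and of 5e-05 for DoxTam in the authors' deposited table, where 5e-05 is the smallest p given. *Grb7* had a p of 0.0494 for Tam and of 0.901 for DoxTam in the authors' deposited table. For *Pou5f1* the authors' deposited table gives 0.0427 and 0.00085, and for *Utf1* it gives 5e-05 in both comparisons. The p-values given here compare single libraries, not replicated conditions, and are not adjusted for the number of genes tested. The authors' deposited table marks *Llgl2*, *Grb7* and *Pou5f1* as not significant for Tam, and *Utf1* as significant. For DoxTam it marks *Llgl2*, *Pou5f1* and *Utf1* as significant and *Grb7* as not significant.
At a p under 0.05, the authors' deposited table holds 1110 higher and 960 lower genes for Tam, of 10396 tested, and 1269 higher and 1260 lower genes for DoxTam, of 10294 tested. Of the 456 genes lower by 1.5-fold in the library labelled Tam, 336 were tested by the authors. Such a p was held by 268 of them in the authors' deposited table, 58.8% of the 456. For the library labelled DoxTam 557 of the 716 lower genes were tested, and 468 had such a p in the authors' deposited table, 65.4% of the 716. The other tested genes, of the 336 for Tam and the 557 for DoxTam, did not reach such a p. Lower genes outside these 336 and 557 had no test, so they did not fail one. The overlap with CRISPR-Dam peaks was not analysed here.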

**Fig. 7 CRISPR-Dam peaks overlap with RNA-seq of Oct4 DE floxed ESCs identifies Oct4 DE regulated genes.** **A** Overlap of CRISPR-Dam identified peaks with significantly changing genes (p<0.05) identified in RNA-seq of global gene expression in Oct4 DE (-/-) cells treated with tamoxifen; **B** Unique overlapping genes were analyzed for gene ontology as indicated; **C** Heatmap showing comparison of differentially expressed CRISPR-Dam identified genes in wildtype and Oct4 deleted cells. Down regulated genes in Tam condition comprise of genes involved in stem cell maintenance; **D** Overlap of CRISPR-Dam identified peaks with significantly changing genes (p<0.05) identified in RNA-seq of global gene expression in Oct4 DE (-/-) cells treated with tamoxifen and doxycycline; **E** Unique overlapping genes were analyzed for gene ontology as indicated; **F** Heatmap showing comparison of differentially expressed CRISPR-Dam identified genes in wildtype and Oct4 deleted cells. Down regulated genes in Tam and Dox condition comprise of genes involved in stem cell maintenance.

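The stem cell maintenance genes named in the heatmaps of Supplementary Fig. 7C and 7F were set against WT in both libraries. In the library labelled Tam, 3 of the 12 genes of Supplementary Fig. 7C were lower and 0 higher. Next to *Sall1* these were *Smarca1* (-0.83), a chromatin remodeling ATPase gene, and *Kit* (-0.65). The other 9 lay between -0.24 for *Bcl9l*, a coactivator of β-catenin, and -0.55 for *Sema4a*, a semaphorin gene, with *Sox4* at -0.53, *Tfap2c*, a transcription factor of early germ cells and trophectoderm, at -0.47, *Epcam*, a cell adhesion gene, at -0.33 and *Zfp36l2* at -0.31. Of these 12 genes 4 were lower in the library labelled DoxTam: *Kit* (-0.69), *Tfap2c* (-0.68), *Bcl9l* (-0.67) and *Llgl2*. *Epcam* was slightly above WT there (0.10).
Of the 10 genes of Supplementary Fig. 7F, 6 were lower in the library labelled DoxTam, namely *Mycn*, *Tcf7l1*, *Kit*, *Tfap2c*, *Bcl9l* and *Llgl2*, with *Zfhx3* at -0.47 and *Mybl2* at -0.38 among the others. Only *Kit* of these 10 was lower in the library labelled Tam, and *Zfhx3* was above WT (0.14).
The median log2 fold of the 12 genes was -0.46 for Tam (percentile 0, below all random lists) and -0.35 for DoxTam (percentile 0.2), and that of the 10 genes was -0.33 for Tam (percentile 0.19) and -0.63 for DoxTam (percentile 0). The study chose both lists on these libraries, so they are not independent evidence of the direction. After removal of the GC trend the medians were -0.35 and -0.26 for the 12 genes and -0.19 and -0.34 for the 10 genes, for Tam and DoxTam in that order. After rescaling to the same total, a shift that rests on the small RNA gene *Mir6236*, the median of the 10 genes for DoxTam also lay inside 1.5-fold. So did *Kit*, *Tfap2c*, *Bcl9l* and *Llgl2* in the library labelled DoxTam, while *Mycn* and *Tcf7l1* were still lower. With a pseudocount of 5 FPKM that median lay inside 1.5-fold too. Of the genes lower in the library labelled DoxTam, *Bcl9l* (-0.30) and *Llgl2* were inside 1.5-fold after removal of the GC trend.

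**Figure D3:**
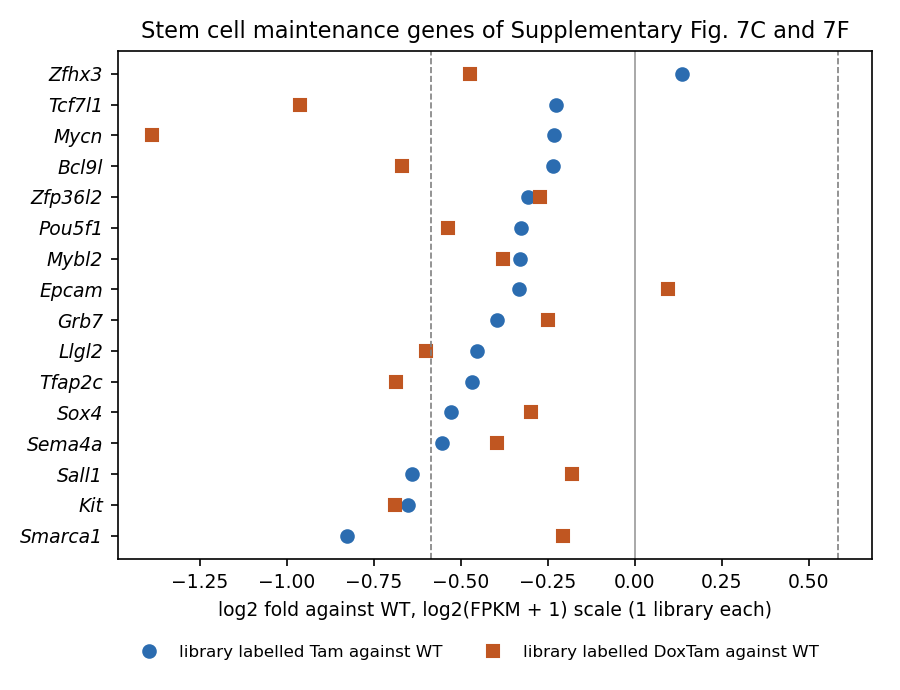
Log2 fold against WT (x axis, log2 of FPKM + 1) of the stem cell maintenance genes of Supplementary Fig. 7C and 7F (y axis), in the library labelled Tam (blue circles) and the library labelled DoxTam (orange squares), with 1 library each and dashed lines at 1.5-fold. *Mycn* lies farthest below WT in the library labelled DoxTam and *Smarca1* in the library labelled Tam, and after rescaling to the same total the values of *Grb7*, *Sall1*, *Smarca1*, *Sox4* and *Zfp36l2* in the library labelled DoxTam lie above 0.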

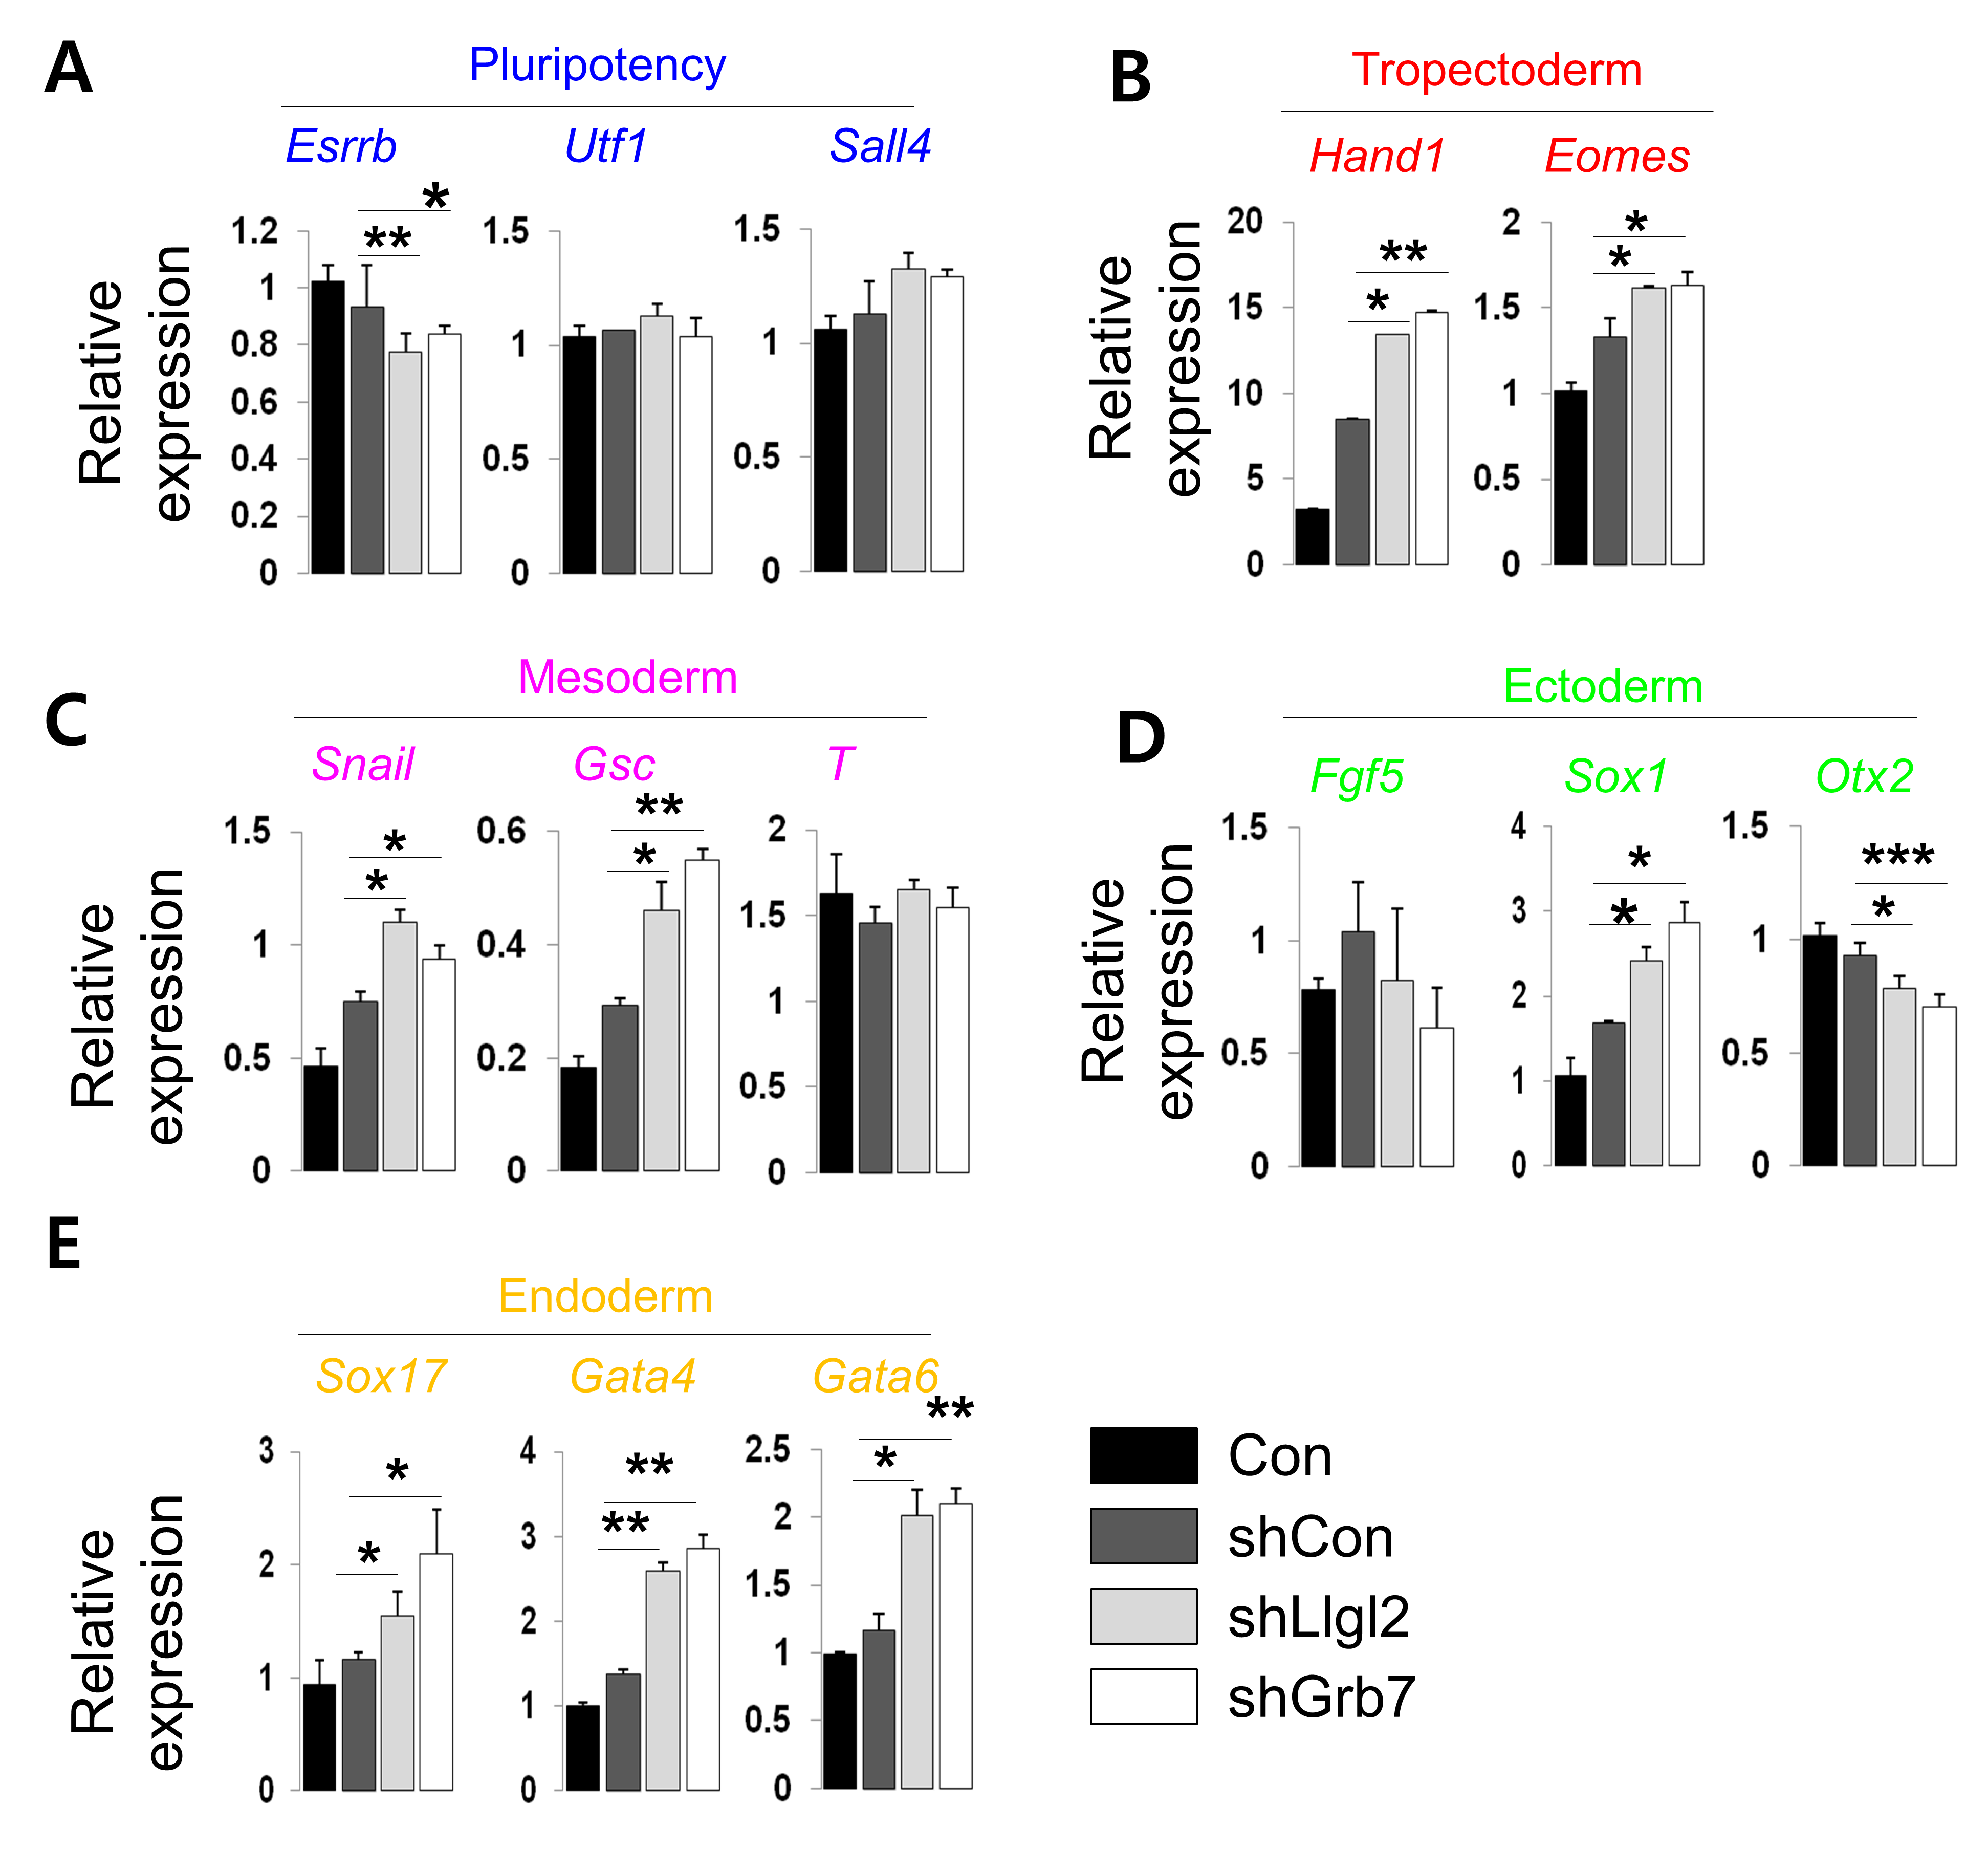

**Fig. 8 Knock down of *Llgl2* and *Grb7* Abrogates mESC Pluripotency.** **A** qPCR for pluripotency genes (*Esrrb, Utf1, Sall4*) and differentiation genes for trophectoderm (*Cdx2, Hand1, Eomes*), ectoderm (*Fgf5, Sox1, Otx2*), mesoderm (*Snail, Gsc, T*), and endoderm (*Sox17, Gata4, Gata6*) in shRNA pool knockdown ESCs. (**p*<0.01, ***p*<0.001, ****p*<0.0001)

**Supplementary Table**

S1

**Supplementary Table 1. 3C PCR primers**

| **Distance to Llgl2 TSS** | **Sequence** | **Fragment Size** |
| --- | --- | --- |
| -59105 | GGGTTCCCAAGCGATTTCTC | 116 |
| -45157 | GTAACCCAGGGCTCTCAGAA | 85 |
| -43310 | CGTGACTGGAAAGAGGCTGA | 102 |
| -38466 | ACACCTCAAAGAACGGAAGAA | 106 |
| -36409 | GGAGTCCTTAGGCTAGATTTTGA | 88 |
| -35439 | TGACTAGGGAATGGCAGGAC | 102 |
| -22294 | CCAGGGAGCGGAGAACAA | 83 |
| -21039 | GCTGACGTCTATTTCCTGTCG | 87 |
| -20355 | GCAGGTTGTGATATCCGGGA | 87 |
| 11414 | CCCTGATACTGTCCCCAAGG | 89 |
| 12210 | ATGACACCTGCCCCTGGA | 87 |
| 28753 | GCATGTCCATTTTAGAGGAGGG | 103 |
| 30899 | TGTCTTGGGGTACAGAGCAA | 85 |
| 39096 | CCAAGCCAGTTTCTCTACCC | 103 |
| **Distance to Grb7 TSS** | **Sequence** | **Fragment Size** |
| -12981 | TCCTGTCCTTTCATGGGTTC | 91 |
| -7844 | CCAAGTGAGGGGCTAAAGGT | 134 |
| -2403 | CAAAGCCATGGAACAACAAA | 90 |
| 6329 | CTGAGATCCAGGGCTTCCT | 119 |
| 7632 | GCAGCTGAGCACAGAATCAT | 121 |
| 18458 | GTTGAGGGCTCCTTCCTACC | 96 |
| InternalControl_F | CCCTCCTCCTAATCCCGTCT | 171 |
| InternalControl_R | CCCCTCACACAAGACTTCCC |  |
| DE Bait for HindIII | GGCAGAGAAGATGGTTGGGG |  |

**Supplementary Table 2. 3C PCR densitometry analysis**

**Supplementary Table 3. CRISPR-DAM ID qPCR primers**

| **Llgl2 Loci GATC sites** | **F/R** | **Primer Sequences** | **Size** |
| --- | --- | --- | --- |
| **L11** | **Forward** | **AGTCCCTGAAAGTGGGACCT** | **154** |
|  | **Reverse** | **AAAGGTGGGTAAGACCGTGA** |  |
| **L12** | **Forward** | **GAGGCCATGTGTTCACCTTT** | **164** |
|  | **Reverse** | **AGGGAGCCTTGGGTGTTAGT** |  |
| **L13** | **Forward** | **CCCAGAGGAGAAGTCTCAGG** | **155** |
|  | **Reverse** | **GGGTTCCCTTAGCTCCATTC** |  |
| **L14** | **Forward** | **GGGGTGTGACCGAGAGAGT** | **189** |
|  | **Reverse** | **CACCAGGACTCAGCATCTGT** |  |
| **L15** | **Forward** | **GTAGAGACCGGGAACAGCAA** | **191** |
|  | **Reverse** | **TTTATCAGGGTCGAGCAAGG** |  |
| **L16** | **Forward** | **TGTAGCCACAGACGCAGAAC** | **276** |
|  | **Reverse** | **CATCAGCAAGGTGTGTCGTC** |  |
| **L17** | **Forward** | **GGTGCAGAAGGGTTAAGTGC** | **140** |
|  | **Reverse** | **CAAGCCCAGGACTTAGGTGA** |  |
| **L18** | **Forward** | **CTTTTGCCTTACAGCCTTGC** | **146** |
|  | **Reverse** | **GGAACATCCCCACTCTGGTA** |  |
| **L19** | **Forward** | **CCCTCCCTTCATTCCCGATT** | **179** |
|  | **Reverse** | **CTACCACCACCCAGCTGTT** |  |
| **L20** | **Forward** | **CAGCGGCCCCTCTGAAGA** | **236** |
|  | **Reverse** | **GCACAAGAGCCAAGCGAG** |  |
| **Grb7 Loci GATC sites** | **F/R** | **Primer Sequences** | **Size** |
| **G21** | **Reverse** | **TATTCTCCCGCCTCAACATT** | **153** |
|  | **Forward** | **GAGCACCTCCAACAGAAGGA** |  |
| **G23** | **Reverse** | **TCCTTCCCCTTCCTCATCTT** | **246** |
|  | **Forward** | **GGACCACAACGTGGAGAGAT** |  |
| **G24** | **Reverse** | **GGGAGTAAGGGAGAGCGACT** | **151** |
|  | **Forward** | **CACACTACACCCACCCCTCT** |  |
| **G26** | **Reverse** | **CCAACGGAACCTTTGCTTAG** | **181** |
|  | **Forward** | **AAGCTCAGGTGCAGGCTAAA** |  |
| **G28** | **Reverse** | **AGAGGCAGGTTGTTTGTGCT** | **188** |
|  | **Forward** | **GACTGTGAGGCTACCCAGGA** |  |
| **G29** | **Reverse** | **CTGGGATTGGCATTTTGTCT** | **189** |
|  | **Forward** | **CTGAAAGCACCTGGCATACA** |  |
| **G30** | **Reverse** | **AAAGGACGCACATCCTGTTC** | **120** |
|  | **Forward** | **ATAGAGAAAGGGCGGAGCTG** |  |
| **G31** | **Reverse** | **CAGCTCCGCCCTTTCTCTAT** | **211** |
|  | **Forward** | **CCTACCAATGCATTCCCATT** |  |
| **GAPDH control** | **Forward** | **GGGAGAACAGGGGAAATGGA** | **176** |
|  | **Reverse** | **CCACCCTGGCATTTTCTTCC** |  |

**Supplementary Table 4. DNA FISH Probes and Colocalization Results**

| Probe Target | BAC Name | Region Aligned in mm9 |
| --- | --- | --- |
| Llgl2 | RP23-143F14 | chr11: 115559980-115767566 |
| Grb7 | RP23-474J5 | chr11: 98210673-98380153 |
| Thy1 | CH29-562H16 | chr9: 43679498-43876156 |
| Oct4  Col1a1 | CH29-91H19  RP23-75B6 | chr17: 35417731-35706656  chr11:94748953-94970343 |
|  |  |  |

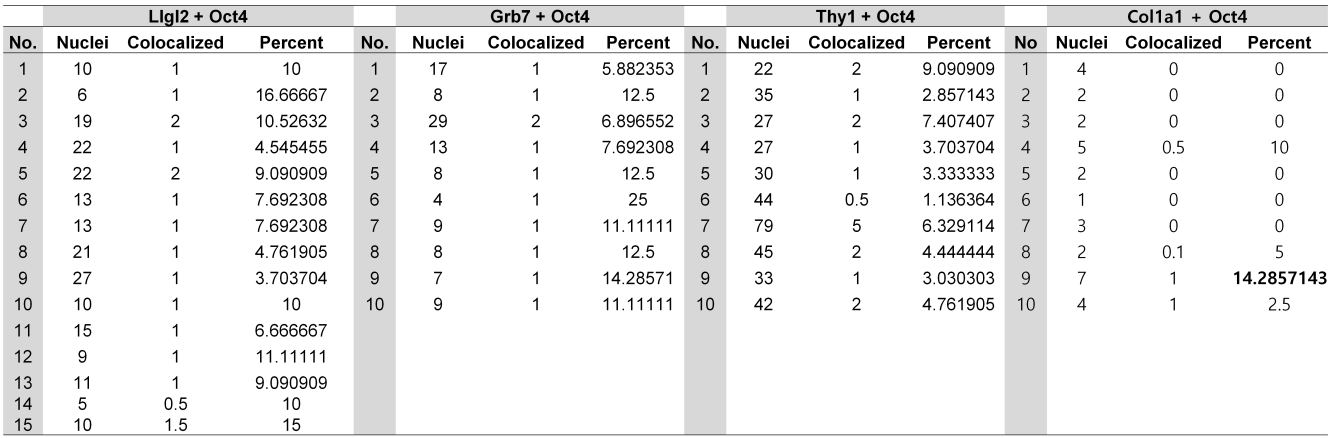

**Supplementary Table 5. CRISPR Knock-In LoxP**

|  |  |  |
| --- | --- | --- |
| **sgRNA** |  |  |
| CR4-sgRNA_F | CACCGCCCACACCCAGTTCCTCCCA | |
| CR4-sgRNA_R | AAACTGGGAGGAACTGGGTGTGGGC | |
| DE3'-sgRNA_F | CACCGCAGTCTGAGGATCCCATTAC | |
| DE3'-sgRNA_R | AAACGTAATGGGATCCTCAGACTGC | |
|  |  |  |
| **Repair Template Oligos** |  |  |
| CR4-donor | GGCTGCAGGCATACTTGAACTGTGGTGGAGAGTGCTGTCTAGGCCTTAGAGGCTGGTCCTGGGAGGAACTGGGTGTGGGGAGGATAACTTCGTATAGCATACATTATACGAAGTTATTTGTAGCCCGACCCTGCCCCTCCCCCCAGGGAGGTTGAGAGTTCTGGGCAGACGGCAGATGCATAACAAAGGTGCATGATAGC | |
| DE3'-donor | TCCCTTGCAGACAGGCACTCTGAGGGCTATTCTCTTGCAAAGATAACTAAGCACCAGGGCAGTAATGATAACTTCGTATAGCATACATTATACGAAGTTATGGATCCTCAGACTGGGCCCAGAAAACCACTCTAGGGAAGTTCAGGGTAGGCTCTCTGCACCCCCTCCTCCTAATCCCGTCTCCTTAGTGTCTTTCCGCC | |
|  |  |  |
| **LoxP Genotyping** |  |  |
| CR4flankF1 | GTCTGCTGTCCCATCTCCAG | |
| CR4flankR1 | GGACTCCGGTGTTCATCCTC | |
|  |  |  |
| **Cre Genotyping** |  |  |
| CreGenoF | GAACCTGATGGACATGTTCAGG | |
| CreGenoR | AGTGCGTTCGAACGCTAGAGCCTGT | |

**Supplementary Table 6. Target sequences of shRNA**

| **Llgl2 shRNA Sequences** | |  |
| --- | --- | --- |
| No. | GE Dharmacon No. | Targeted Sequence |
| 1 | 25726 | TATCAGATAGAAACCTTGG |
| 2 | 31673 | TTCGTTATAGCTTTGCAAG |
| 3 | 459624 | CTGCATCTCAGTGGTCCAC |
| **Grb7 shRNA Sequences** | |  |
| No. | TRC No. | Targeted Sequence |
| 1 | TRCN0000097204 | CTCTCTCAACCAGTGAAACAT |
| 2 | TRCN0000097207 | CTTCGCCAAGTATGAACTATT |
| **Scramble shRNA** | |  |
| No. | N/A | Targeted Sequence |
| 1 |  | GTTAACTATCCTAGCTCTAA |

**Supplementary Table 7. Genotyping results with the Sanger sequencing.**

| **A. Oct4 DE 3’loxP** |
| --- |
| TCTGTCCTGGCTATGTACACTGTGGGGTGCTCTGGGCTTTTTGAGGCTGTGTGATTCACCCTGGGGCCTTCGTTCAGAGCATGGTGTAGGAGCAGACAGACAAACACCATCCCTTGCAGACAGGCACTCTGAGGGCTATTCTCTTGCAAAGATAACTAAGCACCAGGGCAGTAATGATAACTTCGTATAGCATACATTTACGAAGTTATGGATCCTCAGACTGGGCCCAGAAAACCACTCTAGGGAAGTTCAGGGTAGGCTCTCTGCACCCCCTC |
| 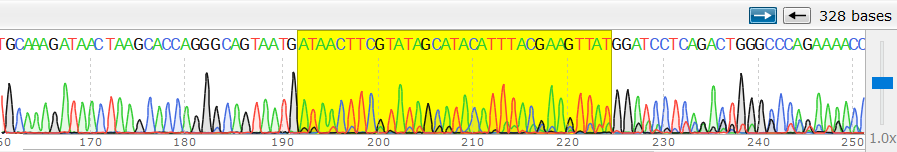 |
|  |
| **B. Oct4 DE CR4-5’loxP** |
| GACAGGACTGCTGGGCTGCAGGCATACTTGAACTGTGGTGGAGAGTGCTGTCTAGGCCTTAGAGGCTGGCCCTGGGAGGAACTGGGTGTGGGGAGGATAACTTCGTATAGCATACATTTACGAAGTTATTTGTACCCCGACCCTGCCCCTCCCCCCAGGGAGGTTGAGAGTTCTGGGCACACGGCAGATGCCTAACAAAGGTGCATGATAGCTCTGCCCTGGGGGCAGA |
| 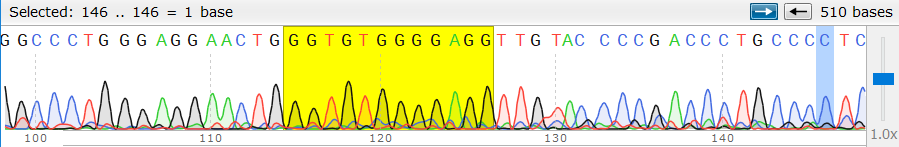 |

Red = loxP site

**Supplementary Table 8. Primer sequences used for quantitative RT- PCR analysis.**

| **Gene** | **F/R** | **Primer Sequences** | **Tm (℃)** |
| --- | --- | --- | --- |
| *mOct3/4*  *(total Oct4)* | Forward | GGCGTTCTCTTTGGAAAGGTGTTC | 68 |
|  | Reverse | CTCGAACCACATCCTTCTCT |  |
| *mOct3/4*  *(endogenous Oct4)* | Forward | CCTGGCCTGTCTGTCACTCA | 69 |
|  | Reverse | GTGTCCCAGTCTTTATTTAAGAACAAAAT | 63 |
| *mNanog* | Forward | CTCTTCAAGGCAGCCCTGAT | 67 |
|  | Reverse | CCATTGCTAGTCTTCAACCAC | 63 |
| *mSox2* | Forward | GGTTACCTCTTCCTCCCACTCCAG | 71 |
|  | Reverse | TCACATGTGCGACAGGGGCAG | 73 |
| *mKlf4* | Forward | CACCATGGACCCGGGCGTGGCTGCCAGAAA | 84 |
|  | Reverse | TTAGGCTGTTCTTTTCCGGGGCCACGA | 76 |
| *mRex1* | Forward | GAGTGCATCATACGAGGTGAG | 65 |
|  | Reverse | TCCAGAACCTGGCGAGAAAGG | 69 |
| *mEsrrb* | Forward | CGCAAGAGCTACGAGGACTG | 68 |
|  | Reverse | GGTAGCCAGAGGCAATGTCC | 68 |
| *mUtf1* | Forward | AGGTTGCTCCCCAGTCGTTG | 70 |
|  | Reverse | TGGTTCAGGGTCGACAGCTG | 70 |
| *mSall1* | Forward | CATCATGAATGACAGCGAGGG | 66 |
|  | Reverse | CCGTTCTCCTGGAGACTGTC | 67 |
| *mCdx2* | Forward | TGCTGCAGACGCTCAACCTC | 71 |
|  | Reverse | TCCACTCGCACAGGTTTCGC | 71 |
| *mHand1* | Forward | ACAGAGAGCATTAACAGCGCG | 68 |
|  | Reverse | ACGTCCATCAAGTAGGCGATG | 67 |
| *mEomes* | Forward | CTGCACAAATACCAACCGAGG | 66 |
|  | Reverse | GAAGGTCTGAGTCTTGGAAGG | 65 |
| *mSnail* | Forward | TAGGTCGCTCTGGCCAACAT | 69 |
|  | Reverse | CTGGAAGGTGAACTCCACACA | 67 |
| *mT* | Forward | CCAGCTGCGTCTACATCCAC | 68 |
|  | Reverse | AAGCAGTGGCTGGTGATCATG | 68 |
| *mGsc* | Forward | AGATGCTGCCCTACATGAACG | 67 |
|  | Reverse | TGCTCATCGGTGAAGATGGTG | 67 |
| *mLlgl2* | Forward | ACCCAGAACCCAGAACCTCT | 68 |
|  | Reverse | ATGACACGGGAGGTGAAGTC | 67 |
| *mGrb7* | Forward | GGTTTCATGGACGCATCTCT | 65 |
|  | Reverse | AGGTCTGTGAAACGGGTCTG | 67 |
| *mFgf5* | Forward | CATCGGTTTCCATCTGCAGATC | 66 |
|  | Reverse | CTCCTCGTATTCCTACAATCCC | 64 |
| *mSox1* | Forward | CATGAACGCCTTCATGGTGTGG | 69 |
|  | Reverse | TCGGACATGACCTTCCACTCG | 69 |
| *mOtx2* | Forward | GGAAGTGAGTTCAGAGAGTGG | 65 |
|  | Reverse | TCCAGATAGACACTGGAGCAC | 66 |
| *mSox17* | Forward | CCAGATCTGCACAACGCAGAG | 69 |
|  | Reverse | TGGTCCTGCATATGCTGCACG | 71 |
| *mGata4* | Forward | ACTTCTCAGAAGGCAGAGAGTG | 66 |
|  | Reverse | GGTTGATGCCGTTCATCTTGTG | 67 |
| *mGata6* | Forward | ATCCAGACGCCACTGTGGAGA | 71 |
|  | Reverse | CTGAGGCCATTCATCTTGCTG | 66 |
| *mGAPDH* | Forward | CATCACCATCTTCCAGGAGC | 65 |
|  | Reverse | GCTGTAGCCGTATTCATTGTC | 63 |

How the deposited data were processed for this re-analysis (not part of the article)

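RNA-seq of E14 mouse ESCs was analysed in 3 libraries, 1 for each condition: WT cells, *Oct4* DE (−/−) cells given tamoxifen, and *Oct4* DE (−/−) cells given tamoxifen and doxycycline. Conditions were taken from the submitters' labels, and the libraries are named by these labels (WT, Tam, DoxTam) because the level of *Pou5f1* goes against them. Each condition has 1 library, so differences carry no replicate check and no p-value of their own.
The authors deposited 2 tables with a row per gene, each comparing 1 treated library with the WT library. Their levels are FPKM values, which the authors made with Cufflinks 2.0.0 after alignment with TopHat and Bowtie (versions not given) to mm9, by the submitters' processing notes. The deposited log2 column holds the log2 ratio of WT over treated in 99.98% of the 18023 genes above 0 in both libraries of the Tam table (within 0.01), so its sign is opposite to the folds used here and it was not used. The deposited p-value and q-value columns come from the authors' test of 1 library against another. They were used only as the authors' calls, at a p under 0.05. The authors' own mark of significance was used only for *Pou5f1*, *Llgl2*, *Grb7* and *Utf1*. The deposited test statistic is a score of the authors' test, and it was not used for any value. WT levels differed between the 2 tables by over 1% for 2 genes, and 27 gene names differed between them. No column was left without a library. The CRISPR-Dam peaks of the study were not used here.
FPKM values were compared as deposited, without a further normalization. Folds are log2((FPKM + 1)/(FPKM + 1)) against WT. Genes at 1 FPKM or more in at least 1 of the 2 libraries were kept, and a gene was counted as higher or lower at 1.5-fold. Depth was estimated from the smallest levels above 0, as the FPKM of a single fragment, which is approximate. At these depths a gene below 1 FPKM rests on few fragments, and its fold is imprecise.
The following were fixed before the data were examined: the gene lists, the alternatives, and the rule for named genes. Named genes are (a) every gene that the study names for its RNA-seq or as a marker, some of which had been seen in Supplementary Fig. 7, (b) per comparison the 8 genes with the highest and the 8 with the lowest fold among genes at 5 FPKM or more, leaving out unnamed models, small nucleolar and microRNA genes and genes whose status in the authors' deposited table is not OK, (c) up to 4 members per list, the 2 highest and the 2 lowest among members that reach 1.5-fold, and (d) the 4 genes with the largest difference between the comparisons in each direction. Genes of this rule that share reads with an overlapping gene or a close copy (*Rbm14-rbm4*, *Rpl26*, ribosomal protein pseudogenes) or that encode small RNAs were treated as uncertain. The lists were the pluripotency network, the pluripotency loci of the study's CRISPR-Dam experiment, the study's stem cell maintenance markers for each condition, trophectoderm, primitive endoderm and endoderm, primed epiblast, neuroectoderm, mesoderm and primitive streak, proliferation, fibroblast, polarity and Hippo pathway, p53 targets, the integrated stress response, cholesterol synthesis, FGF-ERK targets, genes of the 2-cell-like state, housekeeping genes, and the neighbours within 250 kb of *Pou5f1*, *Llgl2* and *Grb7*. The symbols *Oct6* and *Duxf3* were not found in the tables. Some genes that this rule takes are not reported here. Random lists for the percentiles were matched on 20 bins of mean expression.
The overlap of both comparisons was set beside independent lists and beside 100 simulated sets of 3 unchanged libraries that share WT. The noise of the simulation was drawn from the observed folds divided by the square root of 2, which includes any real difference. GC content was taken from the longest protein-coding transcript of each gene in the GENCODE annotation of the same genome build, and the GC trend was removed with lowess (span 0.2), a step chosen after seeing the data, as were the subtraction of the mean level of the olfactory receptor genes, rescaling to a total in which small RNA genes (microRNA, small nucleolar and other short structural RNA genes, by symbol) were not counted, leaving these genes out, and keeping only genes with a GC value. Other alternatives were pseudocounts of 0.1 FPKM and 5 FPKM, no filter, a filter at 5 FPKM, centring on the median fold, rescaling to the same total (as in TPM), 2-fold, genes with status OK, and 1.5-fold together with the authors' deposited p.
The steps were tested on simulated data with 200 genes changed. For Tam 96% of genes raised and 88% of genes lowered by 1 on the log2 scale were called (12238 genes), and for DoxTam 92% and 92% (12232 genes). Of unchanged genes 11.3% were called for Tam and 11.1% for DoxTam, at a noise drawn from the observed folds. That noise includes any real difference, so these shares follow from the observed spread and are not a rate of false calls. A list of 20 unchanged genes stood at percentile 92.96 for Tam and 96.65 for DoxTam, so percentiles of that size can arise without a change. Guides, donors and primers were matched to the mm9 sequence on both strands. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.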

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

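All tests of explanations given in this part were chosen after the result they address had been seen, and the groups of genes lie outside those that the paper analyses in its RNA-seq.
In the library labelled Tam 70.7% of the 1095 olfactory receptor genes were above 0 FPKM, a higher share than in either other library, with a mean of 0.283 FPKM against 0.0707 FPKM in WT and 0.0592 FPKM in the library labelled DoxTam. Vomeronasal receptor genes (46.8% of 331 against 20.8% in WT and 11.8% in the library labelled DoxTam) and taste receptor genes (51.4% of 35 against 17.1% and 14.3%) were also most often above 0 in this library, and for 63 defensin genes the shares were 19.0% against 9.52% and 12.7%, with a mean of 0.625 FPKM against 0.565 FPKM in WT. Greater depth is argued against, since a single fragment was worth 2.13 times as many FPKM in this library as in WT, while the switching on of a subset of receptor genes stays open, since the fragments over 518 such genes at 0 in the other libraries had a variance of 1.33 times their mean (1.16 to 1.53) but over all 849 genes of like length 2.06 times (1.41 to 2.94). Genomic DNA in this library stays open: it may give the X chromosome of a male line a smaller rise than the autosomes, and the ratio of the rises was 0.538 (95% bootstrap interval 0.406 to 0.682, 220 and 5021 silent genes), but the same ratio of levels in WT was already 0.658 (0.480 to 0.881). Genes with low levels that were higher in the library labelled Tam share this limit.
In the library labelled Tam 4 of 17 trophectoderm genes were higher, 0 were lower and 13 did not reach 1.5-fold (median 0.25, percentile 98.4; *Tfap2a* 1.56, *Gata3* 1.34, *Cdx2* 1.22, *Msx2* 0.60), and of 22 mesoderm genes only 5 were measured and 3 were higher (median 0.84, percentile 98.985; Brachyury 1.16, *Cdx1* 0.97, *Snai1* 0.84). Of these genes *Tfap2a*, *Gata3*, *Cdx2*, Brachyury and *Snai1* passed 1 FPKM only through the treated library, and without the filter the medians were 0.20 for trophectoderm and 0.23 for mesoderm. With a pseudocount of 5 FPKM the mesoderm median for Tam lay inside 1.5-fold, as did *Cdx2*, *Gata3*, *Msx2*, Brachyury and *Snai1*. In the library labelled DoxTam 2 of 15 trophectoderm genes were higher (*Lgals3* 1.23, *Eomes* 0.72) and 2 lower (*Esx1*, inside 1.5-fold after removal of the GC trend, and *Tfap2c*; median 0.15, percentile 92.0), and of 4 mesoderm genes 1 was higher (*Snai1* 0.60; median -0.14, percentile 34.4, positive after rescaling to the same total, small RNA genes included, and after removal of the GC trend). The raised level of silent genes is argued against as the whole cause, since of the 31 genes of both lists under 1 FPKM in WT 5 were higher by more than the 99th percentile of the olfactory receptor genes (1.14 FPKM), against a mean of 0.647 in random lists of protein-coding genes of like WT level, and so is the GC trend, after whose removal the median log2 fold of the 7 higher genes was 1.23 (1.16 before, with *Msx2* the lowest at 0.56 and then inside 1.5-fold). Loss of *Oct4* that the transgene makes good may raise such genes and gets no support from *Pou5f1*, which stood at a ratio of 1.16 between the libraries labelled Tam and DoxTam (1.12 after rescaling to a total without small RNA genes), but single libraries give no spread to exclude it, and a difference between the cultures is open as well.
Genes of cholesterol synthesis had a median log2 fold of 0.42 in the library labelled Tam, above all random lists, with 8 of 22 higher and 0 lower, among them *Sqle* (1.04), the enzyme of squalene epoxidation, and *Msmo1* (0.96). For DoxTam their median was 0.19 (percentile 97.7), with 2 higher, *Nsdhl* (0.65) and *Cyp51* (0.64). After removal of the GC trend the medians of this group were 0.44 and 0.14, 7 of the 8 Tam genes were still higher, and *Nsdhl* (0.49) and *Cyp51* (0.50) in the library labelled DoxTam lay inside 1.5-fold. Genes of the integrated stress response had medians of -0.40 for Tam (below all random lists) and -0.30 for DoxTam (percentile 0.08), with 7 and 3 of 22 lower and 0 higher, among them *Phgdh* (-0.98 and -0.66), an enzyme of serine synthesis, and for DoxTam also *Gdf15* (-0.76) and *Trib3* (-0.60). These medians were -0.14 and -0.17 after removal of the GC trend, which left none of the 3 DoxTam genes (*Phgdh* -0.41, *Gdf15* -0.40, *Trib3* -0.32) and 4 of the 7 Tam genes at 1.5-fold, and for DoxTam the median turned positive after rescaling to the same total, small RNA genes included. Targets of FGF-ERK signaling had a median of -0.25 for Tam (percentile 0.92), with 5 of 15 lower, *Egr1* and *Myc* (-0.79) among them, and 2 higher, *Etv1* (0.68) and *Fos* (0.59). For DoxTam that median was -0.04 (percentile 35.6, positive after rescaling and after removal of the GC trend), with *Egr1* (-1.02) lower and *Spry1* (0.64) and *Etv1* (0.59) higher. *Etv1* lay inside 1.5-fold in both comparisons (0.55 and 0.33) after removal of the GC trend, and 3 of the 5 lower genes for Tam were still lower. The genes within 250 kb of *Pou5f1* had a median of -0.27 for Tam (percentile 0.29), with 1 of 11 lower, *Ddr1* (-0.66), and 1 higher, *H2-L*, which was at 0.00164 FPKM in WT. For DoxTam these neighbours had a median of -0.32 (percentile 1.45), with 4 lower, *Cchcr1* (-0.93), *Psors1c2* (-0.85), *Vars2* (-0.62) and *Ddr1* (-0.61), and *H2-L* again higher. After removal of the GC trend the medians of these neighbours were -0.18 and -0.12, *Ddr1* (-0.46 and -0.29) and *Vars2* (-0.33) lay inside 1.5-fold, and *Cchcr1* (-0.65) and *Psors1c2* (-0.66) were still lower. No difference between the 2 comparisons was tested for these groups.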

How the results depend on the processing

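Removal of the GC trend, subtraction of the olfactory receptor mean and the 3 alternatives on small RNA genes and GC values were chosen only after the results were seen. No paired analysis was possible because each condition has 1 library. Results are given as Tam higher, Tam lower, DoxTam higher and DoxTam lower genes, genes lower in both, and log2 folds for Tam and DoxTam. A pseudocount of 0.1 FPKM gave 757 Tam lower, 857 DoxTam higher and 1145 DoxTam lower genes, 384 lower in both, r of 0.706, *Llgl2* at -0.46 and -0.61 and *Grb7* at -0.42 and -0.26. A pseudocount of 5 FPKM gave 296, 168, 176 and 262 genes, 95 lower in both, *Pou5f1* at -0.32 and -0.53, *Llgl2* at -0.43 and -0.57 and *Grb7* at -0.32 and -0.21. Without a filter r was 0.535, and at 5 FPKM or more 500 genes were Tam higher and r was 0.727. Centring moved *Pou5f1* to -0.35 and -0.53, *Llgl2* to -0.47 for Tam and *Grb7* to -0.42 for Tam. Rescaling to the same total gave 1337, 264, 2699 and 216 genes, 94 lower in both, r of 0.689, *Pou5f1* at -0.18 and -0.17, *Llgl2* at -0.31 and -0.24 and *Grb7* at -0.26 and 0.10. At 2-fold the counts were 270, 93, 88 and 129, with 55 lower in both. Genes with status OK gave 580 Tam higher genes. With the p of the authors' deposited table as well, 488, 268, 334 and 468 genes were left, 136 lower in both. Only genes with a GC value gave r of 0.640, and leaving out small RNA genes gave r of 0.649. Rescaling to a total without small RNA genes moved *Pou5f1* to -0.38, *Llgl2* to -0.50 and *Grb7* to -0.44 for Tam. Removal of the GC trend, which also leaves out genes without a GC value (167 of the genes lower in both have one), gave 237 Tam lower, 246 DoxTam higher and 256 DoxTam lower genes, 72 lower in both, r of 0.562, *Pou5f1* at -0.17 and -0.28, *Llgl2* at -0.23 and -0.26 and *Grb7* at -0.27 and -0.031. Subtraction of the olfactory receptor mean moved *Llgl2* to -0.46 and *Grb7* to -0.42 for Tam. The fewer genes at 2-fold, at higher filters and with status OK follow from those rules. The moves under rescaling to the same total rest on the small RNA genes in that total, and the cause of the other moves was not tested. No named gene or list that reached 1.5-fold changed sign, and the other genes were not followed. Of 244 folds of named genes 215 kept their sign after rescaling (240 with small RNA genes not counted in the total) and 115 of 144 stayed at 1.5-fold, and of 221 folds 208 did after removal of the GC trend with 85 of 122 at 1.5-fold. With a pseudocount of 5 FPKM all 244 kept their sign, but only 82 of 144 stayed at 1.5-fold, as did 0 of 2 list medians. Of 42 list medians 21 kept their sign after rescaling (41 with small RNA genes not counted), 33 after removal of the GC trend and 34 without a filter, and all 42 did under both pseudocounts and centring. At 5 FPKM or more 34 of 36 did. The lists that turned without a filter or at 5 FPKM or more are not marked beside their medians. Depth limits genes below 1 FPKM most.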

Differences from the paper's values

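The alternatives set beside the paper's counts and RT-qPCR levels were fixed before the data were examined. The total without small RNA genes and some of the settings run for *Llgl2* and *Grb7* were chosen after seeing the data. The comparisons of single genes were chosen after their values were seen.
For DoxTam the paper's Supplementary Fig. 7D shows about 760 lower genes at a p under 0.05, read by eye, and the authors' deposited table holds 1260. With only genes at 5 FPKM or more the count was 1139, within 1.5 times of the paper's, and it differed without a filter and with status OK (1260 each), at 2-fold (47) and with 1.5-fold as well (468). The same panel shows about 750 higher genes, read by eye, against 1269 in the authors' deposited table, and this differed under every alternative, with 1166 genes at 5 FPKM or more, 334 with 1.5-fold as well and 22 at 2-fold.
The paper's RT-qPCR gives a level of *Pou5f1* after tamoxifen of about 0 relative to WT in Fig. 3B, read by eye, and the library labelled Tam gave 0.797, with 0.786 to 0.882 over the alternatives. The level of *Grb7* after tamoxifen is about 0.33 in Fig. 3B, read by eye, against 0.761 in the library labelled Tam, with 0.7496 to 0.837 over the alternatives. With tamoxifen and doxycycline *Grb7* is at about 0.33 in Fig. 3B, read by eye, against 0.842 in the library labelled DoxTam, with 0.835 to 1.07 over the alternatives. None of the alternatives brought these 3 levels within 1.5 times of the paper's. The RT-qPCR levels of *Llgl2* in both conditions and of *Pou5f1* with doxycycline lay within 1.5 times of the values here.
The paper describes the genes of Supplementary Fig. 7C as lower in the tamoxifen condition at a p under 0.05. All 12 had a fold below 0 in the library labelled Tam, and 8 of the 12 had such a p in the authors' deposited table. The exceptions in the authors' deposited table were *Bcl9l* (p of 0.206), *Epcam* (0.0546), *Zfp36l2* (0.0862) and *Sema4a*, which was not tested. Of the 10 genes of Supplementary Fig. 7F, 9 had such a p in the authors' deposited table, and *Grb7* did not. The paper names *Llgl2* and *Grb7* among the genes lower in the tamoxifen condition, and both were below WT there but within 1.5-fold under every setting run. The paper reports that doxycycline restored OCT4, and *Pou5f1* was lower in the library labelled DoxTam than in the library labelled Tam, at 0.690 and 0.797 of WT, a difference that rescaling to the same total ended (0.886 and 0.882) only with small RNA genes counted in that total. Staining, which the paper quantifies as positive cells, is a different measure from an RNA level. The paper reports lower SOX2 and Ki67 staining after tamoxifen. The log2 folds of *Sox2* (-0.11) and *Mki67* (-0.07) in the library labelled Tam were small and below 0. They turned positive after rescaling to the same total, small RNA genes included, but stayed below 0 after removal of the GC trend (-0.07 and -0.14). The paper also reports more CDX2 staining after tamoxifen, and *Cdx2* was at 2.82 FPKM in the library labelled Tam against 0.639 FPKM in WT.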

Other observations

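The test of GC content in this part was chosen only after the result was seen, as were the share of the genes lower for Tam and the values without small RNA genes, and the count in simulations with a shared WT library was set beforehand.
The genes with the highest folds in the library labelled Tam were mostly near WT in the library labelled DoxTam. *Aox3*, an aldehyde oxidase gene, was at 18.7 FPKM in the library labelled Tam against 0.118 FPKM in WT and 0.271 FPKM in the library labelled DoxTam. *Ly6a*, which encodes the surface antigen Sca-1, was at 18.5 FPKM against 0.545 FPKM and 0.991 FPKM, and *Nefm*, a neurofilament gene, at 24.3 FPKM against 2.34 FPKM and 1.30 FPKM. *H2-Eb1*, an MHC class II gene, and *Epha4*, an ephrin receptor gene, had log2 folds of 2.64 and 2.56 for Tam and 0.18 and 0.57 for DoxTam. *Calcoco2*, an autophagy receptor gene, was higher for Tam (1.61) and lower for DoxTam (-1.26). *Lin28b*, an RNA-binding protein gene, was lower for Tam (-0.62), and at 0.43 for DoxTam it did not reach 1.5-fold. In all 12 genes were higher in the library labelled Tam and lower in the library labelled DoxTam, and 10 had the opposite order. The libraries labelled DoxTam and Tam compared with each other gave 264 higher and 726 lower genes in the former, of 12647.
Among markers of 4 other groups of cell states some genes differed by 1.5-fold, and their share was not compared with that of all genes. Of 12 measured genes of primitive endoderm and endoderm, *Fst* (0.70) was higher and *Lamb1* (-0.74) lower in the library labelled Tam (median -0.10, percentile 14.4), and of 10 in the library labelled DoxTam *Col4a1* (-1.19) and *Col4a2* (-0.82), collagens of the basement membrane, were lower (median -0.22, percentile 5.34). Genes of the primed epiblast gave 0 higher and 0 lower genes in both, with medians of -0.23 (12 genes, percentile 1.01) and -0.08 (13 genes, percentile 30.0). Of 9 neuroectoderm genes *Nes* (0.77) was higher and *Gbx1* (-0.88) and *Tubb3* (-0.67) were lower for Tam (median -0.16, percentile 6.98), and of 8 for DoxTam none reached 1.5-fold (median -0.23, percentile 6.89). Of 8 fibroblast genes *Thy1* was lower in both (-0.75 and -0.60) and *Col5a1* (-0.90) for DoxTam, with medians of -0.14 (percentile 9.85) and -0.14 (percentile 24.5). Rescaling to the same total, small RNA genes included, turned the DoxTam medians of these 4 groups positive, and the Tam median of primitive endoderm and endoderm as well. Removal of the GC trend turned 3 of these medians positive, to 0.04 for Tam in primitive endoderm and endoderm, 0.07 for Tam in the fibroblast genes and 0.10 for DoxTam in the primed epiblast. *Col4a2* (-0.48) and *Thy1* (-0.42) for DoxTam and *Tubb3* (-0.51) for Tam lay inside 1.5-fold once the GC trend was removed.
Of 28 proliferation genes *Ccne1* (-0.85) and *Ccnd3* (-0.78) were lower for Tam (median -0.12, percentile 10.7), and for DoxTam *Ccnd3* (-0.66) was lower and *Pcna* (0.63) higher (median -0.12, percentile 6.62), both medians turning positive after rescaling. Of 24 p53 targets 4 were higher for Tam, *Trp53inp1* (1.07), *Ccng1* (0.80), *Ddb2* (0.71) and *Eda2r* (0.69), with a median of 0.07 (percentile 85.8), while for DoxTam *Trp53inp1* (0.88) and *Eda2r* (0.63) were higher and *Bbc3* (-0.64) and *Gadd45a* (-0.60) lower (median -0.02, percentile 38.5, positive after rescaling). Removal of the GC trend left *Trp53inp1* (0.50), *Eda2r* (0.31) and *Bbc3* (-0.21) for DoxTam, *Eda2r* (0.50) for Tam, and *Ccnd3* (-0.37) and *Pcna* (0.45) for DoxTam inside 1.5-fold. Of 9 genes of the 2-cell-like state those that reached 1.5-fold for Tam included *Dux* (0.62), which was higher, and *Zscan4c* (-0.60), which was lower (median of the list 0.25, percentile 90.3), and of 8 for DoxTam *Eif1a* (0.80) was higher (median 0.30, percentile 98.5), and removal of the GC trend brought these medians to 0.14 and 0.08. Of 19 housekeeping genes *B2m* (1.30 and 1.14) and *Tfrc* (0.59 and 0.88) were higher in both, with medians of 0.04 (percentile 78.5, just below 0 after rescaling to a total without small RNA genes) and 0.02 (percentile 62.5). The 19 neighbours of *Llgl2* gave no higher or lower gene, with medians of -0.09 (percentile 13.8) and -0.19 (percentile 2.96). Of 8 neighbours of *Grb7*, *Psmd3* (-0.62 and -0.86), a proteasome subunit gene, was lower in both, with medians of -0.04 (percentile 35.4) and -0.14 (percentile 13.9). The medians of the neighbours of *Llgl2* and *Grb7* turned positive after rescaling in both comparisons, and removal of the GC trend turned all but that of *Llgl2* for DoxTam positive. *Eif1a* (0.45) for DoxTam and *Tfrc* (0.37 and 0.52) and *Psmd3* (-0.45 and -0.58) in both comparisons lay inside 1.5-fold after removal of the GC trend.
The 230 genes lower in both comparisons had a median GC content of 58.3%, against 43.6% for the genes higher in both and 50.7% for all genes kept. After removal of the GC trend 54 of the 167 with a GC value (32.3%) were still lower in both, which is consistent with the trend as a source of many of these calls. The count of 230 lay within the 173 to 240 of the simulations with a shared WT library, but these gave too many lower genes for Tam (645 against 456) and too few for DoxTam (643 against 716), and the share of the genes lower for Tam that were lower in both was 50.4% against at most 35.9%, so chance values of the WT library stay open as a source of the count. With small RNA genes left out the count was 186, just above the 112 to 184 of its own simulations, which did not match the sizes of the lists either (395 genes lower for Tam against 486 to 594). Among genes with a GC value the count was 167, just above its simulated 114 to 164. After removal of the GC trend it was 72, just below its simulated 74 to 133. In both cases the list of genes lower for Tam was again shorter than simulated. For *Utf1* (-0.69 and -0.71 after removal of the GC trend) and *Kit* (-0.69 and -0.76) the trend is not the whole of the folds, and no replicate library separates chance values of WT from regulation by the *Oct4* DE.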
